# SRSF1 Is Required for Mitochondrial Homeostasis and Thermogenic Function in Brown Adipocytes Through its Control of Ndufs3 Splicing

**DOI:** 10.1002/advs.202306871

**Published:** 2024-04-03

**Authors:** Ningyang Yuan, Lei Shen, Qian Peng, Rula Sha, Zhenzhen Wang, Zhiqi Xie, Xue You, Ying Feng

**Keywords:** dysregulatred splicing, impaired thermogenesis, mitochondria dysfunction, splicing regulator, whitening of brown adipocyte tissue

## Abstract

RNA splicing dysregulation and the involvement of specific splicing factors are emerging as common factors in both obesity and metabolic disorders. The study provides compelling evidence that the absence of the splicing factor SRSF1 in mature adipocytes results in whitening of brown adipocyte tissue (BAT) and impaired thermogenesis, along with the inhibition of white adipose tissue browning in mice. Combining single‐nucleus RNA sequencing with transmission electron microscopy, it is observed that the transformation of BAT cell types is associated with dysfunctional mitochondria, and SRSF1 deficiency leads to degenerated and fragmented mitochondria within BAT. The results demonstrate that SRSF1 effectively binds to constitutive exon 6 of Ndufs3 pre‐mRNA and promotes its inclusion. Conversely, the deficiency of SRSF1 results in impaired splicing of Ndufs3, leading to reduced levels of functional proteins that are essential for mitochondrial complex I assembly and activity. Consequently, this deficiency disrupts mitochondrial integrity, ultimately compromising the thermogenic capacity of BAT. These findings illuminate a novel role for SRSF1 in influencing mitochondrial function and BAT thermogenesis through its regulation of Ndufs3 splicing within BAT.

## 1 Introduction

Obesity, characterized by the accumulation of excess body fat resulting from an imbalance between energy intake and energy expenditure (EE),^[^ ^1^ ^]^ underscores the significance of enhancing EE in key metabolic organs like adipose tissue as a potential strategy for obesity prevention.^[^ ^2^ ^]^ Adipose tissue comprises two primary types: white adipocyte tissue (WAT), functioning primarily as an energy reservoir, and BAT, responsible for non‐shivering thermogenesis and capable of utilizing surplus lipids and glucose for energy expenditure.^[^ ^3^ ^]^ Studies have demonstrated that external stimuli can induce the transformation of a subset of WAT cells into brown‐like adipocytes, referred to as beige cells, in a process known as white fat “browning”.^[^ ^2^ ^]^ Notably, substantial quantities of metabolically active BAT have been observed in adult humans, underscoring the potential of stimulating the development and function of both brown and beige fat as a promising approach for combatting obesity.^[^ ^4^ ^]^

Proper mitochondrial function is essential for the metabolic stability and performance of BAT.^[^ ^5^ ^]^ The mitochondrial respiratory chain, encompassing the mitochondrial electron transport chain (mETC) and Fo‐F1ATP synthase, constitutes a series of protein complexes (complexes I, II, III, IV, and V) situated within the within the inner mitochondrial membrane (IMM), playing a central role in oxidative phosphorylation (OXPHOS). Electrons required for OXPHOS are sourced from metabolic pathways involving carbohydrates, lipids, and amino acids, and are channeled into the mETC.^[^ ^6^ ^]^ Complex I (CI), composed of 45 subunits encoded by both mitochondrial DNA (mtDNA) and nuclear DNA (nDNA), serves as the primary and intricate enzyme within the respiratory chain. Its function involves catalyzing the transfer of electrons from NADH oxidation to ubiquinone.^[^ ^1^, ^6^, ^7^ ^]^ Additionally, CI plays a crucial role in generating reactive oxygen species (ROS). ROS are normal byproducts of respiration and are necessary for intracellular signaling pathways.^[^ ^8^ ^]^ However, an excessive mtROS resulting from mETC dysfunction can promote protein unfolding and aggregation, ultimately leading to a compromised and dysfunctional state of the mitochondria.^[^ ^9^ ^]^ These consequences can contribute to a spectrum of diseases and disorders, including neurodegeneration, metabolic syndrome, and aging.^[^ ^10^ ^]^

CI is initially formed by a subcomplex consisting of ≈89 kDa, which includes the core subunit NDUFS3, in conjunction with NDUFS2 and NDUFA5.^[^ ^11^ ^]^ While NDUFS3 itself does not possess direct catalytic activity, it plays a pivotal role in CI assembly. Missense mutations in the NDUFS3 gene have been linked to various diseases, such as Leigh syndrome, and deficiency of NDUFS3 can result in mitochondrial myopathy and optic atrophy.^[^ ^11^, ^12^ ^]^ These prior findings underscore the critical importance of an appropriate structure and composition for the biogenesis and assembly of CI. Such precision is essential to enable the complex to efficiently perform catalytic functions while minimizing potential harm to the mitochondria or the cell.

Serine/arginine‐rich splicing factors (SRSFs) have undergone extensive investigation due to their significant contributions to constitutive splicing and alternative splicing (AS).^[^ ^13^ ^]^ Typically, SRSFs consist of one or two RNA recognition motifs (RRMs) and one serine/arginine‐rich (RS) domain. Among these splicing regulators, SRSF1, serving as the archetype member of the SR protein family,^[^ ^14^ ^]^ has the capability to modulate AS isoform generation by binding to specific RNA sequences and influencing spliceosome activity.^[^ ^15^ ^]^ While SRSF1 is recognized for its involvement in various biological processes and diseases, including the cell cycle, apoptosis, adipocyte differentiation, stress response, cancer, and neurodegeneration,^[^ ^16^ ^]^ its precise function in mature adipocytes still lacks clarity.

In the study, we investigate the role of SRSF1 in adipose tissue by generating adipose‐specific SRSF1 knockout mice. Our analysis revealed that the absence of SRSF1 had a disruptive impact on mitochondrial integrity, leading to a significant whitening of BAT characterized by a reduction in the number of mitochondria. By employing single‐nucleus RNA sequencing, we identify shifts in cell type composition and alterations in differentiation pathways within BAT in the absence of SRSF1. Further investigation reveals the pivotal role of SRSF1 in promoting the inclusion of constitutive exon 6 of Ndufs3, a crucial subunit of mitochondrial complex I. In the absence of SRSF1, exon 6 of Ndufs3 is skipped, resulting in diminished production of functional protein and disrupted mitochondrial function. Notably, the overexpression of native Ndufs3 alleviates mitochondrial defects and restores their function in SRSF1‐knockdown adipocytes. These findings underscore the important role of SRSF1‐mediated splicing of Ndufs3 in mitochondrial homeostasis and brown adipocyte thermogenesis, offering novel insights into the significance of splicing regulation in metabolic processes.

## 2 Results

### 2.1 Inactivation of SRSF1 in Adipose Tissue Triggers the “Whitening” of BAT and Leads to Metabolic Disorders in Mice

To investigate the role of SRSF1 in adipose tissue and whole‐body energy metabolism, we generated an adipose‐specific SRSF1‐knockout (KO) mouse model by breeding SRSF1^flox/flox^ mice with transgenic C57BL/6J mice expressing Cre recombinase controlled by the mouse adiponectin (Adipoq) promoter active in mature adipocytes.^[^ ^17^ ^]^ The KO mice carried the Adipoq‐Cre;SRSF1^flox/flox^ genotype, while the SRSF1^flox/flox^ mice served as the wild‐type (WT) control group (Figure S1A, Supporting Information). Confirmation of SRSF1 deletion was achieved through western blot analysis in BAT, inguinal WAT (iWAT), and epididymal WAT (eWAT) (**Figure** **1**A, left panel). The stromal‐vascular fraction (SVF) consists of preadipocytes, endothelial cells, fibroblasts and other cell types within adipose tissue, excluding mature adipocytes. Notably, the retention of SRSF1 in SVF cells emphasizes the specificity of the adipocyte‐targeted SRSF1 deletion (Figure 1A, right panel).

**Figure 1:**
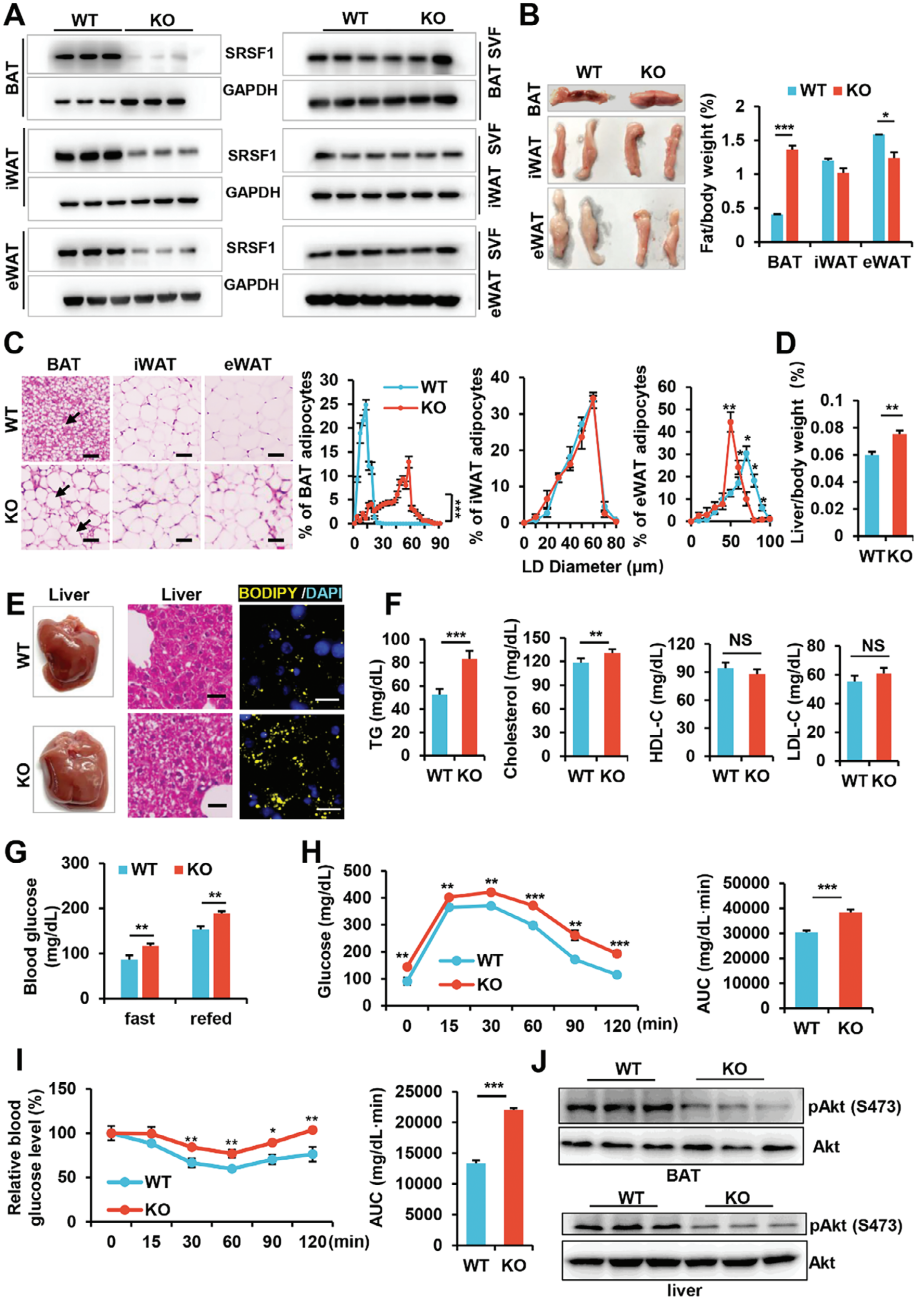
Deletion of SRSF1 in adipose tissue caused whitening of BAT and metabolic disorders in mice. A) Protein levels of SRSF1 were assessed via western blot in the BAT, iWAT, and eWAT of 8‐week‐old WT and KO mice (Left). SRSF1 protein levels were analyzed in the SVF of BAT, iWAT, and eWAT from 8‐week‐old WT and KO mice (Right). B) Representative pictures of BAT, iWAT, eWAT from 8‐week‐old WT and KO mice were shown on the left. The ratio of BAT, iWAT, and eWAT relative to body weight in 8‐week‐old WT and KO mice fed a chow diet was measured and shown on the right graph (n = 13). C) Representative HE images of BAT, iWAT, and eWAT from 8‐week‐old WT and KO mice were shown on the left. The presence of large unilocular lipid droplets (LDs) in BAT was indicated by arrowheads. Scale bar, 50 µm. The LD diameters in BAT, iWAT, and eWAT for both WT and KO mice were measured and presented as the mean ± SEM of 400 cells per sample on the right panel (n = 4 mice per group). D) The ratio of liver relative to body weight of 8‐week‐old WT and KO mice fed a chow diet was measured. E) Representative pictures of liver samples from 8‐week‐old mice were shown on the left. The middle images show the liver sections stained with HE, while the right images show the liver sections stained with BODIPY 493/503. The yellow color represents LDs, and the nuclei are stained with DAPI. The scale bar is 25 µm for the middle panel and 50 µm for the right panel. F) The lipid profile, including plasma levels of TG, cholesterol, HDL‐C, and LDL‐C, was measured from 8‐week‐old WT and KO mice on a chow diet (n = 8). G) Blood glucose levels were measured in 16‐hour‐fasted WT and KO mice at 8 weeks of age on a chow diet (n = 12). H) Blood glucose concentrations were monitored during a GTT (n = 6). The area under the curve (AUC) is depicted in the right graph. I) Blood glucose levels were represented as a percentage of basal glycemia during intraperitoneal ITT in both WT and KO mice. The AUC is shown in the right graph. J) Western blot analysis was conducted to evaluate total Akt and Akt phosphorylation in BAT and liver extracts obtained from 8‐week‐old WT and KO mice that were maintained on a chow diet. ^*^ *p* < 0.05, ^**^ *p* < 0.01, ^***^ *p* < 0.001 by Student's t‐test. Data represent the mean ± SEM.

Both KO mice and WT mice exhibited comparable body weights and food intake level when fed a standard chow diet (Figure S1B,C, Supporting Information). However, KO mice displayed a notable increase in BAT mass, a slight decrease in eWAT mass, and no significant change in iWAT mass compared to WT mice (Figure 1C). Interesting, KO mice exhibited a striking whitening effect in BAT, characterized by the accumulation of enlarged lipid droplets (LDs) (Figure 1C). In eWAT, there was variation in adipocyte size, with smaller LDs observed in KO mice compared to WT mice, while no significant difference was observed in iWAT between the two groups (Figure 1C). Additionally, KO mice manifested a pronounced fatty liver phenotype, evidenced by a significant increase in the liver‐to‐body weight ratio (Figure 1D). This lipid droplet accumulation was confirmed through hematoxylin and eosin (HE) staining and BODIPY staining (Figure 1E). The substantial lipid presence in BAT and liver tissues pointed toward a disruption of lipid metabolism in KO mice.

We conducted assessments of the lipid profile by measuring serum levels of triglycerides (TGs), cholesterol, high‐density lipoprotein (HDL), and low‐density lipoprotein (LDL). Our findings revealed elevated levels of TGs and cholesterol in KO mice when compared to their WT counterparts (Figure 1F). However, there was no significant differences in HDL and LDL levels between the two groups. These results substantiate the presence of a lipid metabolism disorder in adipose‐specific SRSF1 deficient mice. Moreover, when we compared fasting and refeeding serum glucose levels, KO mice exhibited significantly higher glucose levels than WT mice fed on a chow diet (Figure 1G). Glucose and insulin tolerance tests (GTTs and ITTs, respectively) unveiled that KO mice had severe glucose intolerance and insulin resistance (Figure 1H,I). In line with the ITT data, the response of insulin on Akt phosphorylation in BAT and liver were diminished in KO mice (Figure 1J). In conclusion, our results demonstrate that SRSF1 deficiency in adipose tissue leads to BAT whitening, hepatic steatosis, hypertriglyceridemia, and insulin resistance

### 2.2 SRSF1 Knockout Mice Exhibited Pronounced Cold Intolerance and Impaired Thermogenesis

Considering the notable increase in lipid accumulation and the pronounced whitening phenotype observed in the interscapular BAT of KO mice, we decided to investigate how SRSF1 deficiency affects BAT function. To accomplish this, we conducted high‐throughput RNA‐seq on the BAT samples collected from 8‐week‐old WT and KO mice. Our analysis clearly revealed that key thermogenic marker genes, including Dio2, Cidea, and Cox8b, were downregulated in KO mice, while markers associated with inflammation, such as Itgax and Adgre1, were upregulated (**Figure** **2**A). Furthermore, gene set enrichment analysis (GSEA) indicated that the downregulated genes in the BAT of KO mice were predominantly enriched in pathways related to thermogenesis and OXPHOS (Figure 2B). Correspondingly, KO mice exhibited a significant decrease in their core body temperature during both feeding and fasting periods when kept at room temperature (RT) (Figure 2C; Figure S2A, Supporting Information).

**Figure 2:**
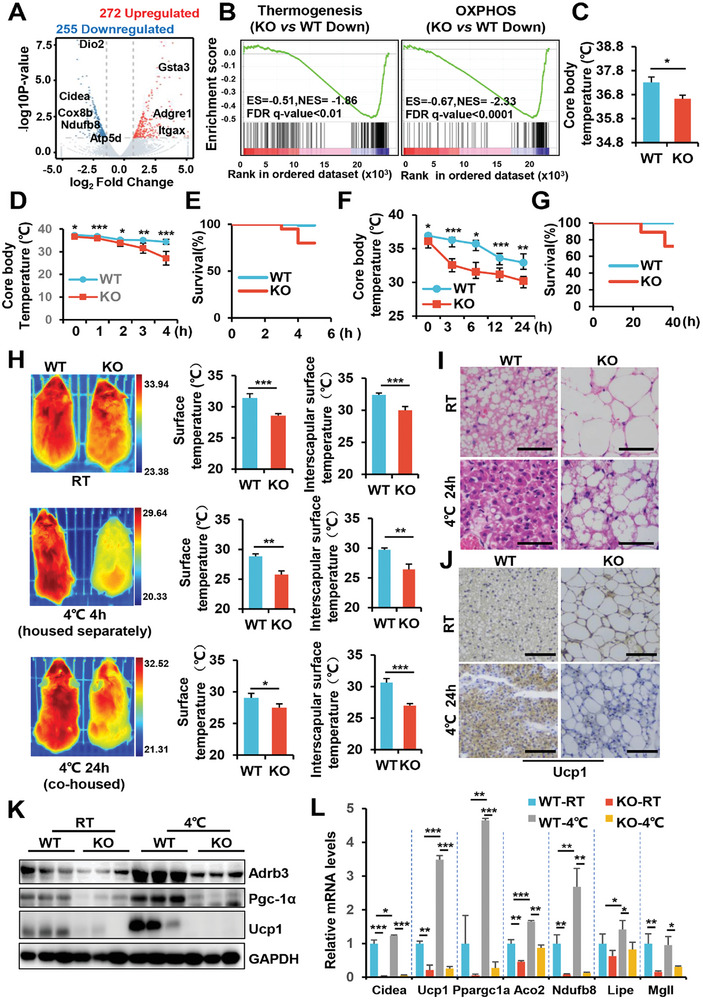
SRSF1 deficiency impairs the thermogenic function of BAT. A)Volcano plot showing DEGs in BAT of both WT and KO mice using RNA‐seq data. Biomarkers relative to thermogenesis and inflammation were highlighted using different colors. B) Gene Set Enrichment Analysis (GSEA) identifying the most significantly downregulated pathways, including thermogenesis and OXPHOS. C) The rectal temperature of 8‐week‐old WT and KO mice was measured at RT (n = 6). D) The rectal temperature of 8‐week‐old mice, individually housed, was measured after subjecting them to cold exposure (4 °C) (n = 8). No food was provided to the mice during this period. E) Survival curves was plotted for WT and KO mice exposed to cold (4 °C), with the mice housed individually in separate cages without food (n = 16). F)The core body temperature of 8‐week‐old WT and KO mice was measured under cold stimulation conditions (4 °C). During this period (24 h), mice were co‐housed together and provided with food (n = 8). G) Survival curves were also plotted for mice co‐housed and exposed to cold for 48 h (n = 20). H)Thermal images, along with the surface temperature and iBAT temperature of 8‐week‐old WT and KO mice, were displayed under different conditions. In the top panel, the mice were kept at RT. In the middle panel, mice were individually housed at 4 °C for 4 h without food. In the bottom panel, WT and KO mice were co‐housed at 4 °C for 24 h with food. The color scale represents the temperature range, with blue indicating cold and red indicating hot. I,J) Representative images of HE staining (I) and Ucp1 immunohistochemistry (J) of BAT from mice housed at RT or 4 °C for 24 h are shown. Scale bar: 50 µm (I), 100 µm (J). K,L) The protein levels (K) or mRNA levels (L) of thermogenic genes in BAT of WT mice and KO mice were measured after exposing the mice to cold temperature (4 °C). WT and KO mice were co‐housed at 4 °C for 24 h (n = 4), and the results were compared to mice housed at RT. The q‐PCR data analysis involved measuring amplicon abundance via the 2^−ΔΔCT^ method, normalized to β‐Actin. Each gene's value in WT‐RT was set as 1 to assess the relative mRNA levels of target genes across the KO‐RT, WT‐4 °C, and KO‐4 °C groups. ^*^ *p* < 0.05, ^**^ *p* < 0.01, ^***^ *p* < 0.001. Data represent the mean ± SEM.

To further explore the impact of SRSF1 deficiency on adaptive thermogenesis, we conducted cold stimulation experiments for varying durations on mice. For acute cold exposure without food, individual mice were placed in separate cages at 4 °C. Notably, KO mice experienced a rapid decline in core body temperatures over time, ultimately leading to mortality after 3 h (Figure 2D,E). In contrast, WT mice maintained core body temperatures above 30 °C and exhibited no mortality under the same conditions (Figure 2D,E). When provided food during 6 h cold exposure (housed separately) and extended periods of cold exposure (co‐housed), KO mice consistently displayed lower rectal temperatures than WT mice (Figure S2B, Supporting Information; Figure 2F). Furthermore, while KO mice survived the 24 h stimulation period, they exhibited a higher mortality rate after the 24 h period (Figure 2G). Thermal imaging analysis unveiled that the surface temperatures and brown fat temperatures in the interscapular region of KO mice were reduced when they were housed at RT compared to WT mice. Furthermore, this reduction in temperature became even more pronounced in KO mice at 4°, particularly when KO mice were housed individually (Figure 2H).

HE staining revealed that cold exposure led to a reduction in fat droplet size in the BAT of WT mice, indicating enhanced lipolysis and thermogenesis. In contrast, KO mice did not exhibit a significant reduction in lipid accumulation within BAT (Figure 2I). Ucp1, a mitochondrial transmembrane protein, functions by decoupling OXPHOS from ATP production.^[^ ^18^ ^]^ Mice lacking Ucp1 are susceptible to developing hypothermia when exposed to sudden cold conditions.^[^ ^19^ ^]^ The tightly controlled expression of Ucp1 in brown and beige adipocytes established Ucp1 as a pivotal indicator of thermogenesis.^[^ ^20^ ^]^ Immunohistochemical analysis further revealed reduced immunoreactivity of Ucp1 in the BAT of KO mice following cold exposure (Figure 2J). Additionally, western blot analysis demonstrated a significant increase in the levels of thermogenic proteins, including Adrb3, Pgc‐1α, and Ucp1 in the BAT of WT mice after exposure to cold stimulation. In contrast, KO mice did not exhibit a significant induction of these proteins following cold stimulation, and their expression remained lower in KO mice even when kept at RT, compared to WT mice (Figure 2K). Furthermore, the mRNA levels of thermogenic genes (Cidea, Ucp1, Ppargc1a), genes involved in OXPHOS (Aco2 and Ndufb8), as well as the lipolysis genes (Lipe and Mgll), were found to be decreased in the BAT of KO mice. Moreover, the expression of these genes was not stimulated in response to cold exposure in KO mice compared to WT mice (Figure 2L). Collectively, these findings strongly support the conclusion that the reduced expression of thermogenic genes led to impaired thermogenesis in KO mice.

To further substantiate this, we isolated primary brown adipocytes from the BAT of WT and KO mice at 1 day old and cultured them in differentiation medium until maturity. As shown, the brown adipocytes lacking SRSF1 exhibited significantly lower levels of thermogenic‐related proteins (Figure S2C, Supporting Information). Even treatment with Forskolin (FSK,) a cAMP‐PKA activator, failed to restore their expression (Figure S2D, Supporting Information). This points to dysfunction in brown adipocytes as the primary cause of impaired BAT thermogenesis in the KO mice.

### 2.3 SRSF1 Deficiency Impairs β‐Adrenergic Agonist‐Induced Thermogenesis in BAT

CL‐316243, a selective β3‐adrenergic receptor agonist, is commonly used to mimic cold exposure and activate BAT activity.^[^ ^21^ ^]^ To investigate the significant role of SRSF1 in systemic metabolism, we conducted a study employing indirect calorimetry to examine the acute metabolic response of WT and KO mice to adrenergic agonists. Interestingly, there were no differences in oxygen consumption and carbon dioxide production between KO and WT mice without CL‐316243 stimulation, suggesting that the reduced OXPHOS and thermogenic capacity of KO mice did not significantly impact whole‐body metabolism in a resting state (**Figure** **3**A,B). However, the administration of CL‐316243 resulted in a substantial increase in oxygen consumption and carbon dioxide production in WT mice, while having a minimal effect on KO mice (Figure 3A,B). This finding indicated that SRSF1 is essential for the metabolic response to CL‐316243.

**Figure 3:**
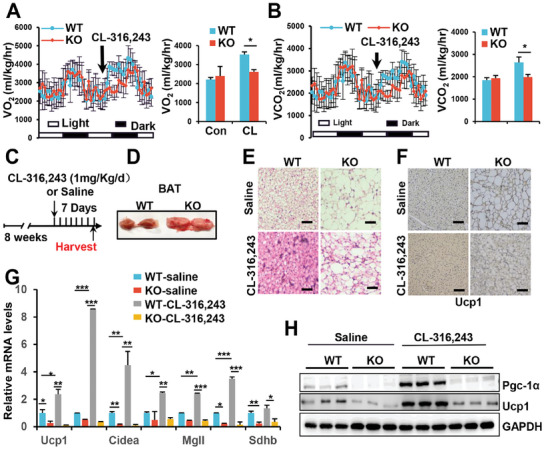
SRSF1 deficiency impairs β3‐adrenergic agonist‐induced thermogenesis of BAT. A,B) O_2_ consumption (A) or CO_2_ production (B) were recorded in WT and KO mice during a 48 h light‐dark cycle, both before and after an injection of CL‐312643 at a dosage of 1 mg kg^−1^. O_2_ consumption or CO_2_ production in WT and KO mice was also measured before and after 1 h of CL‐312643 treatment, and the results are shown on the right. C) A schematic design of the CL‐312643 treatment regimen is presented. Mice were kept on a standard diet for 8 weeks, followed by intraperitoneal injections of either saline or CL‐316243 (1 mg kg^−1^) in both WT and KO mice for 7 consecutive days. The experiments were conducted on the 8th day, after a 7‐day injection period. D) Representative images of BAT in both KO and WT mice were obtained after continuous injection of CL‐316243 for 7 days. E,F). Representative images of HE staining (E) and Ucp1 immunohistochemistry (F) of BAT from mice treated as described in (C). Scale bar: 50 µm (E); 100 µm (F). G) The relative expression of thermogenic genes in BAT was assessed in mice, as detailed in (C) (n = 3), employing the method described in Figure 2L. H) The expression of thermogenic proteins in BAT was evaluated in mice treated as described in (C). ^*^ *p* < 0.05, ^**^ *p* < 0.01, ^***^ *p* < 0.001. Data represent the mean ± SEM.

Research has shown that adrenal hormone stimulation of BAT promotes tissue remodeling by enhancing enhanced mitochondrial biogenesis and Ucp1 expression.^[^ ^22^ ^]^ To investigate whether SRSF1 is essential for BAT remodeling in response to adrenergic stimulation, mice were injected with CL‐316243 or saline (control) for 7 days (Figure 3C). After 7‐days treatment with CL‐316243, BAT from KO mice still exhibited a whitening effect compared to BAT from WT mice (Figure 3D). HE staining indicated a significant reduction in the size of BAT lipid droplets in WT mice, while the BAT of KO mice showed excessive accumulation of lipid droplets (Figure 3E). Immunohistochemical staining further demonstrated a significant increase in Ucp1 expression in WT mice treated with CL‐316243, while this induction was compromised in KO mice (Figure 3F). Moreover, the administration of CL‐316243 in WT mice resulted in a considerable upregulation of genes related to thermogenesis, lipolysis, and OXPHOS in BAT, whereas this response was significantly impaired in the BAT of KO mice (Figure 3G). Western blot analysis provided further support for these findings, revealing a significant increase in the expression of thermogenic proteins in the BAT of WT mice following agonist treatment. However, this induction was markedly compromised in the BAT of KO mice (Figure 3H).

### 2.4 SRSF1 Regulates the Browning of WAT Following Treatment with a β3‐Adrenergic Receptor Agonist

In addition to its role in regulating BAT thermogenesis, the stimulation of β3‐adrenergic receptor agonist can also induce the browning of WAT.^[^ ^2^ ^]^ Therefore, we investigated the potential of CL‐316243 to induce browning of WAT in both WT and KO mice. Our experimental approach involved treating both KO and WT mice with CL‐316243 for 7 days. Interestingly, CL‐316243 treatment resulted in a significant increase in multilocular adipocytes and the characteristic browning in the iWAT and eWAT of WT mice. However, the effect of CL‐316243 on adipocytes in KO mice was significantly reduced (Figure S3A,B, Supporting Information). Furthermore, treatment of with CL‐316243 led to enhanced expression of Ucp1 proteins in both iWAT and eWAT from WT mice, while Ucp1 induction in KO mice was noticeably reduced (Figure S3A,B, Supporting Information). Additionally, the induction of both thermogenic proteins and thermogenic gene expression was significantly impaired in KO mice treated with CL‐316243 (Figure S3C–F, Supporting Information). In conclusion, our results demonstrated that SRSF1 deficiency hindered the induction of beige adipocytes mediated by adrenergic receptor agonists in WAT, highlighting the important role of SRSF1 in regulating the browning process and the thermogenic response of adipocytes in WAT.

### 2.5 Single Nucleus RNA Seq (snRNA‐seq) Unveils Distinctive Cell Types in the BAT of KO Mice

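Nuclei from the interscapular BAT of WT (Srsf1 flox/flox) and KO (Adipoq-Cre; Srsf1 flox/flox) mice were measured by snRNA-seq in droplets, in which each captured RNA molecule carries a unique molecular identifier (UMI). The authors aligned the reads to GRCm38 and deposited raw UMI counts of 32285 genes per barcode, without normalization. There was 1 library per genotype, and the number of mice behind each library is not given in the paper's text. No test, p-value or replicate error could therefore be given, and any difference between WT and KO is also a difference between the 2 libraries. The WT library held 93102814 UMIs in 12846 barcodes, with a minimum of 750 and a median of 3439.5 UMIs per barcode. The KO library held 80090208 UMIs in 11495 barcodes, with a minimum of 500 and a median of 4363 UMIs. The median share of UMIs from mitochondrially encoded genes was 1.10% in WT and 0.0491% in KO. Nuclei were kept with at least 200 genes, with UMIs and genes within 3 median absolute deviations of the library's median on the log scale, and with at most 10% mitochondrial UMIs. The nuclei of both libraries were clustered together by the Leiden method at resolution 0.5 on 30 principal components of 2000 variable genes, and doublets called by Scrublet were kept. Scrublet called 0 doublets in WT and 20.6% of the kept nuclei in KO, so its own threshold separated no nuclei in WT. For each gene, UMIs were summed over the nuclei of a class in each library and scaled to 1000000 UMIs of that class (CPM). Sums carry exact 95% Poisson intervals and shares of nuclei carry exact 95% binomial (Clopper-Pearson) intervals, which cover counting error only. The targeted gene Srsf1 (ENSMUSG00000018379, chromosome 11 of GRCm38 from 88047373 to 88053755) had 5698 UMIs in WT adipocyte nuclei, or 189 CPM, and 960 in KO adipocyte nuclei, or 61.5 CPM. The log2 ratio of KO to WT was -1.62 (-1.72 to -1.52), and it moved most, to -1.79, when ratios were centred on the median ratio of all genes. At least 1 Srsf1 UMI was found in 71.0% of WT and 25.5% of KO adipocyte nuclei, at median depths of 7078 and 5438 UMIs. Thinned to 1000 UMIs per nucleus, with 12 WT and 266 KO nuclei too shallow and left out, the shares were 16.6% and 5.47%. In KO endothelial nuclei, where Adipoq-Cre is not expected to act, the share was 17.4% at a median depth of 2055 UMIs and 7.13% when thinned, with 164 left out. Srsf1 also fell outside adipocytes, with log2 ratios of -0.79 in ASPCs, -1.03 in endothelial, -1.01 in immune and -0.89 in mural nuclei. Both libraries held transcripts of the Y chromosome, with 204 Ddx3y CPM in WT and 119 in KO over all nuclei, and 24 Xist UMIs in WT and 9 in KO.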

To investigate cell population heterogeneity and explore the molecular and pathway characteristics linked to thermogenic function, we conducted snRNA‐seq analysis on BAT samples obtained from 8‐week‐old WT and KO mice. In total, we collected 24341 nuclei, and after quality control we further analyzed data from 19020 single nuclei (**Figure** **4**A). 

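The deposited files held 24341 barcodes, of which 24149 passed the limits on genes, UMIs and mitochondrial UMIs, 12771 from WT and 11378 from KO. The limits behind the paper's set of nuclei are not stated in its text, so shares given here are taken over these nuclei. With fixed limits of 500 to 5000 genes and at most 5% mitochondrial UMIs, 11898 WT and 10379 KO nuclei were kept.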

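At resolution 0.5, the 24149 nuclei fell into 24 clusters. The number was 18 at resolution 0.3 and 33 at resolution 1.0. Clusters were named by lists of marker genes, with a naming rule settled after the clusters had been seen. Many clusters came almost wholly from 1 library. Endothelial nuclei split by library, into clusters of 1583 WT and 9 KO, 1077 WT and 3 KO, and 20 WT and 1151 KO nuclei. The 2 largest immune clusters held 185 WT and 1732 KO and 20 WT and 1220 KO nuclei. The ASPC clusters were more mixed, with 742 WT and 1199 KO nuclei in one and 122 WT and 746 KO in the other. With 1 library per genotype, a cluster made up mostly of 1 library may stand for that library and not for a cell type.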

The initial clustering and marker gene annotation identified 13 major cell populations (Figure S4A, Supporting Information). Based on the representative markers, we classified these clusters into 6 distinct cell types, namely stromal cells (Fgf14, mt‐Nd2; 19.3%), adipocytes (Plin1, Pparg, Cidec; 25.6%), adipose stem and progenitor cells (ASPCs) (Pdgfra, Dcn; 10.0%), mural cells (Trpc3, Myh11; 2.7%), endothelial cells (Esam, Pecam1; 21.4%), and immune cells (Adgre1, Lyz2; 21.0%) (Figure 4B–D).

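Over the 24149 nuclei of both libraries, 25.7% were named adipocytes, 11.6% ASPCs, 19.4% endothelial cells, 19.1% immune cells and 4.08% mural cells. Smaller classes were Schwann cells (0.940%) and skeletal muscle (0.199%). Another 12.7% formed a single cluster rich in mitochondrial transcripts, termed mitochondrial-transcript-rich nuclei here, in which mt-Nd2, a marker the paper gives for stromal cells, was higher than in the 5 classes above. This cluster had a median of 1023 UMIs per nucleus in WT, the lowest of the WT classes. Fgf14 (ENSMUSG00000025551, chromosome 14 of GRCm38 from 123977907 to 124677127) was not restricted to it. The gene had 1343 CPM there in WT, against 2166 in adipocytes, 1473 in ASPCs, 1185 in endothelial cells and 1027 in immune cells of the same library. mt-Nd2 (ENSMUSG00000064345, chromosome M of GRCm38 from 3914 to 4951) had 2507 CPM in the WT nuclei of the cluster. Among the WT classes compared, which left out skeletal muscle, the next level was 1156, in endothelial cells. The gene is, however, also one of those by which the cluster was named. Clusters that held 6.19% of the nuclei were left unnamed, which was 0.235% of the WT and 12.9% of the KO nuclei. One of them held 26 WT and 1065 KO nuclei and was mostly called doublets. The other held 4 WT and 401 KO nuclei, had a median of 751 UMIs and was led by the haemoglobin genes. Clusters made up mostly of called doublets were left unnamed. Since no WT nucleus was called a doublet, this could act only on clusters of mostly KO nuclei.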

**Figure 4:**
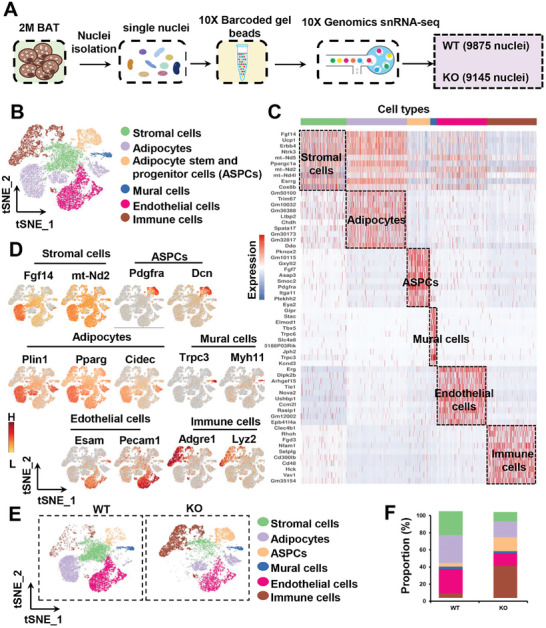
snRNA‐seq uncovers cellular population heterogeneity in BAT between WT and KO mice. A) Overview of the experimental workflow: BAT was isolated from both WT and KO mice, dissociated into single‐nucleus suspensions, followed by snRNA‐seq and subsequent bioinformatic analyses. B) t‐SNE plot illustrates the distribution of various cell types within BAT. C) The heatmap displays the top 10 DEGs within each cell type of BAT, chosen according to the gene‐diff criteria. D) Expression patterns of representative marker genes are depicted for each cell type. The scale bar represents gene expression levels, with deeper red shades indicating higher expression (denoted as H) and lighter colors indicating lower expression (denoted as L). E) Separate t‐SNE plots are generated for the WT and KO datasets to explore potential differences in cellular distribution. F) Comparative analysis reveals the proportion of different cell types between BAT samples from WT and KO mice.

Interestingly, the adipocyte population in KO mice exhibited a notable shift in its clustering distribution on the t‐SNE plot, indicating distinct molecular and functional features of these adipocytes (Figure 4E). 

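The 3 adipocyte clusters held 287 WT and 2 KO nuclei, 3453 WT and 2 KO nuclei, and 11 WT and 2454 KO nuclei. Among genes with at least 20 UMIs in adipocyte nuclei of each library, the 5 smallest ratios of KO to WT were those of Fgf14, Gmpr, Lncbate10, Nr4a3 and Gm34408. Their log2 ratios were -8.62, -7.12, -6.18, -6.07 and -6.06. Fgf14 fell outside adipocytes as well, with ratios of -9.53 (-10.98 to -8.41) in endothelial and -10.14 (-10.89 to -9.47) in immune nuclei, from 18665 to 6 and from 6605 to 18 UMIs. Of genes below 20 UMIs in KO adipocyte nuclei, Kcnd2 went from 4895 to 11 UMIs, Mfsd2a from 4207 to 11, Gm26512 from 3357 to 10 and Ntm from 1445 to 5. Of genes below 20 UMIs in WT adipocyte nuclei, Gm38575 had 0 UMIs in WT and 1010 in KO, which set against 3 counts in WT is at least 649-fold higher. Gm47343 had 0 in WT and 350 in KO, at least 225-fold higher. Hsh2d had 1 and 657 UMIs (log2 ratio 10.31, 7.82 to 15.61), and Gm12022 had 1 and 421 (9.66, 7.18 to 14.97). Set against 3 counts in WT as well, Hsh2d was 422-fold and Gm12022 270-fold higher.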

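Adipocytes made up 29.4% of WT nuclei (3751 of 12771, 95% interval 28.6 to 30.2) and 21.6% of KO nuclei (2458 of 11378, 20.8 to 22.4). The log2 ratio of the KO to the WT share was -0.44, and it moved most, to -0.81, with no filter on nuclei. Endothelial cells went from 26.0% (3325 nuclei, 25.3 to 26.8) to 12.0% (1370 nuclei, 11.4 to 12.7), a log2 ratio of -1.11. The mitochondrial-transcript-rich nuclei went from 23.9% (3048 nuclei, 23.1 to 24.6) to 0.0703% (8 nuclei, 0.0304 to 0.138). With mitochondrial genes kept out of the variable genes, these shares were 25.2% and 0.141%, a log2 ratio of -7.48. With each library clustered on its own, no cluster of either library was named so, and 19.6% of WT nuclei were unnamed, against 0.235% with both libraries together. Median UMIs per nucleus in this class were 1023 in WT and 558 in KO. Shares of 1 library add up to 100%, so a rise in one class lowers the shares of the others.

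**Figure D1:**
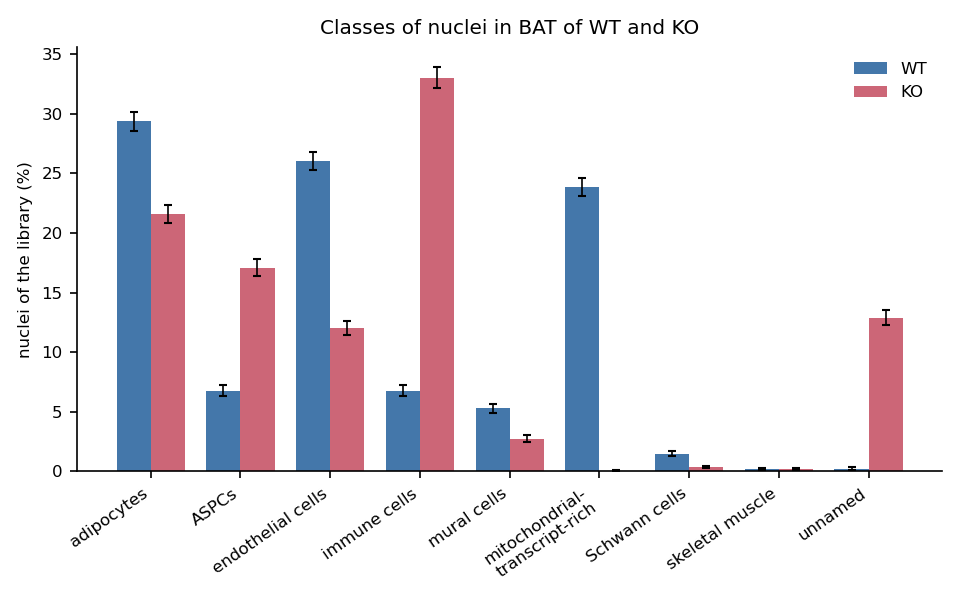
Share of the nuclei of each library in each class (y axis, percent), with WT in blue and KO in red. Bars with whiskers show exact 95% binomial intervals for counting error, with 1 library per genotype. Immune cells hold 33.0% of KO nuclei, and unnamed clusters hold 12.9% of KO and 0.235% of WT nuclei. No WT nucleus was called a doublet, so only clusters of mostly KO nuclei could be left unnamed for called doublets.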

Analysis of WT and KO cell proportion in each cluster showed a decrease in the frequencies of stromal cells, adipocytes, and endothelial cells in the BAT of KO mice. 

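ASPCs made up 6.77% of WT nuclei (864 nuclei, 6.34 to 7.21) and 17.1% of KO nuclei (1945 nuclei, 16.4 to 17.8), a log2 ratio of 1.34. The ratio stayed positive under the alternatives tried, from 1.11 with each library clustered on its own to 2.72 with no filter on nuclei. Immune cells rose from 864 nuclei in WT to 3759 in KO, where their share had an interval of 32.2 to 33.9%, a log2 ratio of 2.29. This ratio was lowest, 1.77, with each library clustered on its own. Of the KO nuclei left unnamed, the cluster of called doublets was closest in its markers to immune cells and the cluster with few UMIs was closest to ASPCs. Leaving the cluster of called doublets unnamed makes the KO share of immune cells lower than naming it so would.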

The KO mice exhibited a dramatic increase in the presence of ASPCs and immune cells. No significant differences were observed in the proportion of mural cells in the KO mice (Figure 4F).

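Mural cells made up 5.28% of WT nuclei (674 nuclei, 4.90 to 5.68) and 2.74% of KO nuclei (312 nuclei, 2.45 to 3.06). The log2 ratio of the shares was -0.94, and it was between -1.68 with a mitochondrial limit of 20% and -0.65 with fixed limits on genes. The 95% intervals of the shares did not overlap, but they leave out the variation between mice, which 1 library per genotype cannot give.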

Examination of the top 20 differentially expressed genes (DEGs) revealed extensive downregulation of genes involved in thermogenesis (Ucp1, Cidea, Dio2, Ppargc1a, and Elovl6) in KO mice compared to WT mice (Figure S4B, Supporting Information). In contrast, inflammation‐related genes such as Alcam, Dock2 and Adgre1 were upregulated in KO mice (Figure S4B, Supporting Information). 

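Over all kept nuclei, Ucp1 (ENSMUSG00000031710, chromosome 8 of GRCm38 from 83290352 to 83298452) had 115704 UMIs in WT and 2262 in KO, or 1457 and 30.9 CPM. Its log2 ratio of KO to WT was -5.56 (-5.62 to -5.50), and it moved most, to -5.82, with fixed limits on genes and mitochondrial UMIs. Dio2 (ENSMUSG00000007682, chromosome 12 from 90724552 to 90738438) fell furthest of the genes named here, from 453 to 0.820 CPM, a log2 ratio of -9.11 (-9.50 to -8.75). The log2 ratio was -4.95 for Cidea, -4.16 for Ppargc1a and -3.03 for Elovl6. Over all nuclei, the median log2 ratio of 18258 genes was 0.12. Values over all nuclei combine the share of each class with the level within it, and these 5 transcripts fell in adipocyte, ASPC, endothelial, immune and mural nuclei alike. The log2 ratio of Ucp1 was -6.26 in ASPCs, -5.42 in endothelial, -6.53 in immune and -5.16 in mural nuclei. In WT, ASPC nuclei had 1148 and endothelial nuclei 1229 Ucp1 CPM, although these types should lack the transcript.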

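Alcam (ENSMUSG00000022636, chromosome 16 of GRCm38 from 52248996 to 52454074) rose from 84.1 to 1044 CPM over all nuclei, a log2 ratio of 3.63 (3.60 to 3.67). Dock2 (ENSMUSG00000020143, chromosome 11 from 34226815 to 34783892) rose from 112 to 847 (2.91, 2.88 to 2.95), and Adgre1 (ENSMUSG00000004730, chromosome 17 from 57358691 to 57483527) from 50.3 to 361 (2.84, 2.80 to 2.89). Immune nuclei were a larger share of KO than of WT. With WT levels in every class and the KO shares of UMIs by class, the log2 ratio over all nuclei would be 1.61 for Alcam, 1.81 for Dock2 and 1.88 for Adgre1. Unnamed nuclei counted as a class in this, with 19001312 KO UMIs set at the levels of only 30 WT nuclei. Within immune nuclei, the log2 ratios were 1.85, 1.30 and 1.20. Alcam also rose within adipocyte nuclei, from 23.3 to 621 CPM.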

We annotated the DEGs identified in the comparison between WT and KO mice using the KEGG pathway analysis. This analysis revealed that the upregulated pathways were primarily associated with the inflammatory response, whereas the predominantly downregulated pathways were related to thermogenesis and OXPHOS (Figure S4C, Supporting Information). 

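The KEGG gene sets were not used here, and single genes of each group were compared over all nuclei instead. Of the OXPHOS genes, Cox5b had a log2 ratio of KO to WT of -2.65, Atp5a1 of -1.88, Ndufb8 of -2.32 and Sdha of -1.31 over all nuclei. Of genes expressed in immune cells, Ptprc had a log2 ratio of 2.74, Mrc1 of 2.08 and Itgam of 2.65. Tnf had 47 UMIs in WT and 238 in KO.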

Overall, these findings highlight the significant impact of SRSF1 on the cellular landscape and molecular pathways associated with BAT function.

### 2.6 A Distinctive Subcluster of Brown Adipocyte, Designated as BA‐3, Demonstrates Metabolic Dysfunction in the BAT of KO Mice

To analyze the population of adipocytes and adipocyte stem/progenitor cells, we conducted unsupervised clustering in both WT and KO mice. As a result, we identified a total of nine unique subclusters, labeled as C1 to C9 (**Figure** **5**A). 

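Nuclei of the adipocyte and ASPC clusters were clustered again at resolution 0.5 and gave 10 subclusters. Of the genes whose values are reported, 111 were kept out of the variable genes. Markers entered only for naming, among them Lep, Slc7a10, Dpp4, Cd55, Fmo2, Gdf10, Col4a1, Icam1 and Cyp1b1, were not kept out. These markers could therefore shape the subclusters as well as name them. Subclusters were named from markers by a rule settled after they had been seen, and those with fewer than 3 markers were left unnamed. The brown-like subcluster held 3437 WT and 2 KO nuclei and a white-like subcluster held 299 WT and 3 KO nuclei. On the KO side, a further white-like subcluster held 11 WT and 696 KO nuclei. Unnamed subclusters held 7 WT and 1352 KO nuclei, 6 WT and 306 KO nuclei, and 0 WT and 140 KO nuclei. The first 2 of these were closest to white adipocytes, and the last to brown adipocytes. The largest KO share of a subcluster was 100%, and at least 99.2% under each of the alternatives tried. As with the clusters, a subcluster of 1 library may stand for the library. The subcluster of 6 WT and 306 KO nuclei had a median of 722 UMIs, and 60.3% of its nuclei were called doublets.

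**Figure D2:**
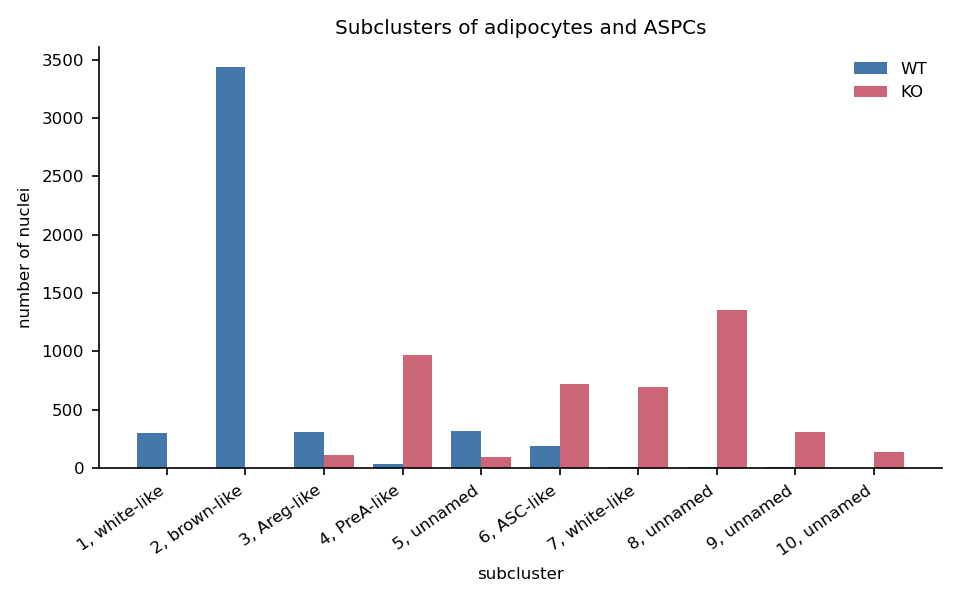
Number of WT nuclei (blue) and KO nuclei (red) in each of the 10 subclusters of adipocytes and ASPCs (y axis, nuclei). Subclusters 1 and 2 hold adipocyte nuclei almost only of WT, and subclusters 4 and 7 to 10 hold nuclei almost only of KO.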

When the t‐SNE plot was segregated, a significant difference in the distribution of brown adipocytes (C1‐C3) was observed (Figure 5B). This disparity indicates a potential alteration in the function of brown adipocytes in KO mice compared to WT mice. As illustrated in Figure 5C, subclusters (C1, C2, C3) characterized by the marker Plin1 were identified as mature brown adipocytes. C1 and C2, which displayed relatively higher expression of Ppargc1a, Ucp1, and Dio2, were predominantly observed in WT mice and designated as brown adipocytes‐1 and brown adipocytes‐2 (BA‐1 and BA‐2) (Figure 5B,C). Conversely, C3 was exclusively present in KO mice and exhibited a unique gene expression pattern, with notable upregulation of stress‐induced genes such as Trib3, Marc1, and Mreg (Figure 5B,C). Therefore, this cluster was labeled as BA‐3. 

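Ppargc1a (ENSMUSG00000029167, chromosome 5 of GRCm38 from 51454250 to 51567726) had 5815 CPM in the WT brown-like subcluster, 2199 in the WT white-like subcluster and 781 in the unnamed subcluster that held most KO adipocytes. Ucp1 had 1971, 760.2 and 99.2 CPM in the same subclusters, and Dio2 had 630.4, 259 and 2.47. Ppargc1a is among the markers that name a brown-like subcluster. Its high level there, and the lack of that name for KO nuclei low in it, may follow in part from the naming. Ppargc1a, Ucp1 and Dio2 were not restricted to adipocytes. The Areg-like subcluster of precursors, which held mostly WT nuclei, had 2193 Ppargc1a, 974 Ucp1 and 268 Dio2 CPM.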

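Among the subclusters of KO nuclei, the unnamed one with 1352 KO nuclei had 75.4 Trib3, 111 Marc1 and 149.8 Mreg CPM. The white-like KO subcluster had 59.4, 208 and 57.6, so Marc1 was higher and Trib3 and Mreg were lower there. The WT brown-like subcluster had 1.19, 5.04 and 2.15. At least 1 UMI of Trib3 (ENSMUSG00000032715, chromosome 2 of GRCm38 from 152337422 to 152344032) was found in 1.01% of WT and 26.9% of KO adipocyte nuclei, at median depths of 7078 and 5438 UMIs. For Marc1 (ENSMUSG00000026621, chromosome 1 from 184786767 to 184811313) these shares were 4.83% and 40.6%, and for Mreg (ENSMUSG00000039395, chromosome 1 from 72159442 to 72212307) 1.44% and 28.4%. In KO endothelial nuclei, at a median depth of 2055 UMIs, the shares were 4.23% for Trib3, 4.53% for Marc1 and 3.50% for Mreg. Thinned to 1000 UMIs per nucleus, with 12 WT and 266 KO adipocyte nuclei left out, Trib3 was found in 0.107% of WT and 6.80% of KO adipocyte nuclei, Marc1 in 0.856% and 13.5%, and Mreg in 0.187% and 8.94%. KO endothelial nuclei, thinned in the same way with 164 left out, had 1.16% for Trib3 and 0.912% for both Marc1 and Mreg.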

C5, displaying elevated expression of Lep and Slc7a10, well‐known markers for white adipocytes, were identified as white adipocytes (WA). 

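Lep (ENSMUSG00000059201, chromosome 6 of GRCm38 from 29060220 to 29073877) had 89.4 CPM in the white-like subcluster of WT nuclei, 135 in that of KO nuclei and 6.64 in the brown-like subcluster. Slc7a10 (ENSMUSG00000030495, chromosome 7 from 35186385 to 35201114) had 468, 359.7 and 8.71. Lep and Slc7a10 are among the markers used for naming. White-like nuclei thus formed a subcluster in each library. In the unnamed subcluster of 1352 KO nuclei, Lep had 29.1 and Slc7a10 17.4 CPM.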

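Dpp4 (ENSMUSG00000035000, chromosome 2 of GRCm38 from 62330073 to 62412231) had 1173 CPM in the ASC-like subcluster and between 1.82 and 95.3 in the other subclusters. Cd55 (ENSMUSG00000026399, chromosome 1 from 130439027 to 130462744) had 508 there and at most 72.3 elsewhere. Both are among the markers that named this subcluster, so a high level in it follows in part from the naming.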

Adipose stem cell markers, Dpp4 and Cd55, were exclusively expressed in C7. 

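Fmo2 (ENSMUSG00000040170, chromosome 1 of GRCm38 from 162874317 to 162898726) had 164 CPM in the Areg-like subcluster, against 40.5 in the next highest subcluster. Gdf10 (ENSMUSG00000021943, chromosome 14 from 33923587 to 33937983) had 28.5 there, from 76 UMIs, and 4.59 in the ASC-like subcluster. These genes also served to name the subcluster.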

C8, characterized by high levels of Fmo2 and Gdf10, was annotated as the adipogenesis regulator (Areg) cluster. Finally, C4, C6, and C9, characterized by dominant expression of Col4a1, Icam1, or Cyp1b1, were identified as preadipocytes (PreA) clusters. 

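A single PreA-like subcluster was found, named in part by the markers below. Col4a1 (ENSMUSG00000031502, chromosome 8 of GRCm38 from 11198423 to 11312826) had 1235 CPM in it and 593 in the next highest subcluster. Cyp1b1 (ENSMUSG00000024087, chromosome 17 from 79701537 to 79715061) had 83.0, against 31.5 in the Areg-like subcluster. Icam1 (ENSMUSG00000037405, chromosome 9 from 21015985 to 21028817) was low throughout. It had 18.7 CPM in the PreA-like subcluster, and 21.6, from 7 UMIs, in the subcluster of shallow KO nuclei.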

(Figure 5A,B). Additionally, the KO mice showed a reduction in the number of brown adipocytes, accompanied by an increase in the number of WA, ASCs, Pre‐A, and Areg cells (Figure 5D).

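Almost no KO nucleus lay in the brown-like subcluster. KO nuclei closest to adipocytes by their markers lay in a white-like subcluster and in unnamed subclusters instead. ASC-like nuclei numbered 193 in WT and 724 in KO, and PreA-like nuclei 33 and 967. Areg-like nuclei numbered 309 in WT and 115 in KO, and a further unnamed subcluster closest to Areg held 320 WT and 98 KO nuclei. These are counts of nuclei from 1 library per genotype. WT ASPC nuclei numbered 864 with the filter and 319 without it, so the Areg-like count may depend on which WT nuclei are called ASPCs.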

**Figure 5:**
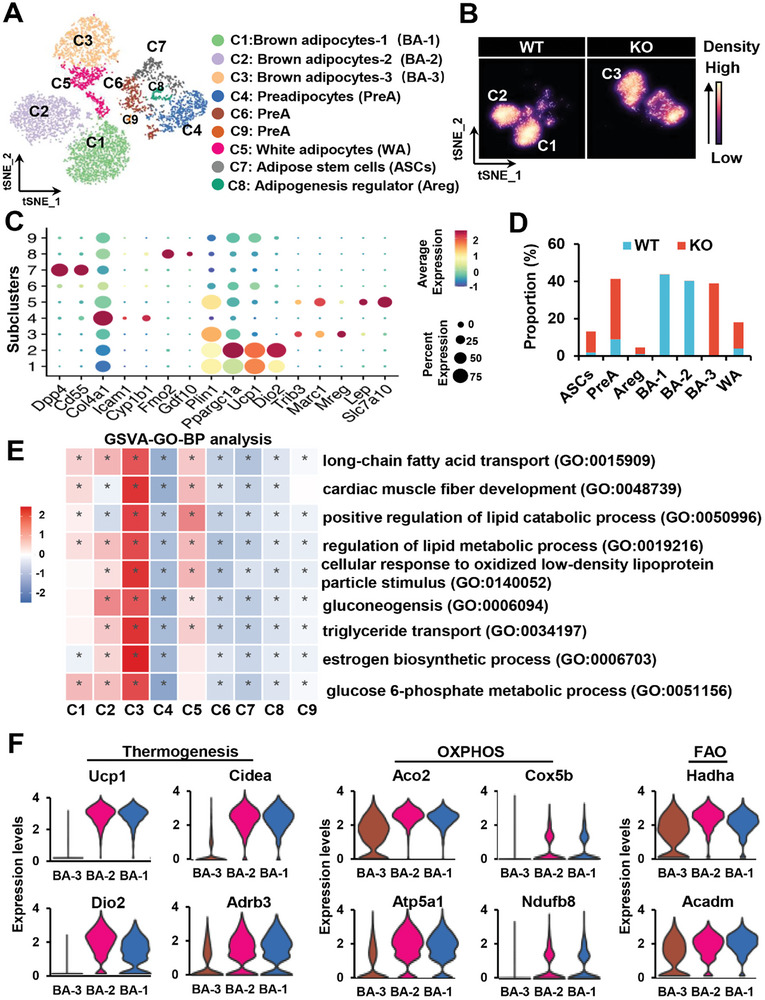
Identification of a distinct subpopulation of brown adipocytes with impaired metabolism in SRSF1‐deficient BAT. A) t‐SNE analysis reveals the existence of nine distinct subclusters of adipocytes. B) The density plot demonstrates differences in the distribution subclusters between WT and KO samples. C) The dot plot displays the expression levels of selected marker genes for each subcluster, with dot size indicating the percentage of cells expressing a specific gene and color intensity representing the average expression level. D) A stacked bar plot provides a visual representation of the proportion of cells from WT or KO samples within each adipocyte subcluster. E) GSVA‐GO analysis of biological processes highlights the functional characteristics and distinctions of BA‐3 in comparison to other adipocyte subtypes. F) Violin plots depict the expression levels of genes related to thermogenesis, OXPHOS, and FAO among BA‐1, BA‐2, and BA‐3.

Gene Ontology enrichment analysis (GO) using gene set variation analysis (GSVA) revealed that BA‐3 primarily participated in the transport of TGs and fatty acids, as well as in the cellular responses to oxidative stress and inflammation (Figure 5E). Notably, a substantial reduction in the expression of genes associated with thermogenesis (Ucp1, Cidea, Dio2, Adrb3), OXPHOS (Aco2, Cox5b, Atp5a1, Ndufb8), and fatty acid oxidation (FAO) (Hadha, Acadm) was observed in BA‐3 compared with the BA‐1 and BA‐2 (Figure 5F). In contrast, BA‐1 primarily engaged in amino acid and acetyl‐CoA metabolism, along with hormone response (Figure S5A, Supporting Information). 

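Since brown adipocytes of KO and WT did not share a subcluster, all adipocyte nuclei of KO were compared with all adipocyte nuclei of WT. The median log2 ratio of the 14366 genes with at least 50 UMIs was 0.17. Ucp1 had 55625 UMIs in WT and 897 in KO adipocyte nuclei, or 1849.6 and 57.5 CPM, a log2 ratio of -5.01 (-5.10 to -4.91). The ratio moved most, to -4.44, when the level in endothelial nuclei of the same library was subtracted as an estimate of free RNA. The WT mitochondrial-transcript-rich nuclei held 1877 CPM, so no level would be left in WT adipocytes with that class in place of the endothelial nuclei. Cidea (ENSMUSG00000024526, chromosome 18 of GRCm38 from 67343604 to 67367785) had a log2 ratio of -4.21 (-4.31 to -4.11), Dio2 of -9.00 (-9.76 to -8.34, from 18 KO UMIs) while Adrb3 (ENSMUSG00000031489, chromosome 8 from 27225776 to 27250616) went from 346 to 122 CPM. The OXPHOS genes Cox5b, Atp5a1 and Ndufb8 had log2 ratios of -2.58, -1.68 and -2.16, and with the subtraction Atp5a1 stayed below 0 while Cox5b and Ndufb8 had no level left in at least 1 library. The FAO genes Hadha and Acadm had ratios of -1.14 and -0.94, and Acadm reversed to 0.28 with the endothelial level subtracted. For OXPHOS and FAO genes, that level may also hold transcripts of the endothelial cells themselves, so the subtraction can remove more than free RNA. Over the 12 genes named here of these groups, with Hadhb, Cpt1b and Ppara included, the median was -1.64, and with the endothelial level subtracted it was -0.69 over the 10 genes left. The same genes fell in endothelial nuclei, where the log2 ratio was -2.73 for Adrb3, -1.48 for Hadha and -2.06 for Acadm, each lower than in adipocytes. For Cox5b and Ndufb8 it was -2.21 and -2.10, less far below 0 than in adipocytes.

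**Figure D3:**
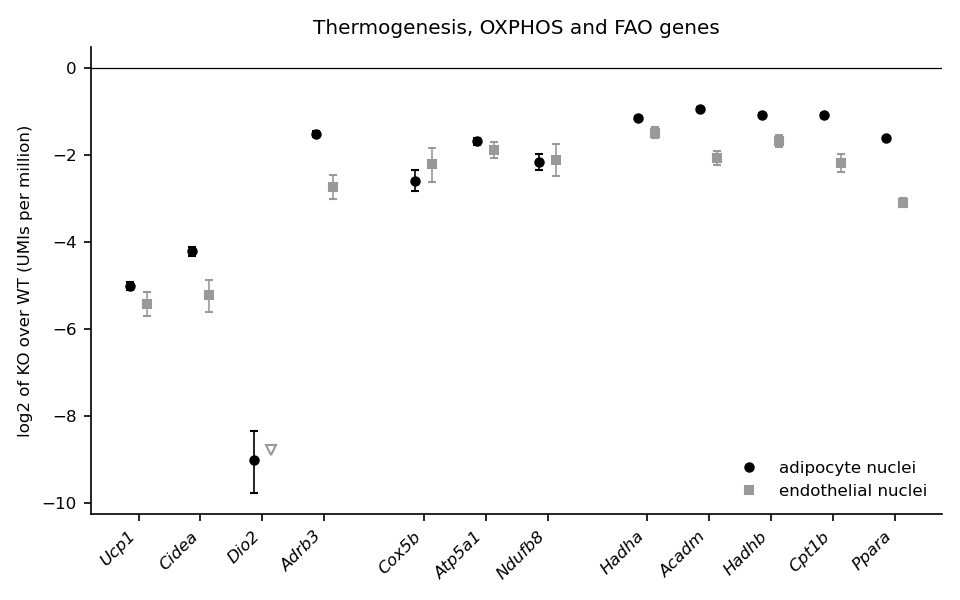
Log2 ratio of KO to WT CPM (y axis) of genes of thermogenesis, OXPHOS and FAO in adipocyte nuclei (circles) and endothelial nuclei (squares), with 95% intervals for counting error from 1 library per genotype. The open triangle for Dio2 is a value computed with 3 counts in KO, since KO endothelial nuclei held 0 UMIs. All values lie below 0 as counted, and Acadm lies above 0 in adipocytes when the endothelial level is subtracted.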

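At resolution 0.5, WT brown-like nuclei formed 1 subcluster, and at resolution 1.0 they formed 2, with 1763 nuclei in the first and 1589 in the second. The genes compared below were kept out of the variable genes, so they did not define the split. Acly (ENSMUSG00000020917, chromosome 11 of GRCm38 from 100476353 to 100528000) had 533 and 193 CPM in the first and the second, a log2 ratio of the second to the first of -1.46 (-1.53 to -1.40). Fasn (ENSMUSG00000025153, chromosome 11 from 120805846 to 120824547) had 362 and 198, a log2 ratio of -0.87, and Acaca (ENSMUSG00000020532, chromosome 11 from 84129672 to 84401651) had 4196 and 1988, a log2 ratio of -1.08. Between KO and WT adipocyte nuclei, the log2 ratio was -0.05 for Acly, 0.03 (-0.02 to 0.08) for Fasn and 0.72 for Acaca. The signs of Acly and Fasn changed with the setting. Centred on the median ratio, that of Fasn was -0.14, and with the endothelial level subtracted the ratios were 0.58 for Acly, 1.86 for Fasn and 1.48 for Acaca.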

BA‐1 exhibited predominant expression of genes related to lipogenesis (Acly, Fasn, Acaca), indicating its primary role in lipid synthesis and energy storage within BAT (Figure S5B, Supporting Information). BA‐2 was mainly associated with FAO (Figure S5A, Supporting Information). BA‐2 displayed significantly higher expression of genes linked to thermogenesis (Dio2) and FAO (Hadha, Hadhb, Cpt1b, Ppara) compared to BA‐1 (Figure S5C,D, Supporting Information). These findings strongly suggest that BA‐2 plays a pivotal role in adipocyte thermogenesis.

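Between the pair of WT brown-like subclusters, Dio2 had 479 and 817 CPM in the first and the second, a log2 ratio of the second to the first of 0.77 (0.73 to 0.81). The ratio was 0.35 for Hadha, 0.62 for Hadhb, 0.38 for Cpt1b and 1.03 for Ppara. Ppargc1a rose from 3193 to 9097, a log2 ratio of 1.51. Ucp1 differed little, with 1926 and 2047 CPM and a log2 ratio of 0.09, and Acadm was lower in the second, with a ratio of -0.13. Both subclusters came from the same library, so the split is one between nuclei and not between libraries.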

The results indicate that the deficiency of SRSF1 contributes to alternations in cell type composition within BAT, transitioning from functional brown adipocytes in WT mice to impaired brown adipocytes and white adipocytes in KO mice.

### 2.7 Pseudotime Analysis Reveals Distinct Differentiation Trajectories and Mitochondrial Dysfunction in brown Adipocytes Following SRSF1 Deficiency

Next, we wanted to utilize pseudotime analysis to reconstruct the trajectories of brown adipocytes and evaluate the cellular dysfunction arising from SRSF1 deletion. To ensure accurate trajectory analysis of brown cell differentiation, our approach involves excluding the white adipose cell population.

Monocle2 organized ASCs (C7), PreA (C4, C6, and C9), Areg (C8), BA‐1 (C1), BA‐2 (C2), and BA‐3 (C3) along a shared trajectory that bifurcated into two distinct branches (**Figure** **6**A). ASCs and PreA cells were primarily located at the early part of the pre‐branch (Pre‐b), while BA‐1 and BA‐2 cells resided at or near the terminus of the primary branch b1. Likewise, BA‐3 cells occupied at or near the terminus of the main branch b2 (Figure 6A,B). Furthermore, all cells were categorized into three states. 

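Monocle2 was not run here, and the make-up of the subclusters by library is given in place of states. Precursor subclusters held nuclei of both libraries in unequal numbers, with KO making up 79.0% of the ASC-like, 96.7% of the PreA-like and 27.1% of the Areg-like nuclei. KO made up 0.0582% of the brown-like subcluster and 99.5% of the largest KO subcluster.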

State 1 consisted of cells from both WT and KO mice, whereas state 2 and state 3 were predominately occupied by cells from WT and KO mice, respectively (Figure 6C). This observation suggests that brown adipocytes in WT and KO mice display distinct molecular characteristics and functional properties within the analyzed trajectory.

**Figure 6:**
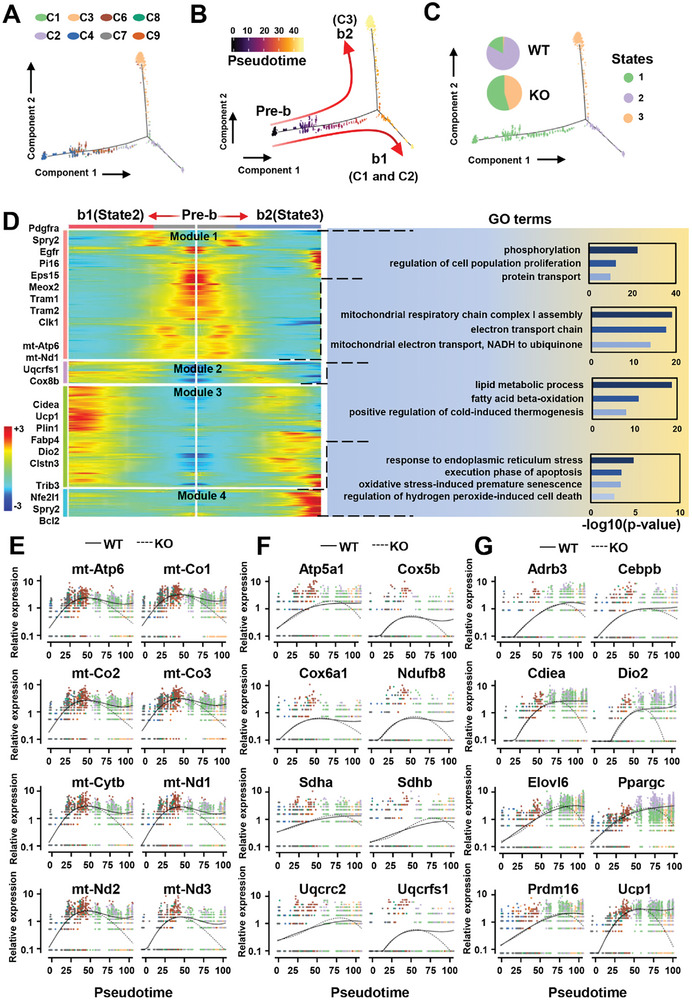
Pseudotime analysis reveals abnormal differentiation pathways and mitochondria dysfunction within BAT of KO mice. A) The pseudotime trajectory map displays the identities of the subclusters. B) Pseudotime progression is represented from black to light yellow. C) The map illustrates the relationship of all subclusters to the three developmental stages (states) based on gene expression. The composition of each state in WT and KO samples is shown in a pie chart, with each section divided equally according to the pseudotime of the cells. D) A heatmap arranges all genes with dynamic expression patterns along pseudotime (left). Significantly enriched GO terms for each module are presented on the right. E–G). Scatterplot graphs depict the expression dynamics of the selected genes along pseudotime, providing a detailed view at the resolution of individual cells. Expression levels of genes related to mitochondrial DNA replication (E), OXPHOS (F), and thermogenesis (G) are plotted against pseudotime. Solid lines represent the b1 branch (WT), while dashed lines represented the b2 branch (KO).

Upon close examination of the trajectory, we identified genes that exhibited significant differential expression over pseudotime. These genes were then categorized into four modules based on their temporal expression patterns, as depicted in the heatmap in Figure 6D. Specifically, genes in Module 1 (e.g., Clk1, Pi16, Tram1) displayed high expression levels at the initial Pre‐b stage, with their expression gradually decreasing along pseudotime. These genes were found to be enriched in terms related to phosphorylation, cellular proliferation, and protein transport, indicating their role in precursor adipocytes. 

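Pseudotime was not refitted, and levels in ASPC nuclei, at its start, were set against those in adipocyte nuclei, at its end. In KO, Pi16 (ENSMUSG00000024011, chromosome 17 of GRCm38 from 29317680 to 29330593) had 196 CPM in ASPCs and 8.52 in adipocytes, and in WT 49.9 and 1.93. Pi16 is among the markers that name ASPCs, so its higher level there follows in part from the naming. Tram1 (ENSMUSG00000025935, chromosome 1 from 13564698 to 13589910) had 66.1 in ASPCs and 17.4 in adipocytes of KO, and 26.1 and 9.51 in WT. Clk1 (ENSMUSG00000026034, chromosome 1 from 58410189 to 58424066) was not lower in adipocytes, with 255 CPM in ASPCs and 259.6 in adipocytes of KO, and 283 and 327 in WT.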

Interestingly, both WT and KO mice exhibited similar gene expression patterns, suggesting no significant differences in the characteristics of these precursor adipocytes (Figure 6D).

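Within ASPC nuclei, the log2 ratio of KO to WT was 1.97 (1.84 to 2.10) for Pi16, 1.34 for Tram1, 1.54 for Tram2, 1.56 for Pdgfra and 1.73 for Spry2. It was 0.33 for Eps15, -0.15 for Clk1 and 0.20 for Meox2. The signs of Clk1 and Meox2 were not stable. With no filter on nuclei, their ratios were 0.11 and -0.40, and the ratios were 0.12 for Pi16, 0.53 for Tram1, 0.48 for Tram2, 0.11 for Pdgfra and 0.89 for Spry2. WT ASPC nuclei numbered 864 with the filter and 319 without it, so these ratios depend on which WT nuclei are called ASPCs. Pi16 and Pdgfra are also among the markers that name ASPCs. WT ASPC nuclei held more adipocyte RNA than KO ASPC nuclei, with 1619 and 500.4 Fabp4 CPM, and this lowers the share left for other transcripts in WT.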

Module 2, in contrast, exhibited a significant enrichment of genes associated with mitochondrial functions, including mt‐Atp6, mt‐Nd1, Uqcrfs1, and Cox8b. 

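In WT, mt-Atp6 (ENSMUSG00000064357, chromosome M of GRCm38 from 7927 to 8607) had 759 CPM in ASPCs and 927 in adipocytes, and mt-Nd1 (ENSMUSG00000064341, chromosome M from 2751 to 3707) had 486 and 611. Uqcrfs1 (ENSMUSG00000038462, chromosome 13 from 30540308 to 30545362) had 52.8 and 75.3, and Cox8b (ENSMUSG00000025488, chromosome 7 from 140898945 to 140900446) had 71.0 and 112. mt-Atp6 was higher still in WT endothelial nuclei, with 1300.0 CPM. Nuclei hold no mitochondrial genome, so the mitochondrially encoded transcripts came from outside the nucleus.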

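In KO, the levels in ASPCs and adipocytes were 72.6 and 106 CPM for mt-Atp6 and 29.6 and 41.3 for mt-Nd1. They were 5.61 and 15.2 for Uqcrfs1 and 4.82 and 13.9 for Cox8b. Between adipocyte nuclei of KO and WT, the log2 ratio was -3.12 for mt-Atp6, -3.89 for mt-Nd1, -2.30 for Uqcrfs1 and -3.01 for Cox8b. In ASPC nuclei, the log2 ratios were -3.39, -4.04, -3.23 and -3.88, each lower than in adipocytes. The adipocyte markers stood in ASPC nuclei at a median of 64.4% of their adipocyte level in WT and 22.1% in KO, and free RNA was not separated from that of the precursors themselves.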

The expression of these genes displayed a gradual increase along the b1 branch, without notable accumulation at the end of the b2 branch (Figure 6D–F). This observation strongly indicated impaired mitochondrial function in cells from KO. Module 3 focused on thermogenic genes such as Ucp1, Ppargc1a and Dio2, which are typically highly expressed in mature brown adipocytes. 

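In WT, the level of Ppargc1a rose from 3269 CPM in ASPCs to 5455 in adipocytes, that of Dio2 from 385 to 592, that of Elovl6 from 906 to 1442 and that of Prdm16 from 497 to 732. Each gene was thus also abundant in WT ASPC nuclei, at over 50% of its level in adipocytes.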

The expression of these genes progressively increased as pseudotime advanced, reaching peak levels during the late maturation stage in cells situated at the end of the b1 branch. Conversely, cells at the end of the b2 branch exhibited decreased expression of thermogenesis‐related genes in Module 3, providing clear evidence of impaired BAT function in KO mice (Figure 6D,G). 

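Between adipocyte nuclei of KO and WT, the log2 ratio was -3.45 (-3.49 to -3.42) for Ppargc1a, -2.51 (-2.56 to -2.46) for Elovl6, -1.53 for Prdm16 and -1.30 for Cebpb. Of other genes of Module 3, Clstn3 (ENSMUSG00000008153, chromosome 6 of GRCm38 from 124430759 to 124464794) had a ratio of -2.75 and Fabp4 (ENSMUSG00000062515, chromosome 3 from 10204088 to 10208576) of -0.25. KO adipocyte nuclei held 497 Ppargc1a CPM and KO ASPC nuclei 115, so an increase of Ppargc1a from ASPCs to adipocytes was present in KO too. Dio2 did not rise in KO, with 1.19 CPM in ASPCs and 1.15 in adipocytes, from only 15 and 18 UMIs.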

Module 4 was predominantly localized in cells at the terminus of the b2 branch. 

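Genes shown for Module 4 were higher in KO than in WT adipocyte nuclei. Bcl2 (ENSMUSG00000057329, chromosome 1 of GRCm38 from 106538178 to 106714274) had 15.5 CPM in WT and 223 in KO, a log2 ratio of 3.84 (3.70 to 3.99). The ratio was 1.17 for Nfe2l1 (ENSMUSG00000038615, chromosome 11 from 96817414 to 96829968) and 1.33 (1.03 to 1.63) for Spry2 (ENSMUSG00000022114, chromosome 14 from 105891947 to 105896819).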

Functional characterization of Module 4 through GO analysis indicated its participation in pathways related to oxidative stress response and apoptosis (Figure 6D). These findings strongly suggested a significant stress response in cells from KO mice.

### 2.8 SRSF1 Deletion Compromises Mitochondrial Integrity and Triggers an Excessive mtROS Production

Pseudotime analysis revealed mitochondrial dysfunction in brown adipocytes of KO mice. The results of GO analysis for BA‐1, BA‐ 2, and BA‐3 further emphasized the pronounced mitochondrial dysfunction in cells from BA‐3 compared to BA‐1 and BA‐2 (Figure S6, Supporting Information). 

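The GO terms were not refitted, and a list of 85 nuclear genes of OXPHOS was taken by symbol. Of the 80 with at least 50 UMIs in adipocyte nuclei, 79 were lower in KO than in WT, and the median log2 ratio was -1.53. Of 10000 random lists of genes with similar expression, the middle 95% had medians from 0.00 to 0.42, and none was lower than that of the OXPHOS genes. The percentile describes these 2 libraries and is no test. With the level in endothelial nuclei of the same library subtracted, 40 genes had a level left in both libraries, and their median was -1.13 as counted and reversed to 0.38, with 23 of them above 0. Of the other 40, with a median of -1.82 as counted, 22 had no level left in either library, 15 had one in KO alone and 3 in WT alone. The endothelial level may hold OXPHOS transcripts of the endothelial cells themselves, so the subtraction can remove more than free RNA. The change of sign therefore cannot decide whether these genes fell within adipocytes. Among single genes, Sdhb (ENSMUSG00000009863, chromosome 4 of GRCm38 from 140961203 to 140979193) had a log2 ratio of -0.60 as counted and 0.81 after the subtraction, and Uqcrc2 (ENSMUSG00000030884, chromosome 7 from 120635176 to 120659524) had -0.69 and 0.43. Sdha stayed below 0, with -1.12 and -0.79. Ndufs3 (ENSMUSG00000005510, chromosome 2 from 90894634 to 90904827), a subunit of complex I, had 3178 UMIs in WT and 949 in KO adipocyte nuclei, a log2 ratio of -0.80 (-0.90 to -0.69), and of -0.19 with the endothelial level subtracted.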

Based on these findings, we conclude that the compromised function of adipocytes in KO mice can be primarily attributed to mitochondrial dysfunction.

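All 13 mitochondrially encoded protein-coding genes were lower in KO than in WT adipocyte nuclei, with a median log2 ratio of -3.82. It moved most, to -2.81, at resolution 0.3. The same genes fell in the other classes, with medians of -3.86 in ASPCs, -2.18 in endothelial, -3.31 in immune and -2.18 in mural nuclei. For the nuclear OXPHOS genes, the medians were -1.98 in ASPCs, -1.75 in endothelial, -1.93 in immune and -1.30 in mural nuclei. With the endothelial level subtracted, too few of the mitochondrially encoded genes were left above 0 in adipocytes to give a median, and the median of the 40 OXPHOS genes left changed sign. The paper reasons from the pseudotime modules and the GO terms of BA-1, BA-2 and BA-3 that brown adipocytes of KO mice have mitochondrial dysfunction, and concludes that the compromised function of these adipocytes comes mainly from it.

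**Figure D4:**
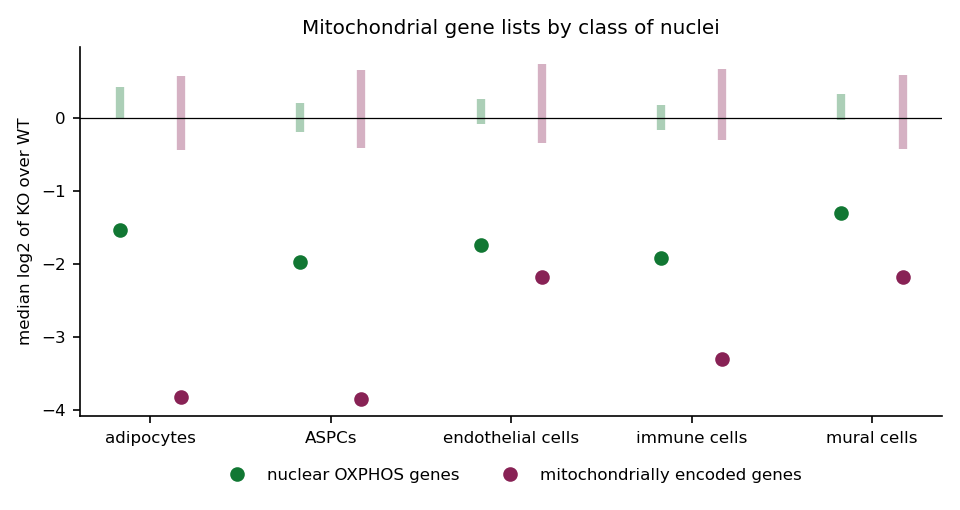
Median log2 ratio of KO to WT (y axis) of the nuclear OXPHOS genes (green dots) and the mitochondrially encoded genes (purple dots) by class of nuclei. Bars show the middle 95% of the medians of 10000 random lists with similar expression. As counted, both lists lie below the bars in every class, and in adipocytes the median of the 40 OXPHOS genes left lies above 0 when the endothelial level is subtracted.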

We then conducted transmission electron microscopy on BAT samples from both WT and KO mice. Our findings unveiled severe mitochondrial degeneration in brown adipocytes of KO mice, characterized by a transformation into small dot‐like structure, accompanied by the accumulation of large‐sized lipid droplets, in stark contrast to the control group (**Figure** **7**A). Additionally, we observed a significant reduction in both mitochondrial abundance and mtDNA copy number (Figure 7B). At high magnifications, mitochondria in WT mice displayed a well‐preserved inner membrane structure with neatly aligned cristae. Conversely, cells from KO mice exhibited severely disrupted inner mitochondrial membranes, along with a higher percentage of mitochondria containing fractured inner membranes (Figure 7C,D). Additionally, we assessed the expression of key genes involved in mitochondrial membrane fusion and division, including Mfn1, Mfn2, Opa1, Dnm1l, and Fis1. Notably, we observed lower expression levels of these genes in KO mice compared to WT mice, with the exception of Mfn2 (Figure 7E). In conclusion, our results strongly indicate that deficiency of SRSF1 in BAT leads to compromised mitochondrial integrity.

**Figure 7:**
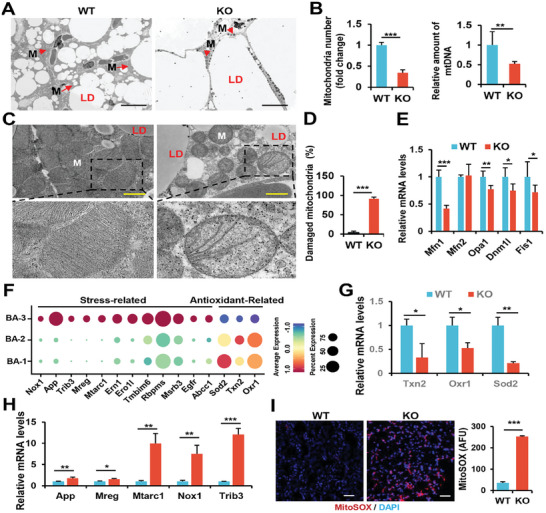
Deletion of SRSF1 disrupted mitochondrial homeostasis, leading to accumulated mtROS. A) Transmission electron microscopy (TEM) images of BAT from 8‐week‐old WT and KO mice are shown at low magnification. Lipid droplets are labeled as “LD”, and mitochondria are indicated as “M” with arrows. Scale bar, 10 µm. B) Comparison of mitochondrial numbers in the BAT of KO and WT mice (left). Measurement of the relative content of mtDNA in the BAT of these mice (right). C) TEM images of BAT at high magnification, highlighting mitochondria. Scale bar, 1 µm. D) Presentation of the percentage of damaged mitochondria in both groups. E) Analysis of mitochondrial fusion and fission genes in BAT samples from 8‐week‐old WT and KO mice using q‐PCR. F) A dot plot illustrates the expression of stress‐related and antioxidant‐related genes in BA‐1, BA‐2, and BA‐3 subpopulations. G,H) q‐PCR analysis of antioxidant genes (G) and stress‐related genes (H) in BAT samples from the same mice mentioned above. H) Measurement of mtROS levels in BAT samples from 8‐week‐old WT and KO mice using MitoSOX (n = 3). Data are presented as arbitrary fluorescence units (AFU). ^*^ *p* < 0.05, ^**^ *p* < 0.01, ^***^ *p* < 0.001. Data represent the mean ± SEM.

Furthermore, the elevated expression of stress‐related genes and the decreased expression of antioxidant genes was observed in BA‐3 when compared to BA‐1 and BA‐2 (Figure 7F), which was consistent with the phenotype of disrupted mitochondria in brown adipocytes of KO mice. 

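The stress-related and antioxidant genes were compared between all adipocyte nuclei of KO and of WT. The log2 ratio of KO to WT was 5.60 (5.15 to 6.08) for Trib3, 5.69 (5.33 to 6.08) for Mreg and 4.31 (4.11 to 4.51) for Marc1. The ratio of Trib3 moved most, to 5.12, when each nucleus weighed the same. App (ENSMUSG00000022892, chromosome 16 of GRCm38 from 84949685 to 85173766) rose from 55.1 to 932 CPM, a log2 ratio of 4.08, and its ratio in endothelial nuclei was 1.17. Of the other stress-related genes, Ero1l had a ratio of 2.94, Egfr of 2.37, Ern1 of 1.65, Abcc1 of 1.59, Nox1 of 1.56, Rbpms of 1.40, Msrb3 of 1.39 and Tmbim6 of 1.13. With the top 10% of doublet scores removed, an alternative chosen after seeing the data, the ratio was 0.19 for Egfr and 3.10 for App. At least 1 Nox1 UMI was found in 13.1% of WT and 21.1% of KO adipocyte nuclei and in 3.94% of KO endothelial nuclei, at the median depths of 7078, 5438 and 2055 UMIs. Thinned to 1000 UMIs, with 12, 266 and 164 nuclei left out, these were 2.11%, 6.02% and 1.58%. The antioxidant genes Oxr1, Sod2 and Txn2 had log2 ratios of -1.45, -0.80 and -0.68. With the endothelial level subtracted, Sod2 and Txn2 reversed to 0.15 and 0.14. In endothelial nuclei, the ratios of Sod2 and Txn2 were -1.36 and -1.20, lower than in adipocytes.

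**Figure D5:**
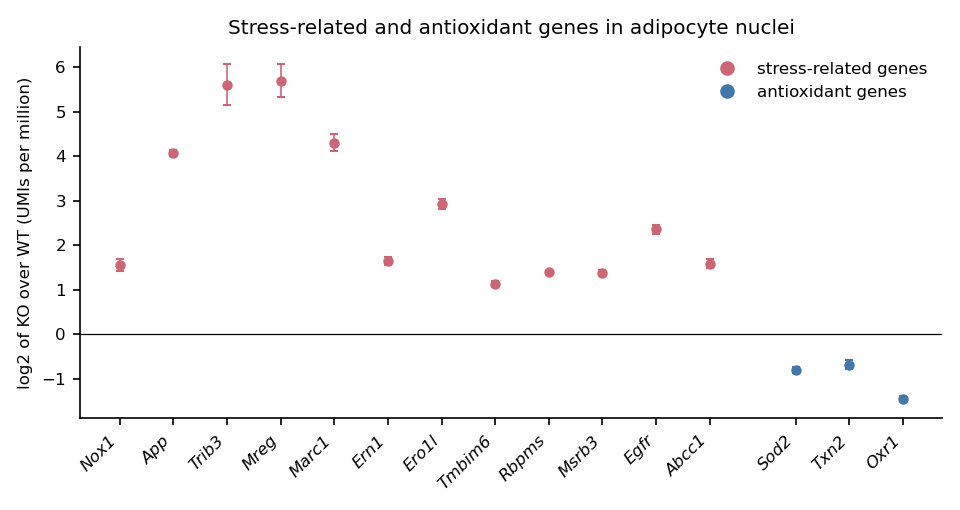
Log2 ratio of KO to WT CPM (y axis) of stress-related genes (red) and antioxidant genes (blue) in adipocyte nuclei. Whiskers are 95% intervals for counting error from 1 library per genotype. As counted, the stress-related genes lie above 0 and the antioxidant genes below 0, and Sod2 and Txn2 lie above 0 when the endothelial level is subtracted.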

Comparable alterations in gene expression were also evident in the BAT of KO mice (Figure 7G,H). To explore whether SRSF1 deficiency led to elevated mtROS production, we assessed mitochondrial oxidative stress levels using MitoSOX, a probe specifically designed for detecting mitochondrial superoxide. Our analysis revealed a pronounced accumulation of mitochondrial superoxide in the BAT of KO mice (Figure 7I). These findings emphasized the crucial role of SRSF1 in preserving mitochondrial integrity and function in brown adipocytes.

### 2.9 SRSF1 Regulates the Inclusion of Constitutive exon 6 of Ndufs3, Promoting the Production of its Functional Protein in BAT

To elucidate the mechanism underlying the impact of SRSF1 deficiency on mitochondria dysfunction in brown adipocytes, we analyzed the RNA‐seq data available to identify potential splicing events regulated by SRSF1 in BAT of KO mice compared with controls. As shown in **Figure** **8**A,B, the absence of SRSF1 resulted in significant exon skipping in genes involved in the assembly of mitochondrial complexes, such as Ndufs2, Ndufs3, Atp5d and Atp6ap1, as well as genes related to mitochondrial function, including hmox2, Nfs1, Emc2, and Cyp27a1. Interestingly, we found that the regulated exons of Ndufs2, Ndufs3, Hmox2, and Emc2 are constitutively spliced (Figure S7, Supporting Information). This suggests that SRSF1 plays a role in regulating the splicing of these constitutive exons in the BAT.

**Figure 8:**
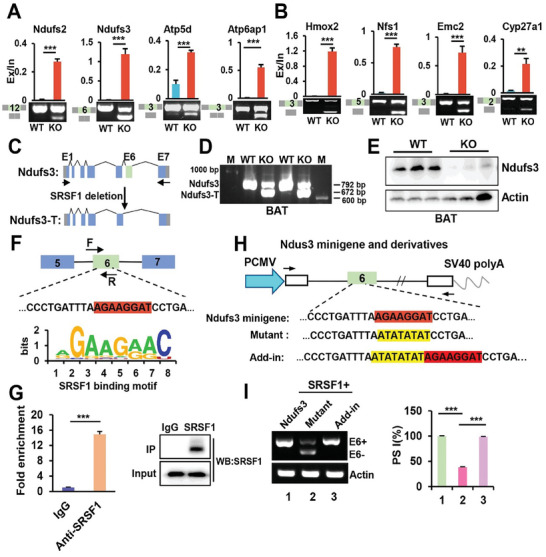
SRSF1 plays a key role in regulating the inclusion of constitutive exon 6 within Ndufs3 pre‐mRNA. A,B) Validation of representative exon inclusion or exclusion events influenced by SRSF1 was conducted through RT‐PCR. The regulated exon, identified with its exon number, is depicted in the green box. The exclusion/inclusion (Ex/In) ratios of RNA products are quantified (n = 3). C) A schematic diagram illustrating the Ndufs3 and Ndufs3‐T isoforms, with or without exon 6. Note that SRSF1 deletion led to the production of Ndufs3‐T. D) Analysis of the expression pattern of Ndufs3 and Ndufs3‐T isoforms in BAT samples collected from WT and KO mice using RT‐PCR analysis. E) Western blot analysis conducted on BAT samples obtained from WT and KO mice using anti‐Ndufs3 antibodies. F) Schematic diagrams illustrating the potential binding sites for SRSF1 on exon 6 of Ndufs3, indicated by the red‐marked sequence. The binding motifs of SRSF1, predicted by the RBP Suite website, are displayed at the bottom. G) q‐PCR analysis performed on Ndufs3 pre‐mRNA in samples of immunoprecipitation (IP) using anti‐SRSF1 antibodies or IgG control (left) in brown adipocytes. The western blot analysis shows SRSF1 protein levels in whole cell extracts (input) and post‐IP using the anti‐SRSF1 antibodies (right). H) Diagrams of the Nduf3 minigene construct and two of its derivatives are presented. The sequence within the exon6, highlighted in red, have been substituted with the sequences marked in yellow in the mutation minigene. I) Brown adipocytes were co‐transfected with the SRSF1‐overexpressing plasmid and either the Ndufs3 minigene or derivatives. In vitro splicing analysis of Ndufs3 E6 was performed using RT‐PCR, and the resulting Percent Spliced In (PSI) values were presented on the right graph. PSI = Inclusion/(Inclusion + Exclusion). ^*^ *p* < 0.05, ^**^ *p* < 0.01, ^***^ *p*,0.001. Data represent the mean ± SEM.

In this study, we focused on examining the Ndufs3 gene for two primary reasons: its established role in mitochondrial function and the notable impact observed due to SRSF1 deficiency (Figure 8A). Our findings revealed that the deletion of SRSF1 caused exon 6 skipping from Ndufs3 pre‐mRNA, resulting in the formation of a truncated isoform (referred to as Ndufs3‐T) (Figure 8C). Although the presence of Ndufs3‐T mRNA in the BAT of KO mice was confirmed through RT‐PCR analysis (Figure 8D), western blot analysis revealed a significant decrease in the levels of Ndufs3 protein in the BAT of KO mice. The protein isoform of Ndufs3‐T was not detected in the KO group, which suggests potential instability of the Ndufs3‐T mRNA caused by the omission of constitutive exon 6 (Figure 8E).

To investigate the mechanism by which SRSF1 regulates the inclusion of exon 6 in Ndufs3, we first utilized the RBP Suite prediction website to determine the potential binding motif for SRSF1 in the regions of Ndufs3 spanning exon 5 to exon 7. The motif analysis conducted on SRSF1‐activated AS events showed a significant enrichment of purine‐rich sequences, particularly AGAAGGAC. In fragment exon 6 of the Ndufs3 gene, we identified a similar sequence, AGAAGGAT, which could potentially serve as a binding site for SRSF1 (Figure 8F). Subsequently, we performed RNA immunoprecipitation (RIP) experiments in brown adipocytes and confirmed the presence of SRSF1 bound to exon 6 of Ndufs3 pre‐mRNA (Figures 8G). To further investigate the association between the binding of SRSF1 to exon 6 and exon inclusion, we created a minigene reporter plasmid, which contained a genomic DNA fragment of Ndufs3 exons 5–7 (Figure 8H). When brown adipocytes were co‐transfected with the minigene and SRSF1‐expessing plasmids, Ndufs3 exon 6 was completely included (Figure 8I, lane 1). We then generated a mutation minigene by replacing AGAAGGAT with AT‐rich sequences in the exon 6. Brown adipocytes transfected with the Ndufs3 mutant showed a significant reduction in exon 6 inclusion (Figure 8I, lane 2). Interestingly, when the SRSF1 binding sequence was restored in the Add‐in minigene, exon 6 skipping was effectively suppressed in these cells (Figure 8I, lane 3 compared with lanes 1, 2). These findings suggested that the binding of SRSF1 is necessary for inclusion of Ndufs3 exon 6.

### 2.10 SRSF1 Preserves Mitochondrial Function by Controlling the Inclusion of exon 6 in Ndufs3 in Primary Brown Adipocytes

Given that Ndufs3 is a constituent of mitochondrial complex I, responsible for electron transport and the generation of mtROS, our study aimed to investigate the impact of Ndufs3 deficiency on mitochondrial function. To achieve this, we designed and employed two siRNAs, namely si‐Ndufs3‐1 and si‐Ndufs3‐2, to knock down Ndufs3. The efficiency of this knockdown was confirmed through qPCR conducted in brown adipocytes (Figure S8A, Supporting Information).

In comparison to cells treated with siNC, brown adipocytes treated with siNdufs3 displayed markedly fragmented mitochondria. These mitochondria did not exhibit the typical elongated rod shape but appeared swollen and spherical (**Figure** **9**A). Furthermore, the expression levels of genes associated with mitochondrial dynamics exhibited a significant decrease in Ndufs3‐knockdown cells (Figure 9B). Consistently, Ndufs3 knockdown resulted in an elevated production of mtROS, as evidenced by MitoSOX staining, a critical method used for assessing mitochondrial oxidative stress levels (Figure 9C). Using the cyanine dye JC‐1 to measure membrane potential, we further observed a significant reduction in membrane potential in adipocytes upon Ndufs3 knockdown (Figure 9D).

**Figure 9:**
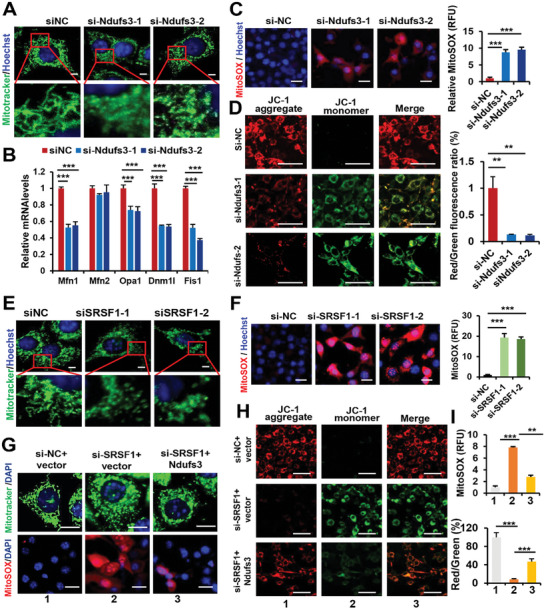
SRSF1 regulates mitochondrial homeostasis through controlling the inclusion of Ndufs3 exon 6 in brown adipocytes. A) Primary brown adipocytes were transfected with either Ndufs3‐specific siRNAs (siNdufs3‐1, siNdufs3‐2) or control siRNA (siNC) for 48 h. Representative images of cells stained with Mitotracker green are displayed. Enlarged images reveal the presence of fragmented and degenerated mitochondria. Nuclei were stained with Hoechst. Scale bar, 5 µm. B) q‐PCR analysis was performed to assess the expression of genes involved in the regulation of mitochondrial dynamics in cells described in (A). C) mtROS detection was carried out using MitoSOX staining (red) in cells described in (A). Scale bar, 20 µm. The quantification of relative fluorescence units (RFU) was shown in the right graph. D) Mitochondrial membrane potential was assessed using JC‐1 staining in cells described in (A). Green fluorescence indicated low membrane potential, while red fluorescence indicated high membrane potential and accumulation of JC‐1 in mitochondria. Scale bar, 50 µm. The ratio of red/green fluorescence was quantified and shown in the right graph. E) Brown adipocytes were transfected with SRSF1‐specific siRNAs (siSRSF1‐1, siSRSF1‐2) or siNC for 48 h. Representative images of cells stained with Mitotracker green are displayed. Enlarged images reveal the presence of fragmented and degenerated mitochondria. F) mtROS detection was carried out using MitoSOX staining (red) in cells described in (E). Scale bar, 20 µm. The quantification of relative fluorescence units (RFU) was shown in the right graph. G) Brown adipocytes were co‐transfected with siNC and vector plasmid, siSRSF1 and vector plasmid, or siSRSF1 and Ndufs3 plasmid for 48 h. Representative images of Mitotracker staining (green, top panel) and MitoSOX staining (red, bottom panel) were shown. Scale bars: 10 µm (top panel), 20 µm (bottom panel). H) Mitochondrial membrane potential was detected using JC‐1 staining in the cells described in panel (G). I) Quantification of RFU for the experiment described in (G) was illustrated on the top graph. Quantification of the red/green fluorescence ratio for the experiment described in (H) was presented on the bottom graph. ^*^ *p* < 0.05, ^**^ *p* < 0.01, ^***^ *p*,0.001. Data represent the mean ± SEM.

Similarly, the knockdown of SRSF1 in primary brown adipocytes also had detrimental effects on mitochondrial homeostasis. These effects included a significant increase in the presence of fragmented and degenerated mitochondria (Figure 9E), an elevation in mtROS production (Figure 9F), and perturbation of mitochondrial membrane potential (Figure S8B,C). Notably, these observations appeared to be more pronounced compared the effects observed in primary adipocytes upon Ndufs3 knockdown, emphasizing the critical roles of both SRSF1 and Ndufs3 in maintaining mitochondrial homeostasis and function.

To investigate deeper into the role of Ndufs3 as a mediator of SRSF1's influence on mitochondria within brown adipocyte, we conducted an experiment involving the introduction of Ndufs3 plasmids or empty‐vector controls into SRSF1‐knockdown cells (Figure S8D, Supporting Information). Intriguingly, our observations demonstrated that the expression of native Ndufs3 alleviates the adverse mitochondrial effects resulting from SRSF1 knockdown. These improvements included the reduction of fragmented mitochondria, the mitigation of increased mtROS production and the restoration of disrupted membrane potential (Figure 9G–I). Collectively, these findings underscored the crucial role of SRSF1‐regulated splicing control on Ndufs3 in maintaining mitochondria integrity and function in primary brown adipocytes.

### 2.11 SRSF1‐Regulated Splicing of Ndufs3 Influences Thermogenesis in Mature Brown Adipocytes

We next aimed to investigate the role of SRSF1‐regulated splicing of Ndufs3 in the regulation of thermogenesis in mature brown adipocytes. To investigate this, we conducted several experiments. First, we transiently transfected brown adipocytes with either Ndufs3 siRNA or siNC and allowed them to differentiate into mature adipocytes. As shown in **Figure** **10**A,B, both si‐Ndufs3‐1 and si‐Ndufs3‐2 significantly reduced the expression of thermogenic genes such as Ucp1, Dio2 and Prdm16 after brown adipocyte differentiation compared to cells treated with si‐NC.

**Figure 10:**
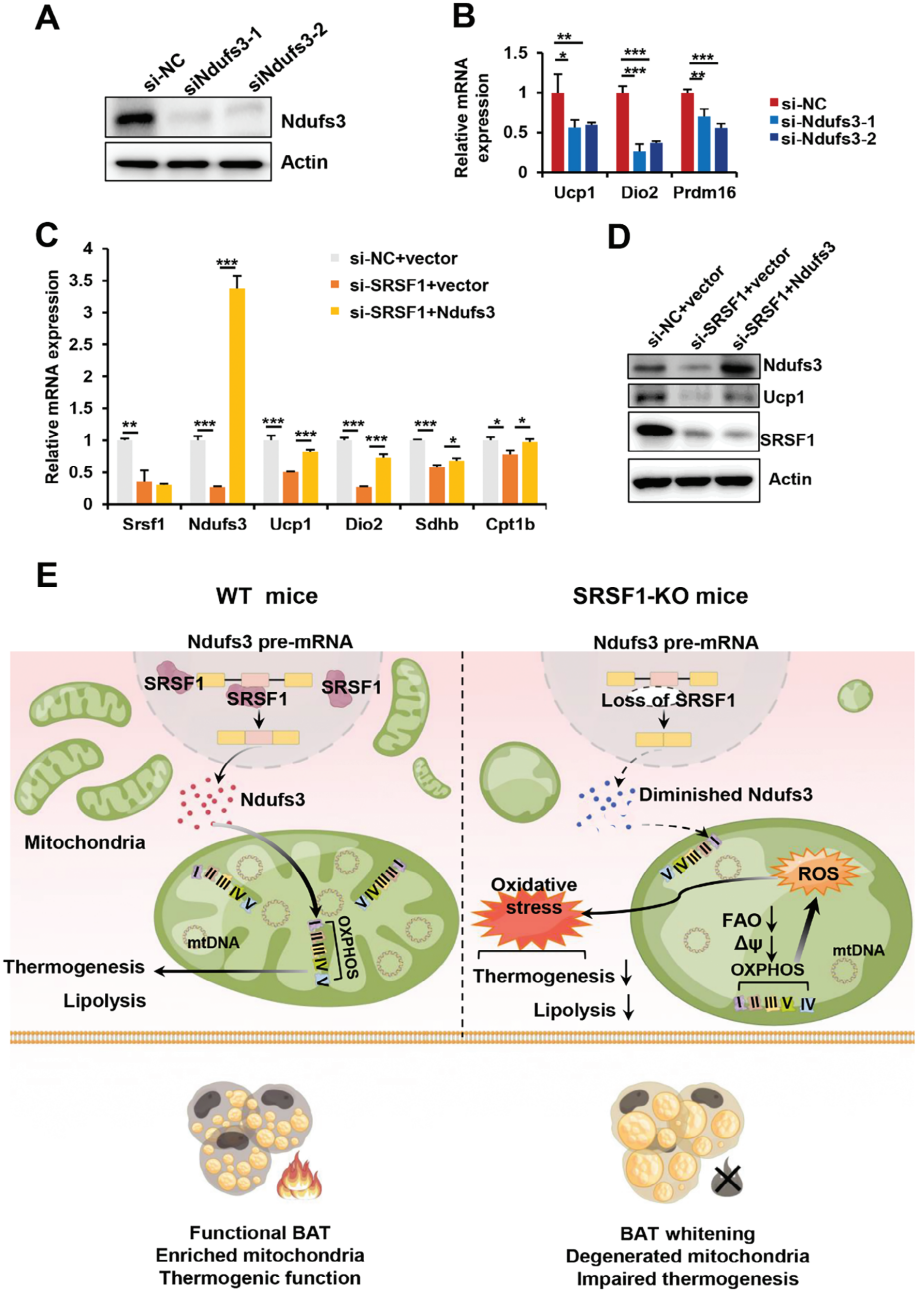
SRSF1‐regulated splicing of Ndufs3 plays a significant role in influencing thermogenesis in mature brown adipocytes. A,B) Primary brown adipocytes were transiently transfected with Ndufs3 siRNA or siNC, followed by induction of differentiation into mature adipocytes for the following experiments. Ndufs3 knockdown efficiency was confirmed by western blot (A). The expression of thermogenic genes was then assessed using q‐PCR in these cells (B). C) Brown adipocytes were co‐transfected with siNC and vector plasmid, siSRSF1 and vector plasmid, or siSRSF1 and Ndufs3 plasmid respectively, followed by induction of differentiation into mature adipocytes. The expression levels of genes involved in thermogenesis, mitochondrial OXPHOS, and FAO were measured by q‐PCR. The expression level of each gene was normalized to β‐Actin as an internal control (n = 3). D) Western blot analysis was conducted to assess the protein levels of Srsf1, Ndufs3, and Uc1 in the mature brown adipocytes described in panel (C). E) A functional model for SRSF1's role in the regulation of Ndufs3 splicing and its control over thermogenesis in BAT. Our model demonstrates that SRSF1 effectively binds to exon 6 of Ndufs3 pre‐mRNA, thereby promoting its inclusion in the final mRNA transcript. Conversely, the deficiency of SRSF1 results in impaired splicing of Ndufs3 and subsequently reduced levels of Ndufs3 proteins. Consequently, this deficiency triggers an increase in mtROS generation and disrupts mitochondrial function within brown adipocytes, ultimately compromising the thermogenic capacity of BAT. ^*^ *p* < 0.05, ^**^ *p* < 0.01, ^***^p,0.001. Data represent the mean ± SEM.

As expected, SRSF1 knockdown affected the expression of genes such as Ndufs3, Ucp1, Dio2, Shdb and Cpt1b in mature brown adipocytes. Interestingly, overexpression of Ndufs3 in SRSF1‐knockdown cells significantly restored the expression of these genes (Figure 10C). In addition, western blot analysis further demonstrated that knockdown of SRSF1 resulted in significantly reduced levels of Ndufs3 and Ucp1, whereas the overexpression of Ndufs3 in SRSF1‐knockdowon cells led to a notable increase in the protein levels of Ucp1 without affecting SRSF1 levels (Figure 10D). These findings strong demonstrated that SRSF1‐regulated splicing of Ndufs3 influences thermogenesis in mature brown adipocytes.

## 3 Discussion

Emerging evidence underscores the significance of mutations or altered expression patterns in splicing regulators, along with aberrant splicing events, as common factors in diet‐induced obesity and metabolic dysregulation.^[^ ^23^ ^]^ Among these regulators, SRSF1 assumes a pivotal role as a splicing factor that governs AS in numerous genes crucial for essential cellular functions.^[^ ^24^ ^]^ However, its contribution to brown adipocyte thermogenesis and white adipocyte browning, two critical physiological processes tightly linked to energy expenditure, remains largely unexplored.

In this study, we introduce a transgenic mouse model, which allows us to investigate the specific effects of SRSF1 deficiency in mature adipocytes. Genetic ablation of SRSF1 results in the whitening of BAT and a reduction in thermogenic function, leading to metabolic disorders in mice. Furthermore, SRSF1 deficiency impedes the browning of WAT in response to cold challenge and β3‐agonist treatment. Importantly, our research reveals that SRSF1 deficiency disrupts mitochondrial homeostasis, leading to an excessive production of mtROS in BAT through the modification of the splicing of Ndufs3 (Figure 10E).

Mitochondria function is vital in maintaining the energy metabolism and thermogenic activity within BAT. Its malfunction leads to BAT whitening, characterized by the loss of its characteristic mitochondrial structure and function.^[^ ^25^ ^]^ Previous research has elucidated that deficiencies in APOO or Trib1 disrupt mitochondria structure and hinder oxidative phosphorylation in brown adipocytes, ultimately inducing BAT whitening.^[^ ^26^ ^]^ Similarly, our study unveiled noticeable BAT whitening and mitochondrial dysfunction in SRSF1 knockout mice. Through snRNA‐seq analysis, we observed that mature brown adipocyte subpopulations BA‐1 and BA‐2 predominantly occupied the BAT of WT mice, while they were replaced by white adipocyte subpopulation (WA) and mature brown adipocyte subpopulation BA‐3 within the BAT of KO mice. Although we noted increased adipocyte stem and progenitor populations in the BAT of KO mice, adipocyte differentiation appears similar between the two groups. Thus, BAT whitening in KO mice doesnot appear to result from abnormal adipocyte differentiation but rather emerges from mitochondria dysfunction, which possibly triggers the transformation of BA‐1 and BA‐2 subpopulations.

Previous research has investigated NOVA's role in governing the AS of JNK1 and JNK2 genes, integral component of the signaling pathway that regulates thermogenic gene expression.^[^ ^27^ ^]^ Additionally, another splicing factor, RBM4a, has been shown to oversees the AS of PRDM16, a pivotal transcription factor in brown adipogenesis, enhancing its impact on the development of brown adipocytes.^[^ ^28^ ^]^ In line with these previous findings, our research highlights the critical role of SRSF1 in regulating mitochondrial function and BAT thermogenesis in mice. Notably, our investigation reveals that the deficiency of SRSF1 results in alterations in the inclusion of alternative or constitutive exons in genes related to mitochondria function within BAT. We have provided substantial evidence that SRSF1 plays a critical role in promoting the inclusion of constitutive exon 6 of Ndufs3 pre‐mRNA. The skipping of exon 6 results in a decrease in the production of functional proteins, a critical subunit of mitochondrial complex I, leading to mitochondrial structural damage and dysfunction. Previous research emphasized SRSF1's role in adipocyte differentiation by influencing the AS of key genes such as Rps6kb1 and Pparγ.^[^ ^29^ ^]^ Yet, in Adipoq‐Cre‐mediated SRSF1 knockout WAT and BAT (Figure S9, Supporting Information), we did not observe abnormal isoforms for these two genes. This suggests that SRSF1 likely regulates different splicing events to maintain the physiological functions of mature adipocytes, differing from its role during adipocyte differentiation process.

D'Angelo et al. conducted an extensive investigation into the role of Ndufs3 and presented compelling evidence of how its deletion leads to a partial reduction in CI activity.^[^ ^11b^ ^]^ Even a modest decrease in CI activity can rapidly results in partial depolarization of the mitochondrial membrane, leading to uncontrolled accumulation of mtROS and alterations in mitochondrial morphology and dynamics. These changes invariably impact overall mitochondrial function.^[^ ^30^ ^]^ Similarly, we observed that direct knockdown of Ndufs3 or the skipping of exon 6 in Ndufs3 in the absence of SRSF1 led to a decrease in Ndufs3 proteins. This reduction disrupted mitochondrial homeostasis, resulting in increased mitochondrial fragmentation, excessive accumulation of mtROS, and mitochondrial membrane depolarization. Interestingly, SRSF1 knockdown resulted in more severe impairments in mitochondrial functions. Nevertheless, overexpressing Ndufs3 in SRSF1‐knockdown brown adipocytes effectively restored mitochondrial functions and increased the expression of thermogenic genes. Therefore, our findings underscore the vital significance of SRSF1‐regulated inclusion of Ndufs3 exon 6 in maintaining mitochondria homeostasis and BAT activity.

It is well‐established that WAT can undergo a phenomenon referred to as “beiging”, wherein it adopts brown adipocyte‐like characteristics in response to specific environmental or hormonal cues. This process plays a crucial role in thermogenesis, energy expenditure, and glucose homeostasis, making it as a promising target for addressing obesity and diabetes.^[^ ^31^ ^]^ Previous studies have suggested that mitochondrial dysfunction is linked to a phenotype marked by the suppression of WAT browning.^[^ ^26^, ^32^ ^]^ In eWAT of SRSF1‐deficient mice, we observed exon 6 skipping in Ndufs3 pre‐mRNA along with increased apoptosis‐related proteins, indicating potential impairment in WAT functions (Figure S10, Supporting Information). It is possible that mitochondria dysfunction plays a crucial role in the impaired browning of WAT observed in SRSF1‐deficient mice in response to cold exposure or agonist stimulation. However, further investigation is needed to uncover the precise mechanism by which SRSF1 deficiency affects the beiging process within WAT. Nevertheless, our findings provided valuable insights into the complex regulatory mechanisms governing beige adipocyte formation, highlighting the significant role for SRSF1 in this intricate process.

In conclusion, our study has unveiled a novel role for SRSF1 in the control of BAT thermogenesis. Our findings illustrate how SRSF1 influences the splicing of Ndufs3, a key player in mitochondria homeostasis and BAT function. These results contribute significantly to our understanding of the molecular intricacies governing adipose tissue metabolism and function, providing valuable insights into its physiological functions.

## 4 Experimental Section

### Animals

All experiments were conducted in accordance with the guidelines of the Institutional Animal Care and Use Committee of Shanghai Institute of Nutrition and Health, Chinese Academy of Sciences. SRSF1 ^flox/flox^ mice were described previously^[^ ^33^ ^]^ and provided by Dr. Fu XD (Westlake University). SRSF1^flox/flox^ mice were crossed with transgenic C57BL/6J mice expressing Cre recombinase driven by the adiponectin (Adipoq) promoter, which is active exclusively in adipose tissue. Littermates without the Cre gene (SRSF1^flox/flox^) were used as controls. Only males were used for further experiments, and littermates were compared in all studies. Body weight was measured weekly, food intake was calculated by measuring daily food consumption. For metabolic studies, mice were individually housed in metabolic cages (CLAMS‐16, Columbus Instruments), with free access to food and water. The oxygen consumption rate was monitored for 48 h. In the CL316, 243 treatment experiment, the mice were injected intraperitoneally with CL316, 243 at a dose of 1 mg·kg^−1^ at the 29.5 h mark during the 48 h period. The CL316243 continuous injection experiment involved daily intraperitoneal injection of CL316243 (1 mg kg^−1^) into mice daily for 7 days starting at 8 weeks of age, with a follow‐up experiment on the 8th day. For tissue collection, mice were sacrificed and perfused with ice‐cold PBS. Different adipose tissue depots (inguinal WAT, epididymal WAT, and interscapular BAT), and the liver were collected, weighed, and immediately frozen in liquid nitrogen.

### Blood Biochemical Analysis

Plasma triglyceride (TGs), total cholesterol (TC), high‐density lipoprotein (HDL‐C), and low‐density lipoprotein (LDL‐C) levels were enzymatically measured using an automatic analyzer (EnSpire Multimode Plate Reader, PerkinElmer, American). The reagents used for the analysis were purchased from Nanjing Jiancheng Bioengineering Institute, China. Blood glucose levels were measured using an Optium Xceed meter (Abbott Diabetes Care).

### Glucose and Insulin Tolerance Test

In the glucose tolerance test experiment, mice were fasted for 16 hours and then injected intraperitoneally with D‐glucose (1 g kg^−1^). In the insulin tolerance test experiment, mice were fasted for 8 h and then injected intraperitoneally with human insulin (Novolin) (0.75 U kg^−1^). Blood glucose levels were measured at indicated times using an Optium Xceed meter, from the tail vein.

### Histology and Immunohistochemistry

For H&E staining, iWAT, eWAT, BAT, and liver tissues were fixed in 10% neutral‐buffered formalin, then embedded in paraffin, and cut into 7 µm sections. HE staining was performed on these sections. Representative images were obtained from at least three independent experiments. To measure fat cell size, the H&E‐stained sections of at least three individual samples in each group were analyzed. The average diameter of adipocyte cells was determined using NIH Image J software from the National Institutes of Health. For immunohistochemistry, BAT, iWAT, and eWAT were fixed in 4% PFA overnight, dehydrated, and embedded in paraffin for sectioning. Antibodies for UCP1 (U6382, Sigma) were used for immunohistochemical staining. For immunofluorescence staining, the mice were anesthetized with isoflurane and perfused with phosphate buffered saline (PBS) through the aorta. Afterward, they were perfused with chilled 4% paraformaldehyde in phosphate buffer (pH 7.0). Brown adipose tissue was dissected, stored overnight at 4 °C in 25% sucrose, embedded in OCT compound, and cut at 15–35 µm using a cryostat. The tissue sections were then collected on slides. The slides were first washed in 0.1 m PBS and then blocked in a solution of 5% normal goat serum with 0.1% Triton X‐100, which was prepared in 0.1 m PBS, for a duration of 1 h. After that, the slides were incubated overnight at 4 °C with primary antibodies. The nuclei were stained with DAPI (1 µg mL^−1^). For BODIPY (D3922, Invitrogen) staining, 10 µm thick liver cryostat sections were used. The sections were rinsed with PBS and then stained with 1 µg mL^−1^ BODIPY at room temperature for 30 min. Immunofluorescence images were captured using a Zeiss LSM880NLO Confocal Microscope.

### Transmission Electron Microscopy Imaging

For transmission electron microscopy, BAT samples were fixed overnight at 4 °C with 2.5% glutaraldehyde (pH 7.4), and then postfixed at room temperature for 1 h with 2.0% osmium tetroxide. Thin sections were stained with uranyl acetate and lead citrate before being examined using a transmission electron microscope (Hitachi H‐7650, Japan). The representative images were obtained from three independent experiments.

### RNA‐Seq and Data Analysis

Total RNA isolated from KO and WT mice was used for paired‐end RNA‐Seq using an Illumina HiSeq 2000 system, following the manufacturer's instructions. Reads mapping and data analysis between the two samples were conducted as previously described. The raw sequence data have been submitted to the Gene Expression Omnibus under accession number PRJNA999070.

### Cold‐Stress Experiments

To induce short periods of cold stimulation, mice were individually placed in cages inside a freezer set at 4 °C without food. For longer durations of cold stimulation, mice were exposed to 4 °C for 24 h, during which they were adequately provided with food. The core body temperature was monitored using a rectal probe (TES‐1310, TES Electrical Electronic Corp).

### Infrared Thermography

An infrared camera (Magnity Electronics Co., Ltd, China) was utilized to measure interscapular surface temperature or entire body area or of mice. The thermal imaging was performed on all animals immediately after anesthesia. Multiple infrared photographs were taken of each animal during the light phase. The infrared analysis software (ThermoX) was employed to identify the maximum temperatures in the interscapular region from all photos of the same animal. A minimum of four photos were captured and analyzed for each animal/group.

### Protein Extraction and Western Blot Analysis

Tissue and cell lysates were prepared using RIPA buffer supplemented with a proteinase inhibitor cocktail (Roche), PMSF, and a phosphorylase inhibitor (Roche). Immunoblotting was performed using the following primary antibodies: SRSF1(MABE163, Merck, Kenilworth); AKT (4691; Cell Signaling Technology, Massachusetts); pAKT(S473) (9271, Cell Signaling Technology, Massachusetts); PGC‐1α (AF7736, Beyotime, Shanghai); UCP1 (U6382, Sigma, St Louis); ADRB3 (ab52623; Abcam); NDUFS3 (ab177471; Abcam); Caspase‐3 (AC030, Beyotime, Shanghai); BAX (A19684, Abclonal Technology, Wuhan); Bcl2 (68103‐1‐Ig, Proteintech, Wuhan); GAPDH (A19056, ABclonal, Wuhan); β‐Actin (sc‐47778; Santa Cruz Biotechnology, Dallas).

### RNA Isolation, RT‐PCR, qPCR, and Mitochondrial DNA Copy Number Quantification

Total RNAs were prepared using Trizol (Thermo Fisher Scientific, Massachusetts) following the manufacturer's instructions. Complementary DNA (cDNA) was synthesized by reverse transcription using oligo (dT) priming and M‐MLV Reverse Transcriptase (Promega Corporation) according to the manufacturer's protocol. The PCR products were analyzed by agarose gel electrophoresis and stained with ethidium bromide. Gene expression was measured using standard qPCR methods with the SYBR Premix Ex Taq kit (YEASEN Technology Company, Shanghai). Analysis was conducted on a QuantStudio Real‐Time PCR System (Applied Biosystems). The PCR primers used are listed in Table S1 (Supporting Information). To quantify the copy number of mitochondrial DNA, total DNA was extracted from brown adipose tissues using the Animal tissue DNA kit (3 101 050; Simgen, Hangzhou). To determine the copy number of mitochondrial DNA (mtDNA), a quantitative real‐time PCR‐based method was utilized, as described previously.^[^ ^34^ ^]^ The mtDNA content was quantified by calculating the ratio of the copy number of a mitochondrial gene (ND4) to that of a single‐copy nuclear gene (18S rRNA). The target mitochondrial DNA copy number was normalized to the nuclear gene 18s rRNA. The primers used for Real‐Time PCR are listed in Table S1 (Supporting Information).

### Isolation of Primary Brown Adipocytes and Adipocyte Differentiation

The stromal vascular fraction from interscapular BAT of male mice at postnatal day 1–2 was isolated.^[^ ^35^ ^]^ The tissues were minced in isolation buffer (Table S3, Supporting Information) and then filtered through a 70 µm cell strainer (352 350, Corning FALCON). The preadipocytes obtained were cultured in primary culture medium (Table S3, Supporting Information). Adipocyte differentiation was performed following a standard protocol. Two days after the preadipocytes reached confluence (day 0), differentiation was initiated by adding the induction medium (Table S3, Supporting Information). After 3 days, the medium was replaced with maintenance medium (Table S3, Supporting Information). The medium was changed daily until day 8.

### siRNAs and Plasmids

Different siRNA oligos were synthesized by Gene Pharma (Shanghai, China). Ndufs3 overexpression plasmids were purchased from Genescript (Nanjing, China). Minigenes were constructed by amplifying genomic sequences spanning exons 5–7 of Ndufs3 gene, which was then cloned into the PCDNA3.1 vector. Deletion or add‐in mutant derivatives were created based on the minigene plasmids. For transient transfection, siRNA or plasmids were transfected into primary adipocytes using either Lipofectamine RNAiMAX (Invitrogen, California) or Lipofectamine 2000 (Invitrogen, California), following the manufacturer's protocol. The sequences of the siRNA and plasmids can be found in Tables S1 and S2 (Supporting Information).

### Detection of Mitochondrial ROS Production in BAT

Detection of brown adipose tissue mtROS production was conducted following the previously described method.^[^ ^36^ ^]^ Briefly, freshly collected brown adipose tissue was immediately sectioned into 25 µm cryostat sections without fixation. The sections were then stained with 5 µm MitoSOX Red (YEASEN, Shanghai, China), a mitochondrial superoxide indicator, at 37 °C for 10 min. Subsequently, the nucleus was stained with DAPI for 10 min and the samples were visualized immediately using a Zeiss LSM880NLO Confocal Microscope. Quantification of fluorescence intensity was performed by examining five random fields per section and analyzed using ImageJ software.

### Mito Tracker Green, Mito SOX Red, and JC‐1 label in Primary Brown Adipocytes

To assess mitochondrial morphology and content in primary brown adipocytes, the cells with 100 nm green‐fluorescing MitoTracker Green (YEASEN Technology Company, Shanghai) were loaded for 30 min at 37 °C. Afterward, the cells were washed with warm complete culture medium. For measuring mitochondrial reactive oxygen species (ROS) levels, the cells with 5 µm MitoSOX Red were loaded for 10 min at 37 °C. Additionally, the nucleus was stained with Hoechest3342 for 10 min at 37 °C (ShareBio Technology Company, Shanghai). To examine mitochondrial membrane potential, the cells with 10 µg mL^−1^ JC‐1 (YEASEN Technology Company, Shanghai) were stained at 37 °C for 15 min in the dark. Subsequently, the cells were imaged using the confocal microscope immediately after washing them with dilution buffer. The excitation and emission wavelengths for each fluorescent dye were selected following the manufacturer's instructions. All data were obtained from experiments with a minimum of three replicates.

### RNA Immunoprecipitation

In exploring the interaction between SRSF1 protein and Ndufs3 pre‐mRNA, RNA immunoprecipitation (RIP) experiments in primary brown adipocytes were conducted using a specific antibody against SRSF1 (MABE163, Merck, Kenilworth). The experiments were performed following the guidelines provided by the manufacturer using the Magna RIP RNA‐Binding Protein Immunoprecipitation kit (Merck, Kenilworth). Cell lysates were prepared and incubated with beads‐antibody complexes. RNAs were extracted from the beads and reverse transcribed as mentioned earlier. The resulting cDNA products were then analyzed using gene‐specific primers for Ndufs3 through RT‐PCR or qPCR.

### Nuclei Isolation From Mouse Tissue and snRNA‐seq

The preparation of nucleus suspensions for experiments was conducted under constant ice‐cold conditions. Interscapular brown adipose tissue was harvested from 8‐week‐old control and adipose tissue‐specific SRSF1‐knockout mice. Fresh tissue samples were cut and lysed in 1 mL of nucleus lysis solution (NST) (Table S3, Supporting Information) on ice for 7 min. Once complete nucleus lysis was confirmed, 1 mL of ST Wash buffer (Table S3, Supporting Information) was added to resuspend the nuclei. The resuspension was then filtered through a 40 µm cell sieve, and the resulting filtrate was transferred to a 15 mL centrifuge tube. The cell sieve was washed with an appropriate amount of ST Wash buffer, and the wash buffer was combined with the nuclei filtrate. To ensure proper resuspension, the nuclei were resuspended. Finally, the nuclei were stained with Tissue Blue and counted through microscopic examination.

Nuclei were resuspended in PBS+1% BSA at a concentration of 700–1200/µL. The cDNA library amplification and DNA library construction were carried out using the 10x Genomics Chromium Next GEM Single Cell 3ʹ Reagent Kits v3.1 (1 000 268) and the Chromium Single Cell 3′/5′ Library Construction Kit (1 000 020), respectively, following the manufacturer's instructions. The libraries were sequenced on an Illumina Nova 6000 platform using PE150 mode.

### snRNA‐seq Data Processing

To process the data, the Cell Ranger software pipeline (version 3.1.0) provided by 10x Genomics was utilized. This pipeline facilitated several steps including demultiplexing of cellular barcodes, read mapping to the genome and transcriptome using the STAR aligner, and down‐sampling of reads to generate normalized aggregate data across samples. This resulted in a matrix of gene counts versus cells. BAT samples were collected separately from both WT and KO mice, resulting in two distinct samples. The reads obtained were aligned to the GRCm38 reference genome to generate unique molecular identifier (UMI) count matrices. The data from these sequenced samples were then aggregated using the aggr pipeline in Cell Ranger. Once the feature‐barcode matrix was obtained, consisting of 24341 nuclei, downstream analyses were performed using the R package Seurat. These analyses included quality control assessments, clustering of cells, cell annotation, and identification of differentially expressed genes (DEGs). The quality of the nuclei was evaluated based on metrics such as total UMI counts per nucleus, the number of detected genes per nucleus, and the proportion of mitochondrial gene counts. These quality control measures were crucial in ensuring the integrity and reliability of the subsequent analyses.

The identification of top variable genes across single cells followed the methodology outlined in Macosko et al.^[^ ^37^ ^]^ This involved calculating the average expression and dispersion for each gene, which were then categorized into multiple expression‐based bins. To reduce the dimensionality of the log‐transformed gene‐barcode matrices of the top variable genes, principal component analysis (PCA) was performed. Subsequently, cells were clustered using a graph‐based clustering approach, and the results were visualized in a 2D space using t‐distributed stochastic neighbor embedding (tSNE). To identify significantly differentially expressed genes between clusters, a likelihood ratio test was employed. This test simultaneously assessed changes in mean expression and the percentage of expressed cells. For unbiased cell type recognition of scRNA‐seq data and inference of the cell of origin for each single cell, the R package SingleR^[^ ^38^ ^]^ was utilized, a novel computational method. By applying SingleR, the cell types of each single cell were independently determined and identify their respective cell of origin. This approach allowed for unbiased cell type characterization and classification.

Differential expression analysis was conducted using the Seurat^[^ ^39^ ^]^ package to identify genes that exhibited significant changes. For a gene to be considered differentially expressed, it had to meet the following criteria: *p* value <0.05 and |log2foldchange| > 1 (or |log2foldchange| > 0.58). GO enrichment and KEGG pathway enrichment analysis of DEGs were performed using R and the hypergeometric distribution.

### GSVA Enrichment Analysis

To perform pathway enrichment analysis, the background gene set files from the KEGG database (https://www.kegg.jp/) was initially obtained. These files were downloaded and organized using the GSEABase package (v1.44.0). Next, the signal pathway activity values for individual cells using the GSVA package (v1.30.0) were calculated. This enabled us to assess the activity levels of various signaling pathways within each cell. To compare the differences in signal pathway activity among different groups, the LIMMA software package (v3.38.3) was employed. This package facilitated the statistical analysis and calculation of differential pathway activity. By comparing the activity levels of specific pathways between different groups, significant differences in pathway activation were successfully identified.

### Cell Development Trajectory

To infer the trajectory of cell differentiation from the Seurat object, the Monocle2 (v2.9.0) package was utilized. This package enables to conduct pseudotime analysis on the cells. Initially, the Seurat object to a CellDataSet object using the importCDS function of the Monocle2 package was converted. Subsequently, the ordering genes (qval < 0.01) were identified that exhibited differential expression among cell clusters. This was achieved by employing the differential GeneTest function of the Monocle2 package, which utilizes a negative binomial generalized linear model to assess gene expression changes. The reduceDimension function of the Monocle2 package was then employed to reduce the dimensionality of the CellDataSet object. This function employs unsupervised learning algorithms, such as independent component analysis or non‐negative matrix factorization, to identify latent factors that capture the primary sources of variation in the data. Finally, the differentiation trajectory of the cells was inferred using the orderCells function of the Monocle2 package. This function utilizes a minimum spanning tree algorithm to connect cells based on their similarity in the reduced dimensional space. Additionally, it assigns a pseudotime value to each cell based on its position along the trajectory.

### Data Availability

The snRNA‐seq data sets have been deposited in the GEO database under the accession number GSE238009.

### Statistical Analyses

Statistical analysis was performed using GraphPad Prism 8.0 software. The histograms display data from at least three independent experiments and were presented as the mean ± SEM. The sample size (n) for each statistical analysis is specified in the figure legend. Statistical significance between groups was determined using the two‐tailed unpaired Student's t‐test. Differences between values were considered statistically significant when ^*^ *p* < 0.05, ^**^p < 0.01, and ^***^ *p* < 0.001.

## Conflict of Interest

The authors declare no conflict of interest.

## Author Contributions

N.Y. and L.S. contributed equally to this work and are co‐first authors. Conception and design were performed by N.Y. and Y.F. Data acquisition and analysis were performed by N.Y., L.S., Q.P., R.S., Z.W., Z.X., X.Y., and Y.F.. Drafting of the manuscript was performed by N.Y. and Y.F..

## Supporting information

Supporting Information

## Data Availability

Research data are not shared.

# Supplementary material for: SRSF1 Is Required for Mitochondrial Homeostasis and Thermogenic Function in Brown Adipocytes Through its Control of Ndufs3 Splicing
**Source:** Adv Sci (Weinh). 2024 Apr 3;11(21):2306871. doi: 10.1002/advs.202306871
**Supplement:** Supplementary file 1 — Supporting Information

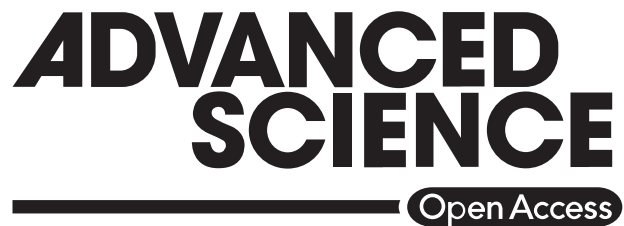

## Supporting Information

for *Adv. Sci.*, DOI 10.1002/advs.202306871

SRSF1 Is Required for Mitochondrial Homeostasis and Thermogenic Function in Brown Adipocytes Through its Control of Ndufs3 Splicing

*Ningyang Yuan, Lei Shen, Qian Peng, Rula Sha, Zhenzhen Wang, Zhiqi Xie, Xue You\* and Ying Feng\**

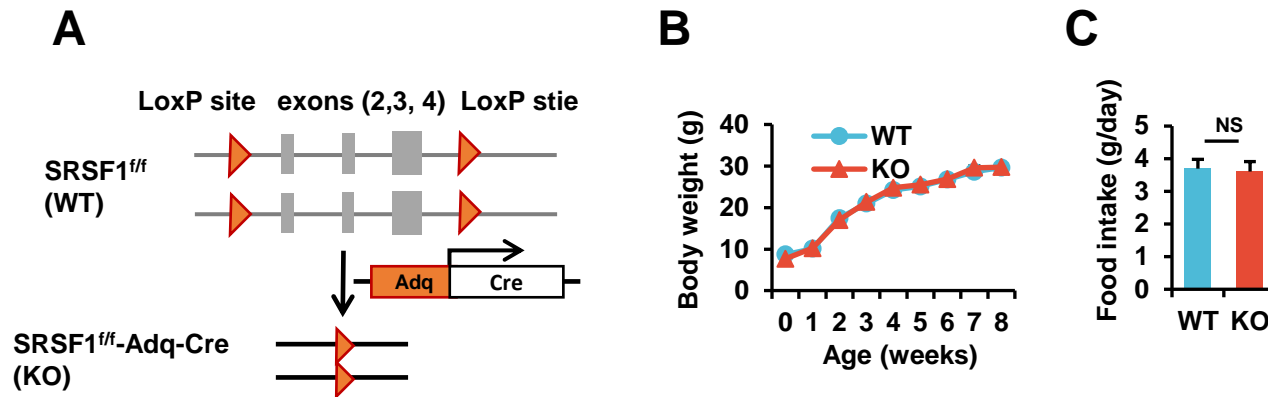

**Figure S1. Body weights and food intake were compared between SRSF1 knockout mice and control mice.** (A) Schematic diagrams illustrating the strategy for generating adipose tissue-specific SRSF1 knockout mice. (B) The growth curve of both WT and KO mice were presented fed a chow diet (n=8). (B) Quantification of average daily food intake in 8-week-old mice on a normal chow diet (n=8/group).

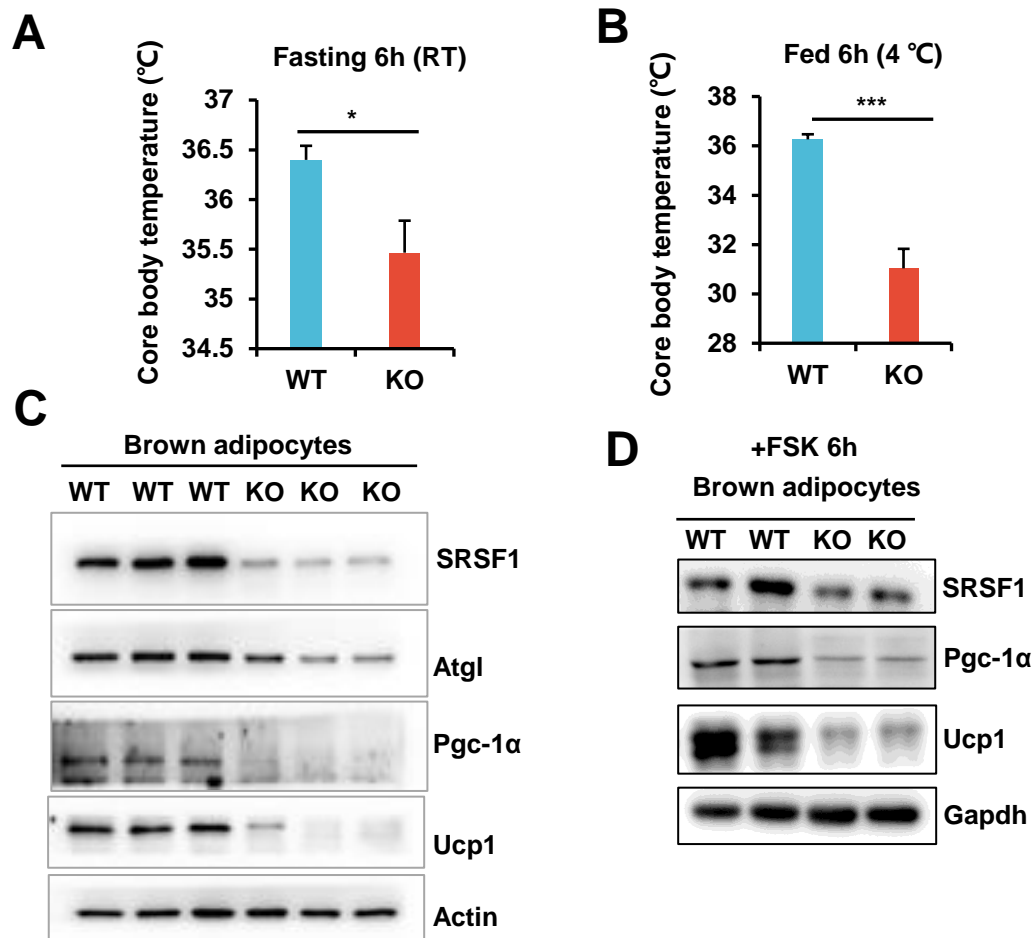

**Figure S2. Impaired thermogenesis observed in KO mice stemmed from dysfunction in brown adipocytes.** (A) Rectal temperatures of 8-week-old WT and KO mice were measured at room temperature (RT) after a 6-hour fasting (n=4). (B) Rectal temperatures of 8-week-old mice, individually housed, were measured after exposure to cold (4°C) (n=6) while generously provided with food during this period. (C) Primary brown adipocytes isolated from BAT of WT and KO mice at 1 day of birth were cultured in differentiation medium until day 8. Subsequently, proteins were extracted from the cells and analyzed by Western blotting to assess the expression of thermogenesis-related proteins, such as Ucp1, Pgc-1α, and Atgl. (D) Primary brown adipocytes were differentiated for 8 days and then treated with 10 μM FSK for 6 h. Western blot analysis was performed to measure SRSF1, Ucp1, and Pgc-1α protein. \* p<0.05, \*\* p<0.01, \*\*\* p<0.001. Data represent the mean ± SEM.

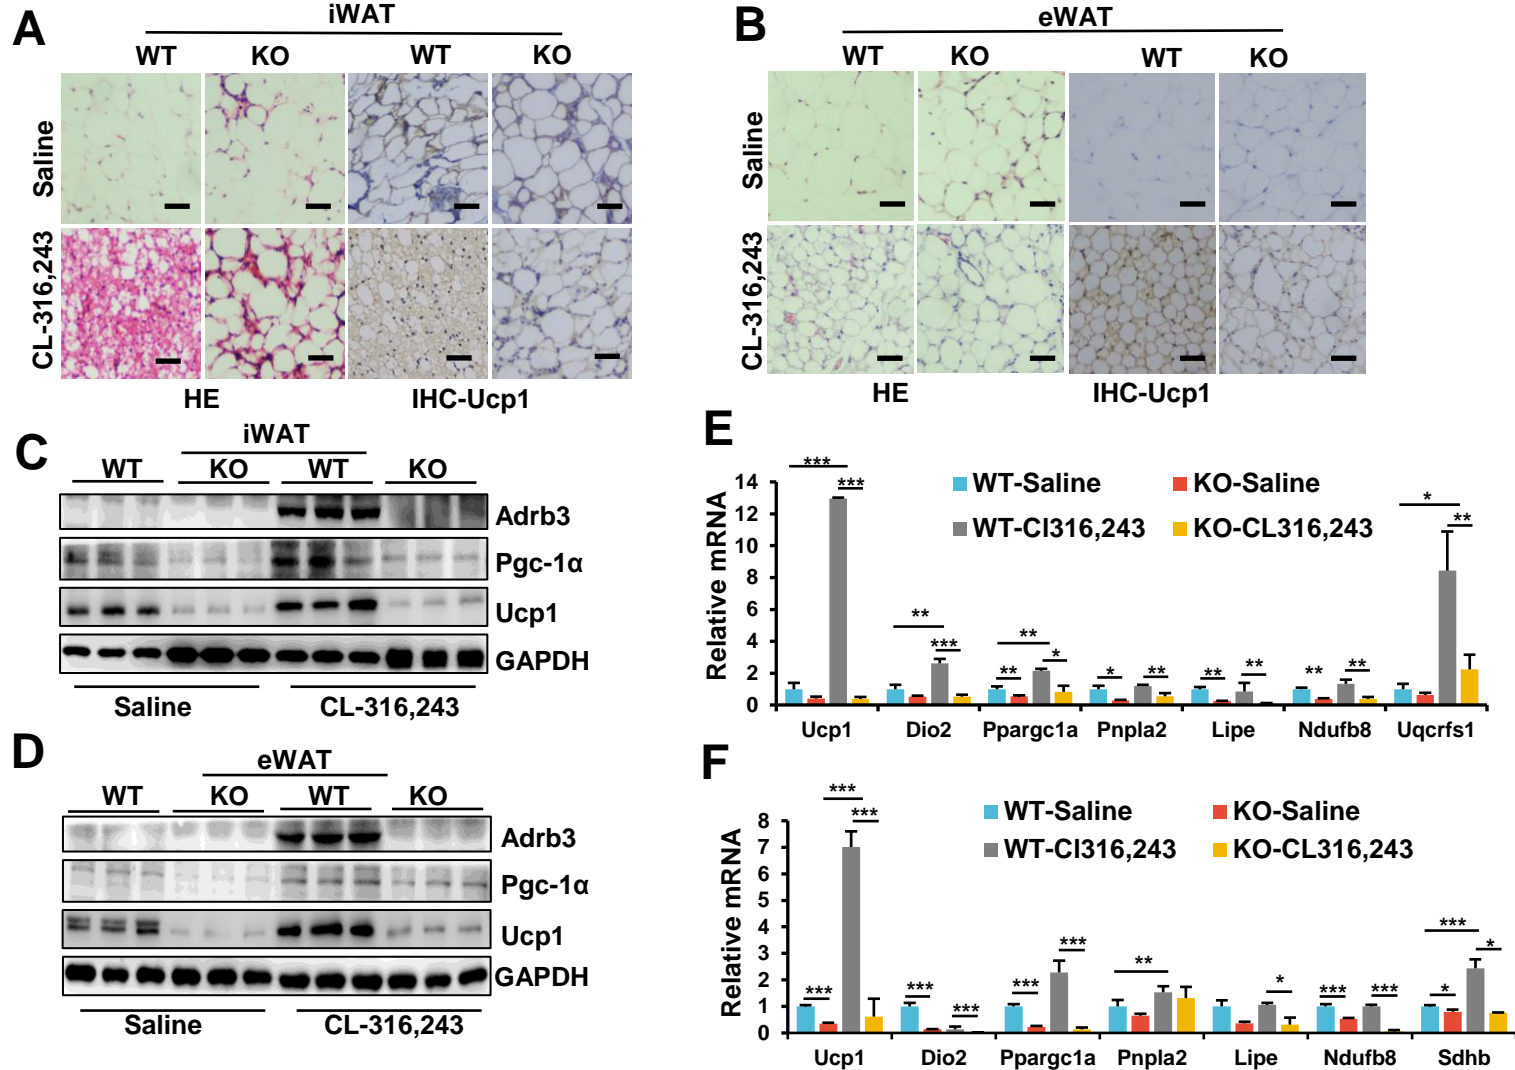

**Figure S3. SRSF1 Regulates the browning of WAT following treatment with  $\beta$ 3-adrenergic agonist.** (A-B) Representative images of HE staining (left) and immunostaining of Ucp1 protein (right) in iWAT (A) and eWAT (B) from WT and KO mice following daily injections of CL-316,243 or saline for 7 days. Scale bar, 50μm. (C-D). Western blot detection of thermogenic proteins in iWAT (C) and eWAT (D) from WT and KO mice injected with CL-316,243 or saline for 7 days. (E-F) q-PCR detection of mRNA expression of thermogenic genes in iWAT (E) and eWAT (F) after CL-316,243 or saline treatment. \* p<0.05, \*\* p<0.01, \*\*\* p<0.001. Data represent the mean  $\pm$  SEM.

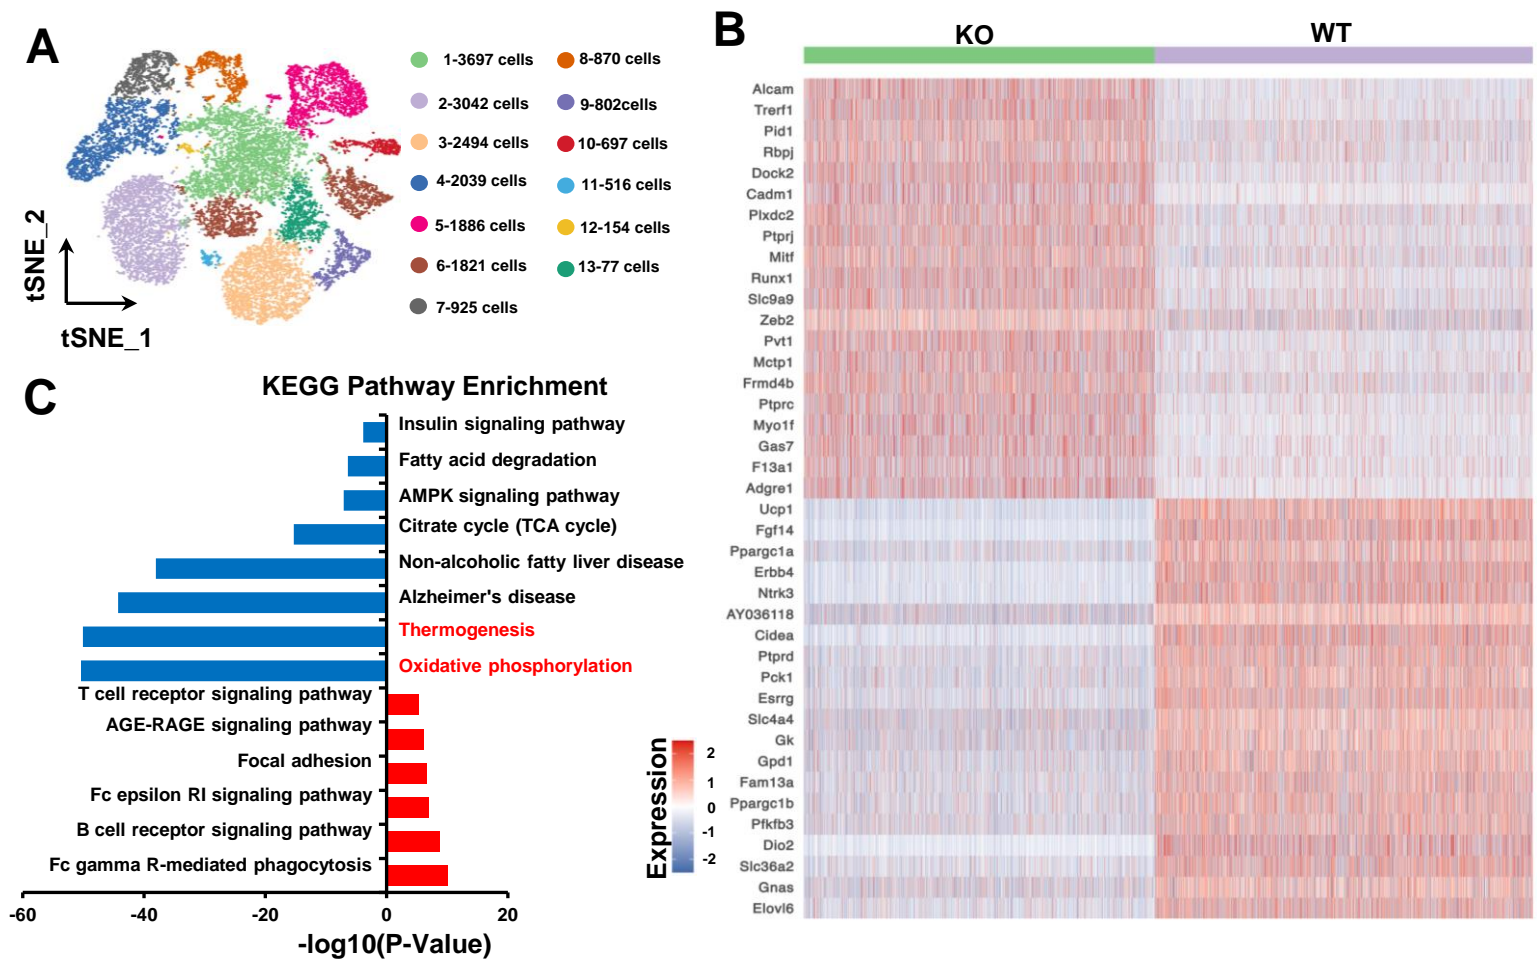

**Figure S4. Analysis of differentially expressed genes and their pathway analysis between the two groups based on snRNA-seq.** (A) t-SNE plot of the entire dataset ( $n = 19,020$  nuclei). Cells were colored and labelled by clusters. (B) Heatmap of DEGs between the two groups. Top 20 DEGs and their scaled expression were shown. (C) KEGG pathway enrichment analysis was performed using Fisher exact test. Only KEGG pathways with a p-value less than  $p < 0.05$  were considered significant and presented. The fold-enrichment of each pathway was indicated by a bar, with red bars representing upregulated pathways and blue bars representing downregulated pathways.

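Genes read from the heatmap as higher in KO, other than those named in the main text, had log2 ratios of KO to WT over all nuclei from 1.78 (Zeb2) to 3.46 (Trerf1). Those read as lower in KO had ratios from -7.98 (Fgf14) to -2.62 (AY036118). Fgf14, Erbb4 and Ntrk3 fell in adipocyte and in immune nuclei alike. Within immune nuclei, the log2 ratio was -6.39 for Erbb4 and -7.72 for Ntrk3.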

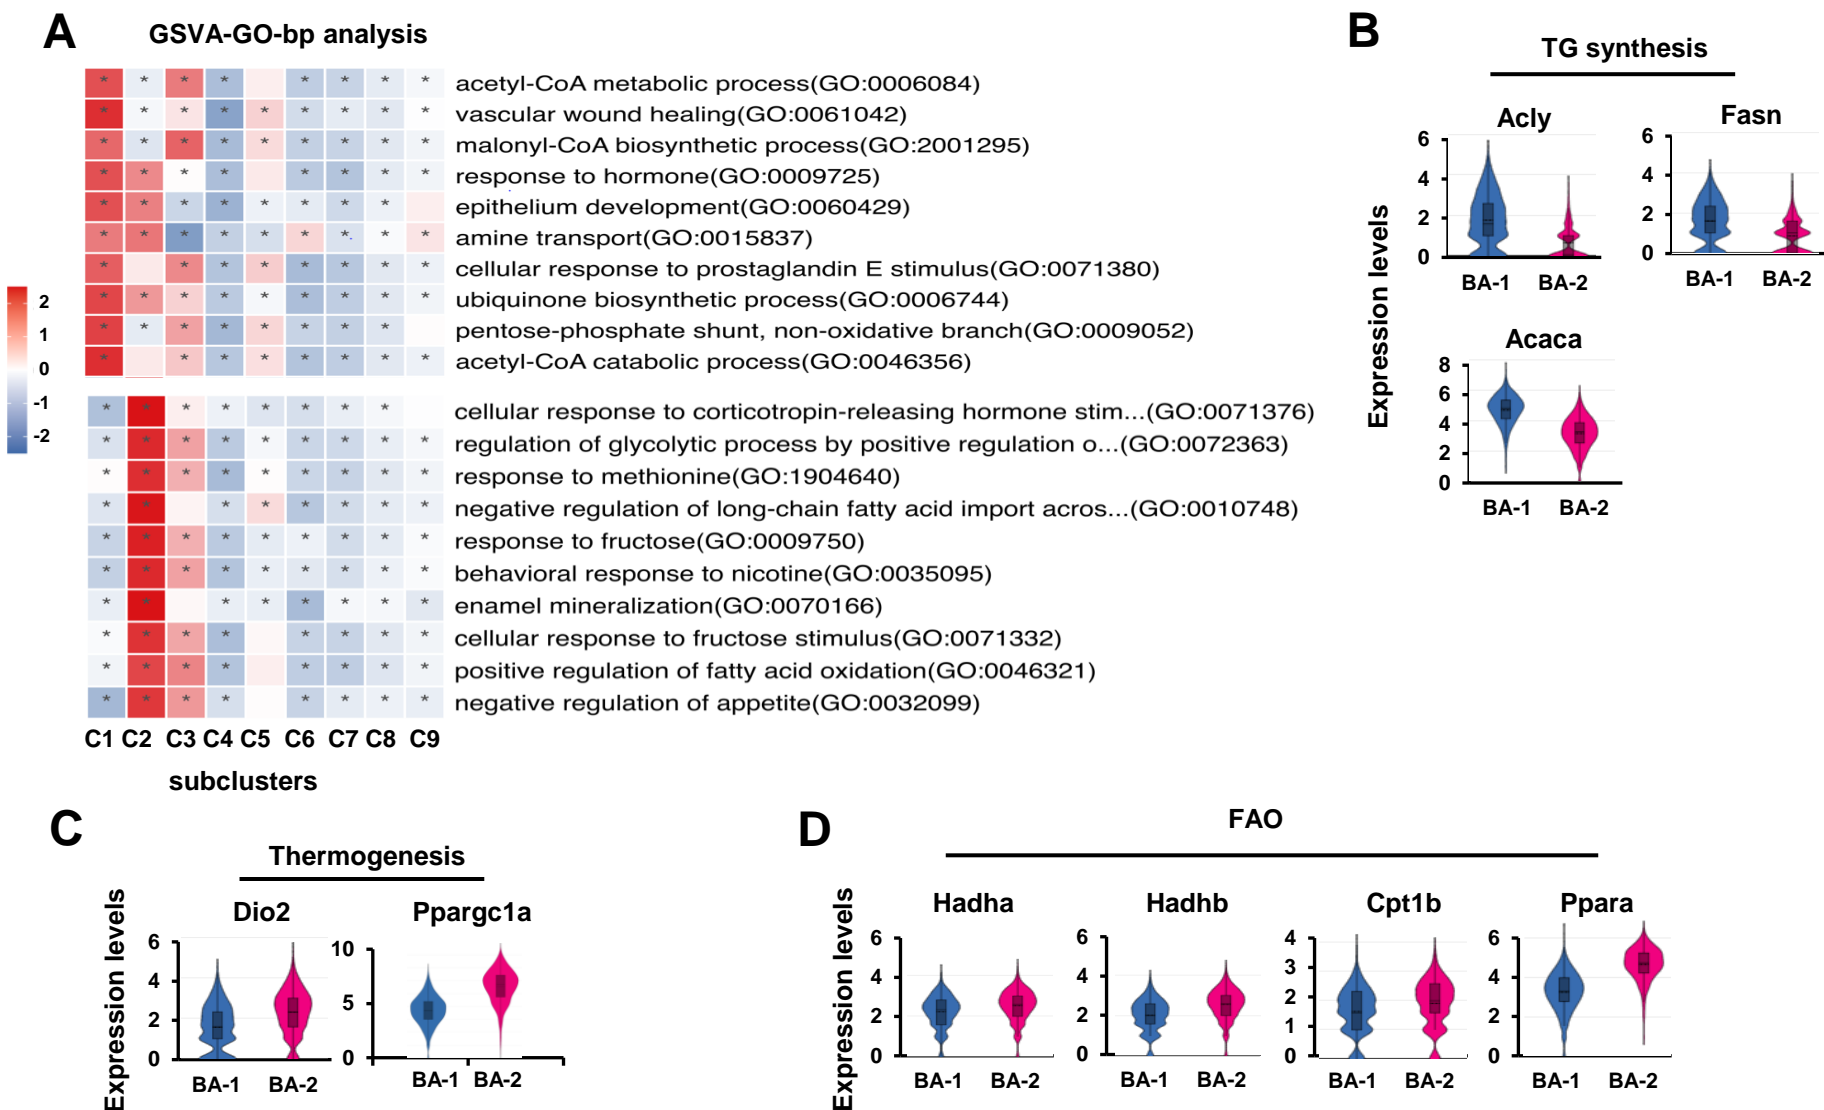

**Figure S5. Two distinct types of brown adipocytes with different functions were identified in the BAT of WT mice.** (A) GSVA was employed to examine the GO enrichment of biological processes within the C1 (BA-1) and C2 (BA-2). (B-D). Violin plots were used to visualize the expression levels of genes related to lipid synthesis (B), thermogenesis (C), and FAO(C).

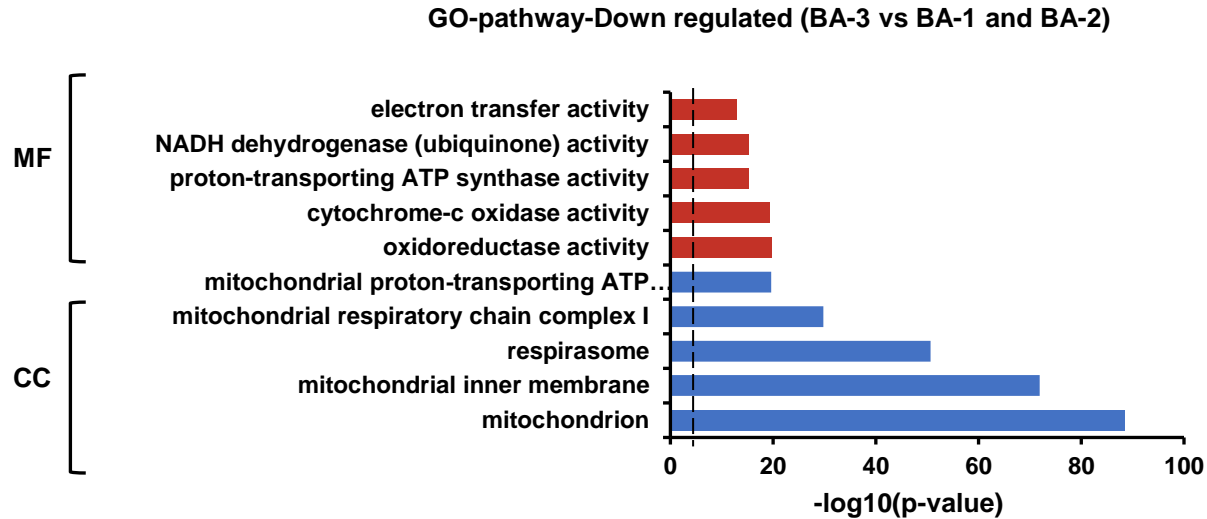

**Figure S6. Significant enriched GO terms of downregulated genes in BA-3 compared to BA-1 and BA-2.** Red, molecular function (MF); blue, cellular component (CC). The top 5 significant terms of each category in downregulated DEGs were displayed.

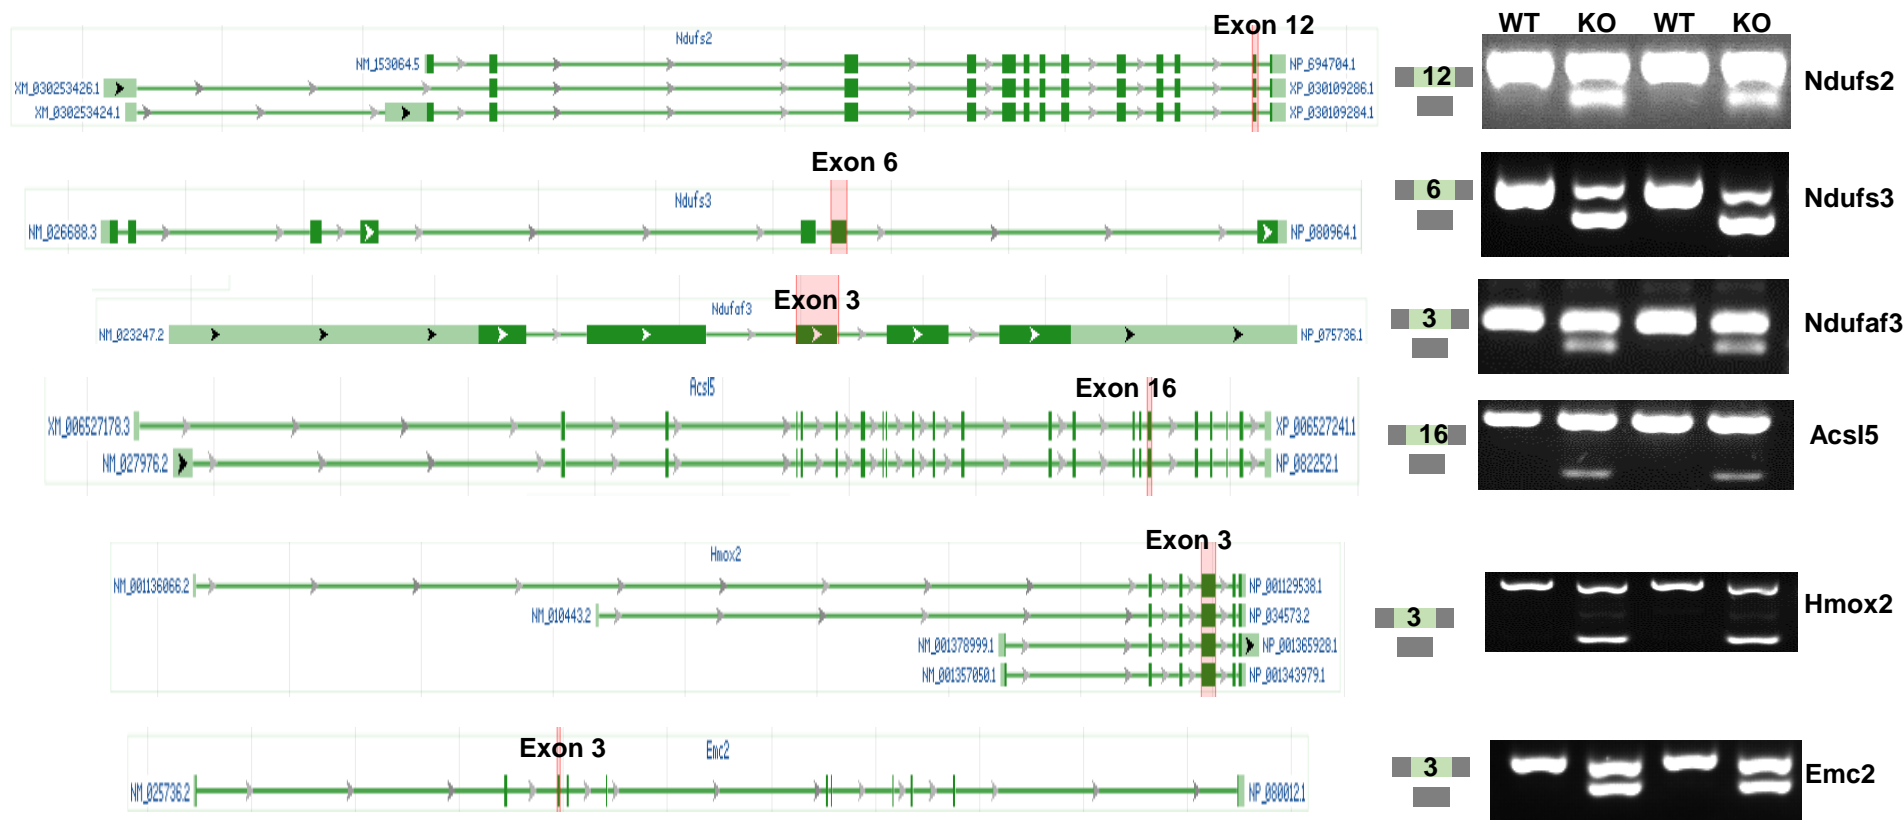

**Figure S7. SRSF1 regulates the splicing of constitutive exons within BAT.** The gene information is screenshotted from the NCBI website and the exon regulated by SRSF1 in each gene is marked (left). RT-PCR results indicated that the absence of SRSF1 leads to the skipping of these constitutive exons in BAT of KO mice compared to WT mice (right).

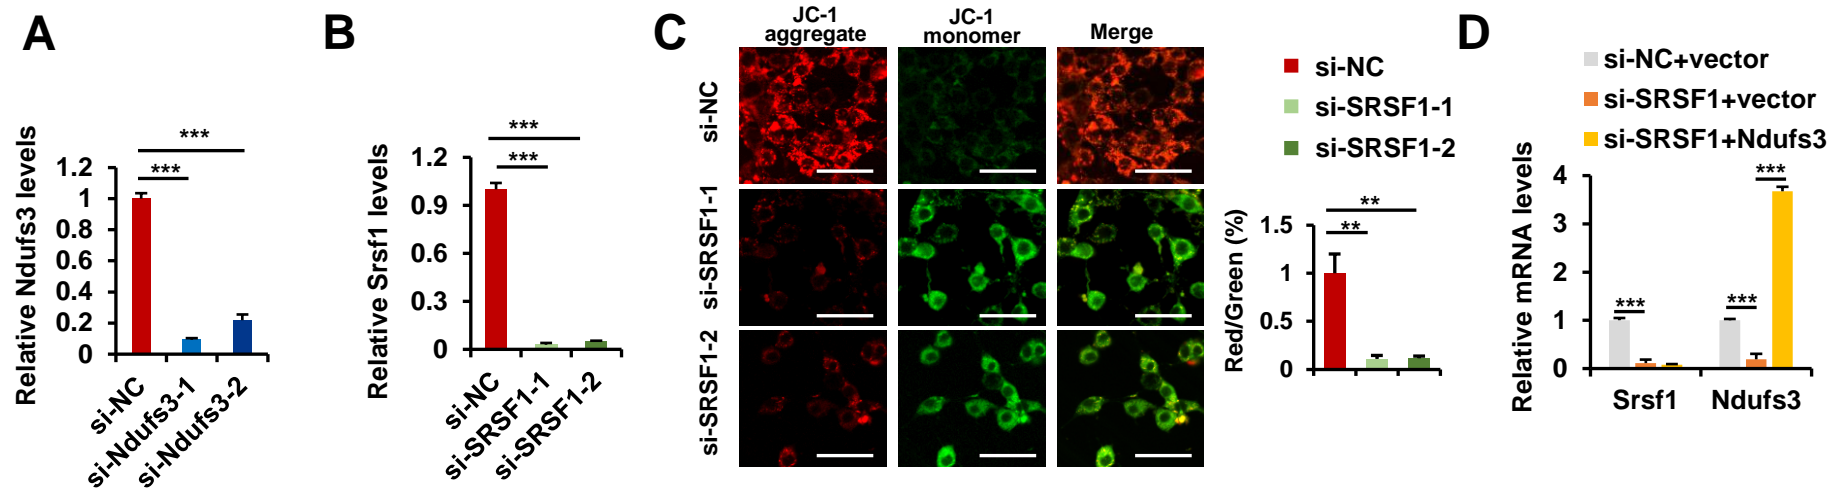

**Figure S8. SRSF1 preserves mitochondrial function by controlling the inclusion of exon 6 in Ndufs3 in primary brown adipocytes.** (A) Brown adipocytes were transiently transfected with Ndufs3 siRNA (siNdufs3-1, siNdufs3-2) or siNC for 48 hours. Knockdown efficiency of Ndufs3 was confirmed by qPCR. (B) Brown adipocytes were transiently transfected with SRSF1 siRNA (siSRSF1-1, siSRSF1-2) or siNC for 48 hours. Knockdown efficiency of SRSF1 was confirmed by qPCR. (C) Mitochondrial membrane potential was assessed using JC-1 staining in cells described in (B). Green fluorescence indicated low membrane potential, while red fluorescence indicated high membrane potential and accumulation of JC-1 in mitochondria. Scale bar, 50  $\mu$ m. The ratio of red/green fluorescence was quantified and shown in the right graph. (D) Brown adipocytes were co-transfected with siNC and vector plasmid, siSRSF1 and vector plasmid, or siSRSF1 and Ndufs3 plasmid for 48 hours. The expression of SRSF1 and Ndufs3 in these cells was assessed by qPCR.

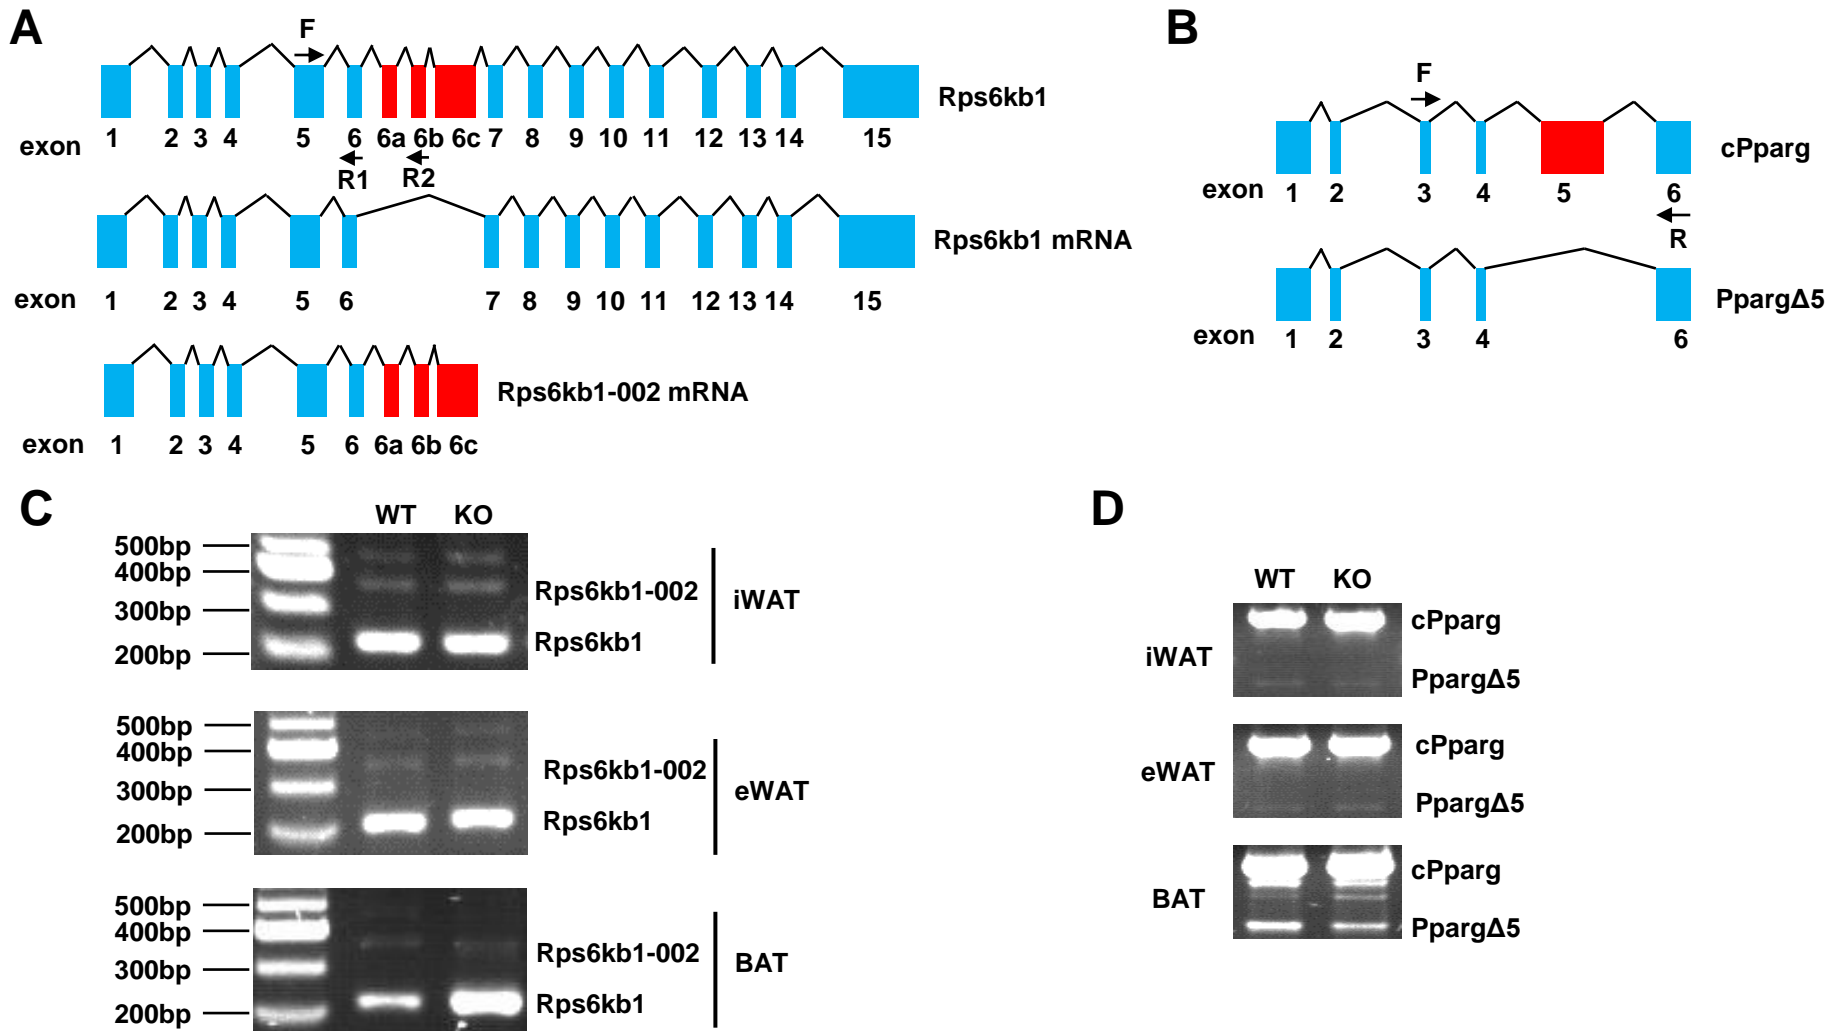

**Figure S9. Splicing isoforms of Rps6kb1 and Pparg in WT and KO mice were examined.** (A, B) Schematic representation illustrating the exon structures for the mouse Rps6kb1 and Pparg genes. Constitutive exons are indicated by blue boxes, while alternatively spliced exons are denoted by red boxes. (C and D) Detection of splicing patterns for Rps6kb1 (C) and Pparg (D) via RT-PCR in WAT and BAT of WT and KO mice.

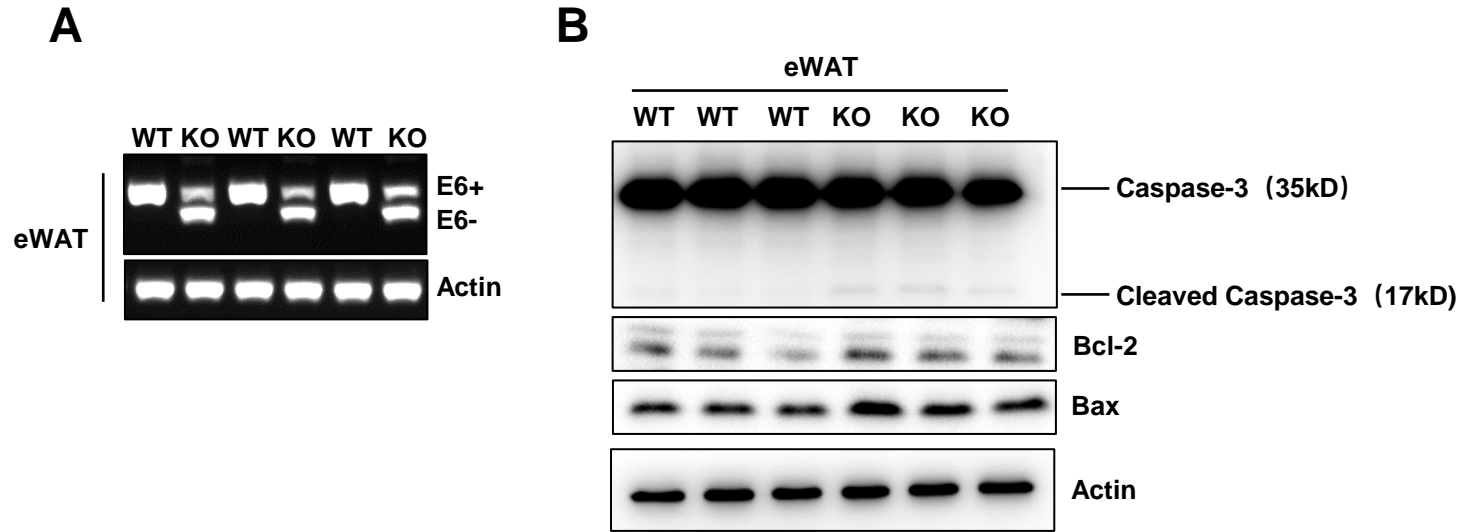

**Figure S10. eWAT of KO mice exhibited Ndufs3 splicing defects and elevated apoptosis-related proteins.** (A) RT-PCR analysis revealed alterations in the splicing isoforms of Ndufs3 in eWAT of KO mice. (B) Western blot analysis indicated higher levels of Bax, Bcl-2, and cleaved Caspase-3 in eWAT of KO mice compared to WT mice.

**Table S1. Primers and siRNA sequences**

| <b>Sequences of q-PCR primers</b>             |                           |                          |
|-----------------------------------------------|---------------------------|--------------------------|
| <b>Gene</b>                                   | <b>F(5'-3')</b>           | <b>R(5'-3')</b>          |
| Srsf1                                         | GGCTACGACTACGACGGCTA      | AGAGACAACCACTCTGTTCTCG   |
| Cidea                                         | CAGTCTGCAAGCAACCAAAG      | GCCTTGAAGCTTGTGCATC      |
| Dio2                                          | CCACCTGACCACCTTTCACT      | TGGTCCGGTGCTTCTTAAC      |
| Prdm16                                        | CAGCCATAGAAACCATGACG      | CTCTCCTTCCCCTTCCTGAG     |
| Cox8b                                         | TGTGGGGATCTCAGCCATAGT     | AGTGGGCTAAGACCCATCCTG    |
| Ucp1                                          | CTGCCTCTCTCGGAAACAAG      | TTTGGTTGGTTTTATTCTGTTGTC |
| Ppargc1a                                      | CCGAGAATTCATGGAGCAAT      | TGTCTCTGCTGCTGTTCTCTG    |
| Aco2                                          | AAGGGAAGTGCACCACAGAC      | AGGTACAGGGCCAAACTCCT     |
| Ndufb8                                        | ACTGGGACCTAGACATGTACATCAG | CAGGCTGGTAGGAAGGGAAC     |
| Lipe                                          | TTCGCCATAGACCCAGAGTT      | CGACAGCACCTCAATCTCAG     |
| Mgll                                          | GGGCAGAGTGAGGGAGAGAG      | GACGTCGGGGTAGTCCTTCT     |
| Pnpla2                                        | TGAAGCAGGTGCCAACATTA      | AACACGAGTCAGGGAGATGC     |
| Uqcrfs1                                       | CGTCCTATCGGCCACTTC        | TCGCTTCACATCCAGAACAG     |
| Sdhb                                          | CCTATCGCTGGATGATCGAC      | GCAGGTCTGTGTGCAGTTCA     |
| F4/80                                         | TGACTCACCTTGTGGTCCTAA     | CTTCCCAGAATCCAGTCTTTCC   |
| Cd11b                                         | GGGAGGACAAAACTGCCTCA      | ACAAGTAGGATCTTCGCAGCAT   |
| CD68                                          | TGTCTGATCTTGCTAGGACCG     | GAGAGTAACGGCCTTTTTGTGA   |
| Mgl1                                          | TGAGAAAGGCTTTAAGAACTGGG   | GACCACCTGTAGTGATGTGGG    |
| Mrc1                                          | CTCTGTTTCAGCTATTGGACGC    | CGGAATTTCTGGGATTCAGCTTC  |
| Tnf- $\alpha$                                 | GACGTGGAAGTGGCAGAAGAG     | GCCACAAGCAGGAATGAGAAG    |
| Ndufs3                                        | TGGGACATGTTTGGAGTTTTTC    | AGCCAGTGAGGGGAAAGTCT     |
| Ndufs3- T                                     | TGAGAGGGAGCTTCGTTACG      | GCTGGAGACAAGAAGCCTGA     |
| Mfn1                                          | TGATCTCAATTGCCACAAGC      | GGAACCCAGGAATCGATGTA     |
| Mfn2                                          | GCTCTGGGACAAAAGTTCTGC     | TCTGAGCCCTCTGTGAGGAG     |
| Opa1                                          | CAAGCTTCAAAGACCCCAAC      | GGGGCTGGTAGCCATATTTA     |
| Dnml1                                         | CCGGTGGATGATAAAAGTGC      | TGTACTTTGCGGTTCTTCA      |
| Fis1                                          | TAAAGTATGTGCGAGGGCTGT     | CTTTCTTCATGGCCTTATCAATC  |
| Cpt1b                                         | AGCCATCGAGAACTCGTACC      | GGGGCTGGTCCTACACTTCT     |
| Nox1                                          | GGAATTGCAGATGAGGAAGC      | CAGAGTGAAGGGATGCCACT     |
| App                                           | GTGAGCGACGCCCTTCTC        | GGTGTGCCAGTGAAGATGG      |
| Trib3                                         | GGCTCTCGGCTCCTTTACAT      | AGCCTCGGACTCTGGGATAC     |
| Mreg                                          | TTCCTCCTTTGGAGCGACT       | CTATCGTCATCCGCCTCTGT     |
| Mtarc1                                        | CTGTGAGGACGACACCTTGA      | ACTGGAGGAGTGGGTTTGTG     |
| Sod2                                          | CAAGCGTGACTTTGGGTCTT      | GCGACCTTGCTCCTTATTGA     |
| Txn2                                          | CCCCTCAGTACAATGCTGGT      | TCCATCCTGGACGTTAAAGG     |
| Oxr1                                          | TTCCCACCAGGAAAGTTCAC      | CCTGCCCTTGTTGATCCTTA     |
| Actin                                         | GGCTGTATTCCCCTCCATCG      | CCAGTTGGTAACAATGCCATGT   |
| <b>Sequences of genotyping RT-PCR primers</b> |                           |                          |
| <b>Gene</b>                                   | <b>F(5'-3')</b>           | <b>R(5'-3')</b>          |
| Cre                                           | GCCTGCATTACCGGTCGATGC     | CAGGGTGTTATAAGCAATCCCC   |

|                                         |                          |                       |
|-----------------------------------------|--------------------------|-----------------------|
| GT-SRSF1                                | ACTAATGTGGGAAGAATGGC     | AAACTATTGCTCCCATCTGC  |
| <b>Sequences of RT-PCR primers</b>      |                          |                       |
| Full length<br>Ndufs3                   | ATGGCGGCGGCTGCAGCCAGG    | TTACTTGGTTTCAGGCTTCT  |
| <b>Sequence of splicing primers</b>     |                          |                       |
| <b>Gene</b>                             | <b>F(5'-3')</b>          | <b>R(5'-3')</b>       |
| Letmd1                                  | GCGGACGTGAAGAACTTGAT     | GTAGTTGGCAAAGGGTGGAA  |
| Ndufs7                                  | TCTGTACGGATCCTGGGTCT     | TCCAGCTTGGTCACCACATA  |
| Ndufaf3                                 | GCCGTGTACATCGACAGCTA     | CTGGACCTCCACAGCAATTC  |
| Ndufas6                                 | ACTGTGACAACCCACCACAC     | CCAGCACCTCCAGTGTCAG   |
| Ndufs2                                  | GGGTATACTTGGTATCCGATGG   | CGGTCTATTTCTCCGAACACA |
| Ndufs3                                  | GATGAGCTGACACCCATTGA     | GCTTCTTGTCTCCAGCTTCG  |
| Emc2                                    | TGAGAAAATGGCGAGAAGAAA    | TTCAAATCGCATGCCTGTTA  |
| AcsI5                                   | CTCCAGTGGCTTGCAATTTT     | TCAATCTTCTCTGGGGCAAT  |
| Hmox2                                   | TCAAAGACTTCTTGAAAGGAAACA | TCTGGCTGAGCAGCATAAAA  |
| Nfs1                                    | TGATCCTCGGGAGATCATTT     | TTTCTGCAATTGGTTGCTTT  |
| Cyp27a1                                 | GGTCCAGGAACAGGTCAAGA     | CTCGTTTAAGGCATCCGTGT  |
| Atp5d                                   | CTACGCTGACTGGAGCCTTT     | AGTTCTGACTGCGCCTTCTC  |
| Atp6ap1                                 | ACCAGCGATATGCAGCTTTC     | GTGGTCAGAGTGCTGATTGC  |
| <b>Sequences of mtDNA q-PCR primers</b> |                          |                       |
| <b>Gene</b>                             | <b>F(5'-3')</b>          | <b>R(5'-3')</b>       |
| 18S rRNA                                | TAGAGGGACAAGTGGCGTTC     | CGCTGAGCCAGTCAGTGT    |
| ND4                                     | TCGCCTATTCATCAGTAAGTCA   | GGATTATGGTTCGGCTGTGTA |
| <b>siRNA sequences</b>                  |                          |                       |
| <b>Gene</b>                             | <b>F(5'-3')</b>          | <b>R(5'-3')</b>       |
| siNdufs3-1                              | GAAGGAUCCUGACAGAUUATT    | UAAUCUGUCAGGAUCCUUCTT |
| siNdufs3-2                              | UAAGAAGGAUCCUGACAGATT    | UCUGUCAGGAUCCUUCUUATT |
| siSRSF1-1                               | GAGGCAGGUGAUGUAUGUUTT    | AACAUACAUCACCGGCCUCTT |
| siSRSF1-2                               | CUGGCAGGACUUAAGGAUTT     | AUCCUUUAAGUCCUGCCAGTT |
| Ndufs3 (RNA<br>RIP)                     | TGAGAGCCACTCTTTTCTAG     | CACTGGCTATGTTGAGGTAG  |

**Table S2. Plasmids**

| Sequences of plasmids                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                              |
|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <p><b>Ndusf3:</b></p> <p>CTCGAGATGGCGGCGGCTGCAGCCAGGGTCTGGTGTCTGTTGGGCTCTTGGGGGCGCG<br/> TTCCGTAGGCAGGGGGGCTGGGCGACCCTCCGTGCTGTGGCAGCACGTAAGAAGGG<br/> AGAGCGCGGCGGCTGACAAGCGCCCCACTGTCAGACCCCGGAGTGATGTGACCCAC<br/> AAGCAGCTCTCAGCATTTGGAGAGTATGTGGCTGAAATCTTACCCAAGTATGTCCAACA<br/> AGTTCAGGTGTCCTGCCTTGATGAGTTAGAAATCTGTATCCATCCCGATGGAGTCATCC<br/> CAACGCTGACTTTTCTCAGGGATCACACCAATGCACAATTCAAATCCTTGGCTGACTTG<br/> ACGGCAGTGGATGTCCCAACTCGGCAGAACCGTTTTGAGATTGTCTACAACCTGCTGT<br/> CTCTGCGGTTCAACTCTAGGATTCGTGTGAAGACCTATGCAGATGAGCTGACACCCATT<br/> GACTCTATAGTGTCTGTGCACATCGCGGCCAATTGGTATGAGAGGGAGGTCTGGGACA<br/> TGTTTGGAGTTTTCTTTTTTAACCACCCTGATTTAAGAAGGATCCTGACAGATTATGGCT<br/> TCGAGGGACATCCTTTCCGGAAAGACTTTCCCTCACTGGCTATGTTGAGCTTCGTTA<br/> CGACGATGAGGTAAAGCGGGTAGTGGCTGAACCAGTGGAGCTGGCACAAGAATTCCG<br/> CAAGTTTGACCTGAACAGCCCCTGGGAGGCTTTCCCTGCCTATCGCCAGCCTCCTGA<br/> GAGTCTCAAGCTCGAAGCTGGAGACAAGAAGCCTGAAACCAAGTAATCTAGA</p>                                                                                                                                                                                   |
| <p><b>Ndufs3-minigene:</b></p> <p>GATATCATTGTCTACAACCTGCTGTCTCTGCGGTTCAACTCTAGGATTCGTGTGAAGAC<br/> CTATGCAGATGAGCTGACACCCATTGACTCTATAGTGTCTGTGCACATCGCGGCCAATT<br/> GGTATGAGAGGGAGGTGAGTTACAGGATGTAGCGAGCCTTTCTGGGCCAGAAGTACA<br/> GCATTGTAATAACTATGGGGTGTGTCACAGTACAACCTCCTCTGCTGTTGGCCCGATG<br/> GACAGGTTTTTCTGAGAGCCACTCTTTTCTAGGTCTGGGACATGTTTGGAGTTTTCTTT<br/> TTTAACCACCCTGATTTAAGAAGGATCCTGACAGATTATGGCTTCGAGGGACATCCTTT<br/> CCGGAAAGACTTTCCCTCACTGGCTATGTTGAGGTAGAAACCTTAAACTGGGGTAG<br/> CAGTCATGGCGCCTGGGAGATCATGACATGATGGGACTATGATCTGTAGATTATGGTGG<br/> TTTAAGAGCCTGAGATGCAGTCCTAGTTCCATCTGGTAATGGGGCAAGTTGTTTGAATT<br/> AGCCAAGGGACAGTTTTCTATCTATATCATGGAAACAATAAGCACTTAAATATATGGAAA<br/> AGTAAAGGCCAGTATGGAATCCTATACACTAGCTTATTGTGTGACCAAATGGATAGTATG<br/> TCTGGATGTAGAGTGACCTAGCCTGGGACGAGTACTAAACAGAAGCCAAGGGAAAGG<br/> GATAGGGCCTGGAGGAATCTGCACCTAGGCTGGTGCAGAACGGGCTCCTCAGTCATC<br/> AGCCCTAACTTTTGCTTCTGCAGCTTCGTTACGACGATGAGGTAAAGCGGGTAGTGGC<br/> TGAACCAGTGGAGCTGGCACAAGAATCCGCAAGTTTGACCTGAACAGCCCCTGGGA<br/> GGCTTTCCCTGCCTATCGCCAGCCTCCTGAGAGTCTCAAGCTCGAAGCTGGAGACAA<br/> GAAGCCTGAAACCAAGTAACCTCGAG</p> |

**Table S3. Buffers**

| <b>Buffers used in isolation of primary brown adipocytes</b> |                                                                                                                                                                                                           |
|--------------------------------------------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Isolation buffer                                             | 1mg/ml Collagenase Type I (A004194, Diamond)                                                                                                                                                              |
| Primary culture medium                                       | DMEM-high glucose (11965092, Gibco)<br>20% FBS (Gibco)                                                                                                                                                    |
| <b>Buffers used in adipocyte differentiation</b>             |                                                                                                                                                                                                           |
| Induction medium                                             | DMEM, 10% FBS, 1µg/mL insulin (Sigma, I3536), 1nmol/L T3 (Sigma, T2877), 0.125 mmol/L indomethacin (Sigma, I7378), 1µmol/L dexamethasone (Sigma, D4902), and 1µmol/L rosiglitazone (Santa Cruz, sc202795) |
| Maintenance medium                                           | DMEM, 10% FBS, 1µg/mL insulin (Santa Cruz: sc-29062), and 1nmol/L T3 (Sigma, T-2877)                                                                                                                      |
| <b>Nuclei isolation buffer</b>                               |                                                                                                                                                                                                           |
| Nuclear lysis solution (NST)                                 | 0.1% NP40, 10 mM Tris-HCl, 146 mM NaCl, 1 mM CaCl <sub>2</sub> , 21 mM MgCl <sub>2</sub> and 1 U/µl RNase inhibitor                                                                                       |
| ST Wash buffer                                               | 10 mM Tris-HCl, 146 mM NaCl, 1 mM CaCl <sub>2</sub> , 21 mM MgCl <sub>2</sub> , 0.01% BSA (NEB B9000S), and 40 U/mL RNase inhibitor                                                                       |

How the deposited data were processed for this re-analysis (not part of the article)

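Single-nucleus RNA-seq was measured in 2 libraries of interscapular BAT, 1 from WT (Srsf1 flox/flox) and 1 from KO (Adipoq-Cre; Srsf1 flox/flox) mice. The authors deposited raw UMI counts per gene and nucleus, made by demultiplexing the barcodes, aligning the reads to GRCm38 with STAR and counting UMIs with Cell Ranger, and without normalization. The methods name Cell Ranger version 3.1.0 and the file headers version 5.0.0. Whether intronic reads were counted is not stated. The deposited counts are 1 matrix per library and not the matrix aggregated at equal depth that the methods describe. The bulk RNA-seq, q-PCR, Western blot and imaging data of the paper were not analysed here.

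The WT matrix held 12846 and the KO matrix 11495 barcodes for 32285 genes. Depth was a median of 3439.5 UMIs and 1820.5 genes per barcode in WT, and 4363 UMIs and 2087 genes in KO. Nuclei were kept with at least 200 genes, UMIs and genes within 3 median absolute deviations of the library's median on the log scale and at most 10% mitochondrial UMIs, which left 12771 and 11378. Counts were scaled to 10000 per nucleus and log-transformed, and 2000 variable genes, 30 principal components, 15 neighbours and Leiden clustering at resolution 0.5 were used, with scanpy 1.11.5, igraph 0.11.9 and Python 3.11.15. Further tools were anndata 0.12.19, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0 and matplotlib 3.10.9. Places of genes were taken from release 21 of the GENCODE annotation of the mouse. Doublets were called per library with Scrublet and kept, since the paper names no doublet step.

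A cluster took the name of a cell type from markers at least 1.5 times as high there as in the other nuclei, by the markers among its 10 leading genes first and the share of markers found second, and needed 3 of them. The lists of markers were fixed in advance, and the levels of a marker in the class it names are partly set by this step. The conditions on a name were set after the clusters had been seen. Clusters with over 50% called doublets, clusters with more leading genes of another type, and clusters with few UMIs and no marker among their leading genes were left unnamed. The condition on called doublets could act only on clusters of mostly KO nuclei, since no WT nucleus was called. Adipocyte and ASPC nuclei were clustered again with 111 reported genes kept out of the variable genes. Markers entered only for naming were not kept out. The SingleR annotation, Monocle2 pseudotime and the KEGG and GO gene sets of the paper were not used here.

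UMIs were summed per library over the nuclei of a class and scaled to 1000000 (CPM). The 95% intervals are exact Poisson intervals for counts and exact binomial intervals for shares, and cover counting error only. With 1 library per genotype, nuclei are not replicates, and no test, p-value or number of changed genes was computed. A fold against 0 UMIs was computed against 3 counts. For genes with 1 UMI in WT, the fold against 3 counts is given beside the log2 ratio. Gene lists were the 85 nuclear OXPHOS genes, taken by symbol, and the 13 mitochondrially encoded protein-coding genes. Their medians over genes with at least 50 UMIs were placed among 10000 random lists of the same size with similar expression, as a description of these libraries. Lists added after these results were the 77 cytosolic ribosomal protein genes and 15 genes induced by cAMP, and the adipocyte and immune markers were used as lists too. Genes named in the text are ones the paper names in its text or figures, markers and members of the lists used, or genes within 300 kb of Adipoq or Srsf1. Others were drawn from those among the 5 largest or smallest ratios of a class with at least 200 UMIs over both libraries and 20 in each, from the 5 largest changes each way below 20 UMIs in 1 library, and from the leading genes of a cluster. Part of these are named, and not every gene that the paper names is reported here. Malat1 and genes of the sex chromosomes were named as checks.

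The choices of filter, clustering, scaling and comparison, with their alternatives, were made before the data were examined. Alternatives were no filter on nuclei, fixed limits of 500 to 5000 genes and 5% mitochondrial UMIs, a mitochondrial limit of 20%, removal of called doublets, resolutions of 0.3 and 1.0, 4000 variable genes with 50 components, mitochondrial genes kept out of the variable genes, and clustering of each library on its own. For gene values they were the mean over nuclei, mitochondrial genes left out of the total, subtraction of the level in endothelial nuclei, and ratios centred on the median ratio. A minimum of 200 UMIs for lists and nuclei thinned to 1000 UMIs were also tried, and for subclusters, reported genes kept among the variable genes. After the data had been seen, removal of the top 10% of doublet scores, since Scrublet called no doublet in WT, and removal of reported and mitochondrial genes from the variable genes were added.

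The calculation of ratios, intervals and list medians was tested on simulated data with known changes. In adipocytes, the sign of 100% of 200 changed genes was recovered, 93.5% of changed and 95.4% of unchanged genes lay inside their interval, and the median absolute error was 0.06 on the log2 scale. A shift of -1.52 put into a list was found as -1.54. Of 200 unchanged lists, 94% lay within the middle 95% of random lists. These values bear on the calculation and on counting error, which is all that the intervals cover. They cannot show how far free RNA, doublets, the naming of clusters or a difference between the libraries affects the results.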

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

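Each gene below had a signal in KO that the paper does not report, above the level of WT nuclei as control. The tests of Gm31522, Gm42047, 9330179D12Rik and Olfm2, and of Fat3, Mmp12, Slc9a4 and Retnla, and the removal of the top 10% of doublet scores, were chosen only after the results were seen. With 1 library per genotype, none of these differences can be separated from one between the libraries.

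In adipocyte nuclei, the log2 ratio of KO to WT was 7.01 for Gm31522 (29 UMIs in WT and 1938 in KO), 6.70 for Gpnmb (69 and 3725), 6.13 for Gm42047 (66 and 2406), 6.08 for 9330179D12Rik (35 and 1232) and 5.99 for Olfm2 (32 and 1054). Gm31522 is among the leading genes of the KO adipocyte cluster, so its ratio is tied to how that cluster was drawn. RNA of macrophages in the droplets of KO adipocyte nuclei would bring Gpnmb at about the level of other immune transcripts. The tables argue against this as the whole source. Gpnmb reached 65.1% of its level in KO immune nuclei, and the 18 immune markers had a median of 3.64%, in a range from 1.45% to 79.0%. The highest were Cd3e, with 16 UMIs in KO immune nuclei, and Cd247, with 291. The 13 markers with at least 100 CPM in KO immune nuclei, a limit chosen after seeing the values, lay between 2.12% and 6.34%, with 2.65% for Dock2 and 2.62% for F13a1, the most abundant of them. The lowest of the other 4 genes, Gm42047, reached 68.5%, and Gm31522 reached 2149%. The ratios were lowest with the top 10% of doublet scores removed, 5.42 for Gpnmb and 4.23 for Gm42047, so doublets may add to them. A difference between the libraries and an effect of the genotype stay open.

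In immune nuclei, the log2 ratio was 5.70 for Fat3 (44 UMIs in WT and 7028 in KO), 5.50 for Mmp12 (38 and 5279), 3.81 for Slc9a4 (21 and 901) and 3.76 for Retnla (28 and 1164). Less free adipocyte RNA in KO immune nuclei would raise all immune transcripts alike. The immune markers had a median of 0.78 in immune nuclei and these 4 genes at least 3.76, which argues against it as the whole source. Fat3 is a leading gene of the unnamed KO cluster of called doublets, Mmp12 of an immune cluster almost only of KO, and Retnla of an immune cluster mostly of KO and of the unnamed KO cluster with few UMIs, so their ratios are tied to how these clusters were drawn. With the top 10% of doublet scores removed, the ratio of Mmp12 was 4.85 and that of Slc9a4 3.31. Over all alternatives run, the lowest values were 4.82 for Mmp12, 2.51 for Slc9a4, 2.93 for Retnla and 5.42 for Fat3. A different mix of immune cell types in the 2 libraries, by genotype or by library, stays open and was not tested.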

How the results depend on the processing

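The removal of the top 10% of doublet scores and the removal of reported and mitochondrial genes from the variable genes were chosen only after the results were seen. Of 151 results recomputed, 12 were main results. Each main result kept its direction under the alternatives run, except the median of the nuclear OXPHOS genes. The largest share of KO nuclei in a subcluster stayed within its interval. Values below are log2 ratios of KO to WT, in adipocyte nuclei where no class is named. They are those that left their counting interval or changed sign. The cause was not tested, except that subtracting the endothelial level removes by construction what both classes share.

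The values as reported were -0.44 for the share of adipocytes, 1.34 for the share of ASPCs, -1.11 for the share of endothelial cells, 2.29 for the share of immune cells, -0.94 for the share of mural cells, -8.41 for the share of mitochondrial-transcript-rich nuclei, -5.01 for Ucp1, -1.62 for Srsf1, -1.53 for nuclear OXPHOS genes, -3.82 for mitochondrially encoded genes, -1.64 for the 12 thermogenesis, OXPHOS and FAO genes.

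With no filter on nuclei, the values were -0.81 for the share of adipocytes, 2.72 for the share of ASPCs, -0.90 for the share of endothelial cells, -5.76 for the share of mitochondrial-transcript-rich nuclei and -1.61 for nuclear OXPHOS genes. Reversed values were those of Clk1 in ASPCs (0.11) and Meox2 in ASPCs (-0.40). With fixed limits of 500 to 5000 genes and 5% mitochondrial UMIs, the values were -0.55 for the share of adipocytes, 2.00 for the share of ASPCs, -0.65 for the share of mural cells, -1.59 for nuclear OXPHOS genes and -3.89 for mitochondrially encoded genes. Reversed values were those of Acly (0.017) and Meox2 in ASPCs (-0.15). At a mitochondrial limit of 20%, the values were -0.78 for the share of adipocytes, 2.67 for the share of ASPCs, -0.92 for the share of endothelial cells, -1.68 for the share of mural cells and -1.60 for nuclear OXPHOS genes. Reversed values were those of Clk1 in ASPCs (0.075) and Meox2 in ASPCs (-0.47). With called doublets removed, the values were -0.32 for the share of adipocytes and -0.98 for the share of endothelial cells. Reversed was that of Acly (0.038). Without the top 10% of doublet scores, the values were -0.67 for the share of adipocytes, 2.44 for the share of ASPCs, -0.69 for the share of endothelial cells, 2.54 for the share of immune cells, -4.87 for Ucp1 in adipocytes, log2 KO over WT, -1.52 for Srsf1, -1.39 for nuclear OXPHOS genes and -1.504 for the 12 thermogenesis, OXPHOS and FAO genes. Reversed values were those of Acly (0.032), Clk1 in ASPCs (0.014) and Meox2 in ASPCs (-0.37).

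At resolution 0.3, the values were -0.55 for the share of endothelial cells, 2.48 for the share of immune cells, -4.90 for Ucp1, -1.22 for nuclear OXPHOS genes, -2.81 for mitochondrially encoded genes and -1.54 for the 12 thermogenesis, OXPHOS and FAO genes. At resolution 1.0, the values were -1.25 for the share of endothelial cells and 2.12 for the share of immune cells. With 4000 variable genes and 50 components, the values were -0.75 for the share of adipocytes, 1.74 for the share of ASPCs, 2.47 for the share of immune cells and -1.59 for nuclear OXPHOS genes. Reversed was that of Meox2 in ASPCs, log2 KO over WT (-0.014). With mitochondrial genes kept out of the variable genes, the values were -0.70 for the share of adipocytes, -0.97 for the share of endothelial cells, -1.59 for nuclear OXPHOS genes and -3.93 for mitochondrially encoded genes. With each library clustered on its own, the values were -0.74 for the share of adipocytes, 1.11 for the share of ASPCs, -0.89 for the share of endothelial cells, 1.77 for the share of immune cells, -1.63 for nuclear OXPHOS genes and -3.92 for mitochondrially encoded genes. With reported and mitochondrial genes kept out of the variable genes, the values were -0.79 for the share of adipocytes, 2.52 for the share of ASPCs, -0.89 for the share of endothelial cells, -6.84 for the share of mitochondrial-transcript-rich nuclei, -1.62 for nuclear OXPHOS genes and -3.89 for mitochondrially encoded genes. Reversed was that of Meox2 in ASPCs (-0.22).

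As a mean over nuclei, the values were -4.88 for Ucp1, -1.497 for Srsf1, -1.41 for nuclear OXPHOS genes, -3.29 for mitochondrially encoded genes and -1.53 for the 12 thermogenesis, OXPHOS and FAO genes. Reversed values were those of Acly (0.11), Clk1 in ASPCs (0.043) and Meox2 in ASPCs (-0.17). With the endothelial level subtracted, the values were -4.44 for Ucp1 and -0.69 for the 12 thermogenesis, OXPHOS and FAO genes. Reversed values were those of Sdhb (0.81), Uqcrc2 (0.43), Acadm (0.28), Sod2 (0.15), Txn2 (0.14), Acly (0.58) and nuclear OXPHOS genes (0.38). Centred on the median ratio, the values were -5.18 for Ucp1, -1.79 for Srsf1, -1.70 for nuclear OXPHOS genes, -3.99 for mitochondrially encoded genes and -1.81 for the 12 thermogenesis, OXPHOS and FAO genes.

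Of 1867 values of other results under the alternatives, 1268 stayed within their counting interval, 578 moved and 21 reversed. Of those that moved, Fasn in adipocytes, log2 KO over WT, changed sign from 0.03 to -0.14 when centred on the median ratio, and its counting interval holds 0. With the endothelial level subtracted, 40 nuclear OXPHOS genes and 10 of the 12 genes of thermogenesis, OXPHOS and FAO were left, and there is no value for Srsf1 or the mitochondrially encoded genes. With each library clustered on its own, no cluster was named mitochondrial-transcript-rich, and 19.6% of WT nuclei were unnamed. Leaving mitochondrial genes out of the total, and lists of genes with at least 200 UMIs, moved no result.

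No paired analysis was possible because there was 1 library per genotype. The counting intervals leave out the variation between mice and between libraries.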

Differences from the paper's values

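The paper reports 13 clusters, and 24 were found here. Of the alternatives set before the data were examined, resolution 0.3 gave 18, which is within 1.5 times the paper's number. The others with both libraries together gave 23 with no filter on nuclei, 24 with fixed limits and 25 at a mitochondrial limit of 20%. They gave 23 with called doublets removed, 33 at resolution 1.0 and 23 with 4000 variable genes. With mitochondrial genes kept out of the variable genes, the number was 25. With each library clustered on its own, WT gave 16 and KO 18 clusters, which are counts for 1 library each.

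Shares in the paper are over its 19020 nuclei and those here over 24149. The paper gives 19.3% for stromal cells, and mitochondrial-transcript-rich nuclei made up 12.7% here. The gap was within 1.5 times with no filter on nuclei (13.9%), a mitochondrial limit of 20% (13.7%), resolution 0.3 (15.1%), 4000 variable genes (14.2%) and mitochondrial genes kept out of the variable genes (13.4%). It was not with fixed limits (12.0%), called doublets removed (12.4%) or resolution 1.0 (10.5%). With each library clustered on its own, no cluster was named so, and 19.6% of WT nuclei were unnamed.

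The paper gives 2.7% for mural cells, and the share here was 4.08%. It was within 1.5 times with no filter on nuclei (3.83%), fixed limits (3.51%), called doublets removed (4.02%), resolution 0.3 (3.90%), 4000 variable genes (3.83%) and each library clustered on its own (3.97%). It was not at a mitochondrial limit of 20% (6.32%), at resolution 1.0 (4.16%) or with mitochondrial genes kept out of the variable genes (4.05%).

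The paper's share of ASPCs in WT is about 4% in Fig. 4F, read by eye, and it was 6.77% here. Fixed limits (4.50%) and 4000 variable genes (4.93%) came within 1.5 times. No filter on nuclei (2.48%), a mitochondrial limit of 20% (2.62%), called doublets removed (6.71%), resolutions 0.3 (6.56%) and 1.0 (6.86%), mitochondrial genes kept out of the variable genes (6.99%) and each library clustered on its own (7.58%) did not. Removal of the top 10% of doublet scores (3.06%), chosen after seeing the values, came within it too, and removal of reported and mitochondrial genes from the variable genes (2.83%), also chosen after seeing the values, came within it too.

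For mural cells in WT, the paper's share is about 3% in Fig. 4F, read by eye, and it was 5.28% here. Fixed limits (4.23%) came within 1.5 times, and none of the other alternatives set before the data were examined did. Removal of the top 10% of doublet scores (4.61%) and of reported and mitochondrial genes from the variable genes (5.31%), chosen after seeing the values, did not.

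For stromal cells in KO, the paper's share is about 11% in Fig. 4F, read by eye, and mitochondrial-transcript-rich nuclei made up 0.0703% here. None of the alternatives set before the data were examined closed the gap, with values from 0.0352% to 0.478% and with no cluster named so when each library was clustered on its own, and neither did the 2 chosen after seeing the values (0.108% and 0.229%).

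Where directions are concerned, the paper reports no significant difference in the share of mural cells, which fell here with a log2 ratio of -0.94. The paper's own shares in Fig. 4F, read by eye, are about 3% in WT and 2% in KO. These are also lower in KO, so the direction itself does not differ. The paper describes more Areg cells in KO, and Areg-like nuclei numbered 309 in WT and 115 in KO here. WT ASPC nuclei numbered 864 with the filter and 319 without it, so this count may depend on which WT nuclei are called ASPCs. Areg-like counts under the alternatives are not given here. The paper describes Module 1 genes as alike in KO and WT precursors, and within ASPC nuclei the log2 ratio of KO to WT was 1.97 for Pi16 and 1.34 for Tram1. With no filter on nuclei, these were 0.12 and 0.53, so the difference depends on which WT nuclei are called ASPCs. The paper describes Clk1 as decreasing along pseudotime, and it had 283 CPM in WT ASPCs and 327 in WT adipocytes.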

Other observations

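Of the tests in this part, those of less RNA from outside the nucleus for the OXPHOS genes, of mostly free RNA in the mitochondrial-transcript-rich nuclei, of the separate clusters, of the cAMP response genes and of Kng1 were set before the result was seen. Those of free adipocyte RNA, free mitochondrial RNA, Ucp1, outside RNA in the mitochondrial-transcript-rich nuclei, Alcam, Dock2 and Adgre1, and Srsf1 outside adipocytes were chosen only after the result was seen.

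Nuclear OXPHOS genes were lower in KO in adipocyte, ASPC, endothelial, immune and mural nuclei as counted, and in adipocytes the median of the 40 genes left above the endothelial level in both libraries went from -1.13 to 0.38 with this level subtracted. If the KO droplets carried less RNA from outside the nucleus in general, ribosomal protein genes would fall as far. Their median log2 ratio was -0.078 in endothelial nuclei, -0.28 in immune, 0.58 in mural, -0.57 in ASPC and -0.43 in adipocyte nuclei, which argues against it as the whole source. Free adipocyte RNA in WT droplets may add to the pattern. The adipocyte markers fell outside adipocytes as well, with medians of -1.49 in endothelial, -2.33 in immune, -1.26 in mural and -1.97 in ASPC nuclei, against -0.34 in adipocytes. In WT endothelial nuclei they stood at 57.2% of their adipocyte level and in KO at 22.5%. How much of the fall in adipocytes themselves comes from free RNA stays open.

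The mitochondrially encoded genes fell in immune nuclei too, with a median of -3.31, so less free mitochondrial RNA in all droplets of the KO library is a candidate explanation. The genotype stays open as well. For Ucp1 in adipocytes, a log2 ratio of -4.44 was left after the endothelial level was subtracted, with 620.3 CPM left in WT and 28.7 in KO. Endothelial nuclei held 66.5% of the adipocyte level of Ucp1 in WT and 50.1% in KO. The WT mitochondrial-transcript-rich nuclei, however, held 1877 CPM against 1849.6 in WT adipocytes, and with that class as the background nothing is left in WT. A smaller amount of free adipocyte RNA of the same makeup would lower Ucp1 about as far as the adipocyte markers. In endothelial nuclei Ucp1 had a log2 ratio of -5.42 (-5.70 to -5.14), below each of the 11 markers, which lay between -2.12 and 1.27, and this argues against it as the whole source. A fall of Ucp1 in the adipocyte nuclei themselves cannot be told apart from free RNA that held less Ucp1 in KO.

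Mitochondrial-transcript-rich nuclei were almost absent from KO. In WT, 140 genes of 6290 were more than 2 times as high there as in each other WT class compared. Skeletal muscle was not among these classes. The number was 2 in adipocytes, 91 in Schwann cells, 199 in mural cells, 215 in ASPCs, 365 in endothelial and 720 in immune cells. The cluster's Spearman correlation with all WT nuclei was 0.966, about that of Schwann cells (0.967), mural cells (0.964) and ASPCs (0.963). Whether these droplets hold mostly free RNA and no nucleus cannot be told apart from a nucleus with few UMIs, since the profile of empty droplets was not used here. Of the 140 genes, 62.9% were OXPHOS, ribosomal protein, mitochondrially encoded or haemoglobin genes, against 2.73% of the genes tested, so more RNA from outside the nucleus may account for the cluster in part. Malat1, a nuclear transcript, had 38470 CPM there, within the range of the other WT classes compared, from 36272.6 in endothelial to 44156.7 in mural nuclei.

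Over all nuclei, Alcam rose by more than the makeup of the classes alone gives, 1.61 against 3.63 on the log2 scale, and it rose in adipocytes by 4.73, which argues against a larger share of immune nuclei as the whole source. For Dock2 and Adgre1, makeup alone gives 1.81 and 1.88 of 2.91 and 2.84. The values from makeup rest in part on the levels of only 30 unnamed WT nuclei. Less free adipocyte RNA would raise the immune markers alike within immune nuclei, but Cd163 had a log2 ratio of -1.10 and Cd74 of 1.81 there. A different mix of immune cells stays open.

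Adipocyte and endothelial nuclei of the 2 libraries lay in separate clusters. Across 8353 genes, the changes of endothelial and immune nuclei went together, with a Spearman correlation of 0.726 and the same sign for 79.2%. A difference between the libraries that reaches all nuclei is therefore a candidate explanation, and an effect of the genotype on all cells stays open. Srsf1 had a log2 ratio of -1.03 in endothelial nuclei, less far below 0 than in adipocytes, so free adipocyte RNA in the WT droplets may account for its fall outside adipocytes.

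Fgf14, Dio2 and Nr4a3 were among the genes that fell most in KO adipocyte nuclei. A lower response to adrenergic stimulation was tested as a hypothesis with 15 other genes induced by cAMP. The median of the 13 with at least 50 UMIs was -1.11 in adipocytes, below the middle 95% of random lists (-0.32 to 0.71), but also -0.78 in ASPCs, -0.60 in endothelial, -0.61 in immune and -1.66 in mural nuclei. A response of adipocytes cannot be told apart from a change in all nuclei by this list.

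Kng1 had 4 UMIs in WT and 393 in KO adipocyte nuclei, a log2 ratio of 7.56, and it is among the leading genes of the unnamed KO cluster of called doublets and of the largest KO subcluster. It lies 64.5 kb from Adipoq. A transgene that carries genes beside Adipoq is a candidate explanation, since B630019A10Rik, 17.3 kb from Adipoq, had a ratio of 5.97 (30 and 974 UMIs). It was the only one of the 7 genes other than Kng1 within 300 kb with a ratio above 4, which 1.36% of 10914 genes had, and beside Srsf1 it was 1 of 8 genes, so the count adds no support. The other 6 did not rise as far, among them Eif4a2, Rfc4, Kng2 and St6gal1, with 0.84 for Eif4a2, -0.10 for Rfc4, -0.50 for Kng2 and -0.55 for St6gal1. The sequence of the transgene was not used here, and regulation of these genes by the genotype stays open.

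Beside Srsf1, and chosen after their values were seen, Gm15892, 5.31 kb away, had 107 UMIs in WT and 1040 in KO adipocyte nuclei (log2 ratio 4.23). Cuedc1 had a ratio of 2.31 and Vezf1 of 0.98. The other genes within 300 kb of Srsf1 did not rise in this way. The ratio was -0.21 for Gm11508, -0.81 for Dynll2, -0.66 for Mrps23, -0.85 for Msi2 and 0.04 for Mks1. Of the genes of mitochondrial dynamics, which the paper measured by q-PCR in tissue, the log2 ratio in adipocyte nuclei was -0.49 for Mfn1, -0.29 for Mfn2, -0.35 for Opa1, -0.79 for Dnm1l and 0.28 for Fis1.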
